# KAT6A is essential for developmental control gene expression in neural stem and progenitor cells

**DOI:** 10.1371/journal.pgen.1012133

**Published:** 2026-05-04

**Authors:** Anne K. Voss, Samantha Eccles, Johannes Wichmann, Waruni Abeysekera, Maria I. Bergamasco, Alexandra L. Garnham, Nishika Ranathunga, Yuqing Yang, Rory Bowden, Gordon K. Smyth, Tim Thomas

## Abstract

Heterozygous variants in the *KAT6A* gene encoding the histone lysine acetyltransferase KAT6A (MOZ, MYST3) cause Arboleda-Tham syndrome, a cognitive impairment syndrome. Histone acetylation is generally associated with active gene transcription. Genetic deletion of both alleles of the *Kat6a* gene in mice causes developmental defects including anterior homeotic transformation, cleft palate, interrupted aortic arch and cardiac septal defects. Loss of KAT6A impairs expression of HOX, DLX and TBX genes, which are essential for body segment identity specification, palate, heart and aortic arch development. However, the effects of loss of KAT6A on chromatin modifications and gene expression in neural cells, which are relevant to normal brain development and function, is still poorly understood. In this study, we used an automated high-throughput chromatin profiling method and RNA sequencing in mouse neural system and progenitor cells to assess the effects of loss of one or two alleles of *Kat6a* on gene expression, histone acetylation and methylation. We also assessed occupancy by a trithorax group protein and RNA polymerase II. Our data suggests two modes of action for KAT6A: (1) acetylation of histone H3 on lysine 23 at promoters and enhancers and (2) recruitment of the trithorax group protein MLL1 (KMT2A) to promote the expression of developmental genes, including SOX and homeodomain genes. Together, these two functions appear to be required for normal gene expression in neural progenitors and essential for proliferation and neuronal differentiation.

## Author summary

During embryonic development, specific families of transcription factors pattern the early embryo to lay down and define the body and organ structure. However, the mechanisms governing the onset of the expression of these developmental transcription factors in less well understood. KAT6A is thought to promote gene expression by acetylation histone proteins. Here we determine the effects of KAT6A on histone acetylation and gene expression in mouse neural stem and progenitor cells. Our data are relevant for the understanding of pathogenic genetic variants in one allele of the human *KAT6A* gene, which cause the Arboleda-Tham cognitive impairment syndrome.

## Introduction

The lysine (K) acetyltransferase KAT6A is one of nine nuclear histone lysine acetyltransferases encoded by the mammalian genome that have structurally defined acetyltransferase domains [1,2]. Heterozygous pathogenic variants in the *KAT6A* gene cause Arboleda-Tham syndrome, characterised by global developmental delay and cognitive dysfunction (93% penetrance), speech delay (73%), visual impairment (77%), gastrointestinal dysfunction (69%), sleep disruption (65%), congenital heart defects (51%; including septal defects), frequent infections (47%) and autism-like behaviour (32%), among other less common anomalies [3–6]. Most pathogenic variants (90% to 92%) in *KAT6A* are truncating mutations [5,6]. Variants truncating the KAT6A protein in more carboxy-terminal regions appear to be associated with more severe anomalies [5]. Consistent with heterozygous pathogenic variants in the *KAT6A* gene causing the Arboleda-Tham cognitive impairment syndrome, *Kat6a*^*+/–*^ mice display learning and memory defects [7,8], as well as hyperactivity and autism-like sociability defects [7].

Histone acetylation is generally more abundant at transcriptionally active gene loci [9] and thought to promote gene expression [10,11]. KAT6A is a member of the MYST family of histone acetyltransferases, which comprises five of the nine nuclear histone acetyltransferases [1,2]. KAT6A occurs as the catalytic component in a large multi-protein complex [12] that, besides KAT6A or its paralogue KAT6B, contains the adaptor proteins BRPF1, 2 or 3 and ING4 or 5, as well as MEAF6 [12]. BRPF1, 2 and 3 bind H2AK5ac, H4K12ac and H3K14ac via bromodomains and unmodified histone H3 tails and nucleosomal DNA via plant homeodomain (PHD) fingers [13,14]. ING4 and 5 bind histone H3 methylated on lysine 4 via their ING domains [15–17]. Comparison of the loss of function phenotypes between the protein complex members [18–28] and protein-protein interactions studies involving overexpression in cultured cells [29,30] suggest that the most prominent ‘KAT6’ protein complex composition during development is KAT6A (or alternatively KAT6B) with BRPF1, ING5 and MEAF6.

Homozygous null mutation of the *Kat6a* gene in mice causes an extensive anterior homeotic transformation of 19 skeletal and neural body segments and a posterior shift in HOX gene expression as well as lowered HOX gene expression [25]. Body segment identity is conferred by the sequential, collinear activation and nested expression of HOX genes in a specific anterior to posterior time course and with specific anterior HOX gene expression boundaries [reviewed in [31–33]]. Activation of HOX gene expression by treating pregnant females with retinoic acid rescues the *Kat6a* knockout body segment identity defect [25]. The time course and expression boundaries of HOX genes are controlled by the antagonistic action of polycomb repressor complexes and trithorax group proteins [reviewed by [34–36]]. For example, mutation of the polycomb repressor complex 1 protein, BMI1 (also known as PCGF4 or RNF51) leads to a posterior homeotic transformation [37]. Congruent with a role for KAT6A in activating HOX genes, combined loss of KAT6A and BMI1, rescues both the *Kat6a* and the *Bmi1* knockout body segment identity defects and restores the anterior HOX gene expression boundaries to normal [23]. Furthermore, loss of KAT6A causes cleft palate and reduced expression of DLX genes [38,39] and aortic arch and cardiac septal defects along with reduced expression of TBX genes [39,40]. Transgenic overexpression of *Tbx1* rescues the *Kat6a* knockout aortic arch defects [39]. Moreover, deletion of *Kat6a* in the germline or in adult haematopoietic cells leads to the complete absence of haematopoietic stem cells [19,24,41]. These observations demonstrate the critical roles that KAT6A plays during development of different organ systems.

The deletion of the *Kat6a* gene results in a reduction of histone H3 lysine 9 acetylation (H3K9ac) at HOX, DLX and TBX genes, among other genes [25,38,39], but no global genome-wide changes in H3K9 or H3K14 acetylation levels [25]. In addition, a reduction in the occupancy of HOX genes by the trithorax group protein mixed lineage leukaemia I [(MLL1), also known as histone-lysine N-methyltransferase 2A (KTM2A)] was observed in the absence of KAT6A [25]. Deletion of one or two alleles of *Kat6a* results in a global reduction in H3K23ac in mouse embryos ex vivo [42], in adult mouse brain cells [8], in adult mouse brain and in adult mouse peripheral white blood cells [7]. Knockdown of *KAT6A* causes a reduction in H3K23ac in cultured human cells [43,44], while lowerH3K14ac has also been reported [12]. Introduction of Arboleda-Tham syndrome mutations in *KAT6A* gene exons 2–15 in cultured human cells cause a reduction in H3K23ac [7]. Together, these studies suggest that KAT6A may promote gene expression by acetylating histone H3 at lysines 9, 14 and 23. Alternatively, some of the changes in histone acetylation levels may be secondary effects.

Pathogenic variants in only one allele of *KAT6A* have profound effects on cognitive development and function. This raises the question of how heterozygous and homozygous loss of *KAT6A* affect gene expression and chromatin modifications, specifically in a neural cell type derived from the developing brain that is functionally affected by loss of KAT6A. To address this question, we established that murine embryonic forebrain neural stem and progenitor cells form fewer neurons after loss of one and two alleles of *Kat6a* and used these cells to conduct automated chromatin profiling. We determined within the same cell preparation acetylation levels at histone H3 lysines 9, 14 and 23, as well as RNA polymerase II (POLR2A) and MLL1 occupancy and methylation levels at histone H3 lysine 4 (H3K4), the MLL1 target. We compared these chromatin profiling results to the effects of loss of KAT6A on gene expression.

## Results

To examine the effects of homozygous and heterozygous mutation of *Kat6a* on gene expression and chromatin modifications in cells derived from the developing brain, we isolated neural stem and progenitor cells (NSPCs) from *Kat6a*^*+/+*^ wildtype, *Kat6a*^*+/–*^ heterozygous and *Kat6a*^*–/–*^ homozygous mutant E12.5 mouse dorsal telencephalon, the precursor of the cerebral cortex. E12.5 was chosen, because *Kat6a*^*–/–*^ mouse embryos typically die at E13.5 on a C57BL/6 genetic inbred background.

### Lack of *Kat6a* affected global levels of H3K23ac and neuronal differentiation

We determined the effects of loss of KAT6A on histone acetylation at histone H3 lysine 9, 14 and 23 by comparing acetylation in *Kat6a*^*+/+*^ and *Kat6a*^*–/–*^ NSPCs. These are the previously published targets in a variety of human cell types and mouse embryos [12,25,39,43,44]. Global histone H3 lysine 23 acetylation (H3K23ac) was moderately, but consistently reduced in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (Fig 1A and 1B), whereas genome-wide acetylation levels at H3K9 and H3K14 were unchanged (S1A - S1D Fig). Examination of NSPCs cultured under proliferation conditions in vitro revealed the expected appearance of *Kat6a*^*+/+*^ wildtype NSPCs as spherical, floating colonies (neurospheres) (Fig 1C). In contrast, *Kat6a*^*+/–*^ NSPCs formed smaller colonies that tended to attach and *Kat6a*^*–/–*^ NSPCs formed few floating colonies and instead attached to the uncoated tissue culture plastic (Fig 1C). However, NSPCs of all three genotypes robustly expressed the neural stem cell marker protein SOX2 (Fig 1D). *Kat6a*^*–/–*^ NSPCs proliferated more slowly than the other two genotypes (Fig 1E and 1F).

**Fig 1:**
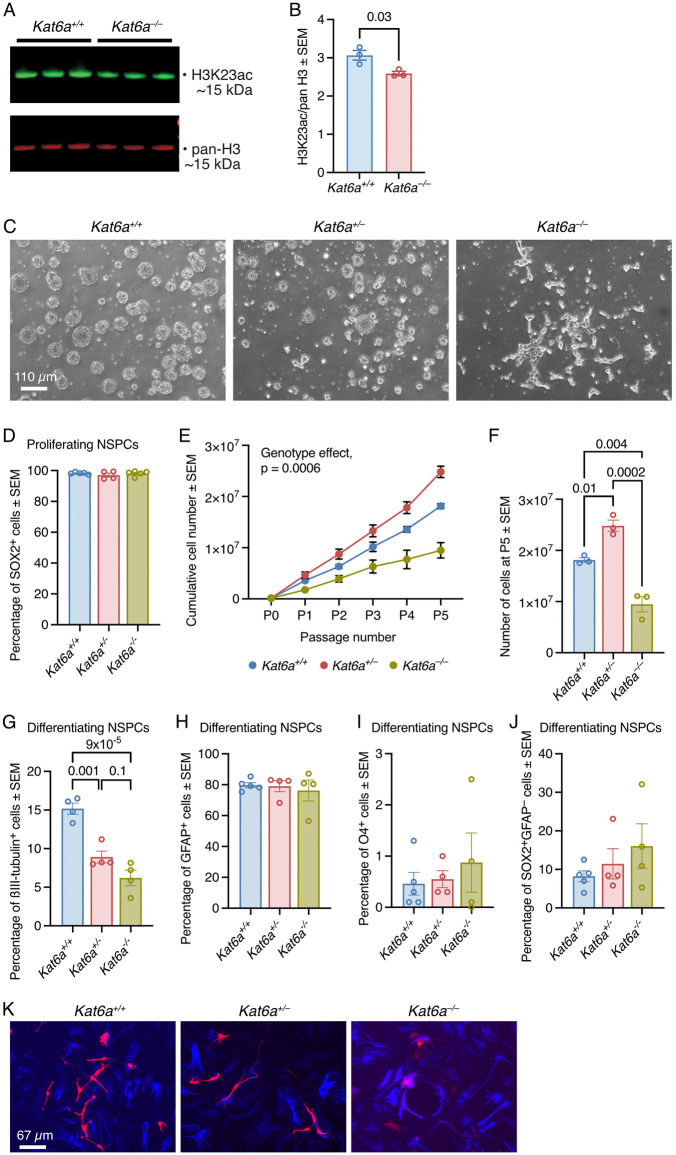
Loss of KAT6A causes a modest reduction in H3K23ac, as well as a reduction in proliferation and neuronal differentiation in neural stem and progenitor cells (NSPCs). (A) H3K23 acetylation levels and pan histone H3 levels assessed by Western blotting (A) and densitometry (B) in *Kat6a*^*+/+*^ wildtype and *Kat6a*^*–/–*^ homozygous mutant NSPCs. Each lane was loaded with 0.5 µg of acid extracted protein from NSPCs isolated from an individual mouse embryo. H3K23ac levels were normalised to pan-H3 levels. (C) Representative phase contrast images of proliferating *Kat6a*^*+/+*^ wildtype, *Kat6a*^*+/–*^ heterozygous mutant and *Kat6a*^*–/–*^ homozygous mutant NSPCs. (D) Percentage of cells expressing the neural stem cell (NSC) marker protein SOX2 assessed by intranuclear immunofluorescence staining and flow cytometry in proliferating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. (E,F) Cumulative cell count of *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs grown over 5 passages (P1 to P5) in culture (E) and cumulative cell number of cells at passage 5 (F). (G-J) Percentage of cells expressing the neuronal marker protein ßIII-tubulin (G), the astrocyte marker glial acidic protein (GFAP; H), the oligodendrocyte epitope O4 (I) and the NSC marker protein SOX2 but not GFAP (J) assessed by immunofluorescence staining and flow cytometry of *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs after three days of culture in differentiation conditions. (K) Representative epifluorescence images of *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs after five days of differentiation stained for ßIII-tubulin (red) and GFAP (blue). NSPC isolates from N = 3 (A-C,E,F) and 4 (D,G-K) E12.5 embryos per genotype. Each circle in (B,D,F-J) represents NSPCs isolated from an individual mouse embryo. Data are presented as mean ± SEM and were analysed by unpaired, two-tailed Student’s t-test (B), one-way ANOVA with Tukey’s multiple comparison test (D,F-J) and two-way ANOVA with Tukey’s multiple comparison test (E). Scale bars in (C) equals 110 µm and in (K) 67 µm.

Congruent with our results, a neural stem cell proliferation defects were previously observed in embryos lacking the histone acetyltransferase function of KAT6A [45] and neural stem and precursor cell deficiencies have been observed in mice after forebrain-specific deletion of the gene encoding the KAT6A protein complex protein BRPF1 [46].

Cultured for 3 days under differentiating conditions, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs formed fewer cells expressing the neuronal marker ßIII-tubulin compared to *Kat6a*^*+/+*^ NSPCs (p = 0.001 and 9x10^-5^, respectively); proportions of GFAP and O4 positive cells, as well as SOX2 positive and GFAP negative cells were not significantly different between genotypes (Fig 1G–1K). These data suggest that the presence of KAT6A is required for normal neuronal differentiation.

### Normal expression of developmental control genes requires KAT6A

Using proliferating and differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs for RNA sequencing, we observed thousands of changes in mRNA levels between *Kat6a*^*–/–*^ and *Kat6a*^*+/+*^ NSPCs (FDR < 0.05; Fig 2A–2D). In proliferating NSPCs, 3718 genes were differentially expressed in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (2017 genes up and 1701 genes down; Fig 2A and S1 Table) and in differentiating NSPCs, 5691 genes were differentially expressed in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (2810 genes up and 2881 genes down; Fig 2B and S2 Table). Unsupervised hierarchical clustering revealed that *Kat6a*^*–/–*^ and *Kat6a*^*+/+*^ NSPCs tended to cluster within genotype and that gene expression in *Kat6a*^*+/–*^ NSPCs was positioned intermediate between *Kat6a*^*–/–*^ and *Kat6a*^*+/+*^ NSPCs (Fig 2C and 2D). Multidimensional scaling also showed that proliferating NSPCs, and to a lesser extent differentiating, *Kat6a*^*+/–*^ NSPCs, were positioned intermediate between *Kat6a*^*–/–*^ and *Kat6a*^*+/+*^ NSPCs (S2A and S2B Fig).The top 20 genes downregulated in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs contained the neural fate determining gene *Sox1* on position 3 (FDR = 3x10^-5^; Fig 2E). Among the top genes downregulated in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, 14 of 20 genes were required for nervous system development (*Esco2, Knl1, Eomes*, *Kif14*, *Insm1*, *Dcc*, *Cadps*, *Hes5*, *Ankle2*, *Elavl4*, *Pkmyt, Dcx*, *Dll3*, and *Myc*; FDR = 2x10^-5^ to 0.0009; Fig 2F). Gene families that were overall downregulated in the absence of *Kat6a* included the SOX gene family in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (FDR = 6x10^-5^ to 0.02; Fig 2G). *Sox1* was also downregulated in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (FDR = 3x10^-5^; S2C Fig). In addition, the DLX gene family (FDR = 0.0009 to 0.02; S2D Fig) and MEIS genes were downregulated in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (FDR = 4x10^-5^ and 0.001; S2E Fig). Notable was the number of homeodomain protein encoding genes that were downregulated in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (FDR = 3x10^-5^ to 0.02; Fig 2H). In contrast, genes upregulated in proliferating or differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs included protocadherin genes (S2F Fig) and genes important for DNA repair and nucleic acid metabolic processes (S2G and S2H Fig). Only minor effects were observed on genes encoding other KAT6A protein complex members and other histone lysine acetyltransferases (S2I – S2M Fig). Congruent with the reduced cell proliferation observed in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, gene ontology term analysis revealed that genes important for cell division and cycle phase transition were downregulated in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (Fig 2I and S1 Table). Cell cycle genes were also downregulated in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (Fig 2J and S2 Table) and genes required for RNA polymerase II mediated transcription, DNA repair and nucleobase metabolic processes were downregulated (Fig 2J and S2 Table). More specific to the brain, genes downregulated in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs were involved in brain, and explicitly forebrain, development and included genes encoding DNA-binding transcription factors (all p < 10^-6^; S2 Table). Even proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs already displayed a decrease in brain and forebrain development genes (p = 0.0004 and 0.003, respectively), as well as in neural precursor cell proliferation genes (8x10^-5^; S1 Table).

**Fig 2:**
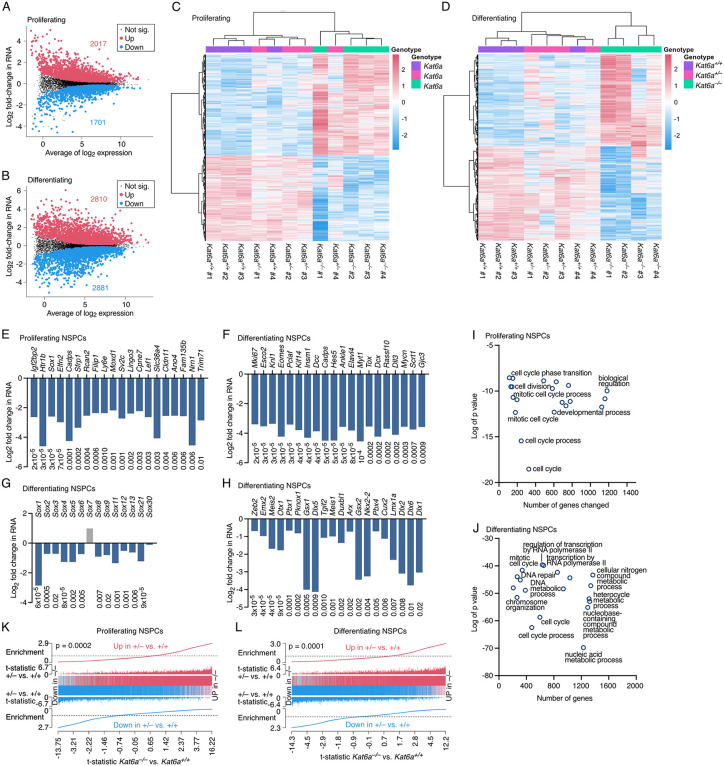
Loss of KAT6A causes a reduction in the expression of developmental control genes. (A-L) RNA sequencing data of NSPCs isolated from N = 4 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 4 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under RNA sequencing data analysis. Differences in gene expression with a false discovery rate (FDR) < 0.05 were considered significant. (A,B) M (log_2_ ratio) and A (mean average) plot of genes differentially expressed in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs grown under proliferating (A) and differentiating conditions (B) for 3 days. The number of upregulated (red) and downregulated genes (blue) are indicated. Genes not significantly changed are indicated in black. (C,D) Heatmaps showing hierarchical clustering of samples and genes differentially expressed in the contrast of proliferating (C) and differentiating (D) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs but also displaying results for *Kat6a*^*+/–*^ NSPCs. (E,F) Log_2_ fold-change in RNA levels of the top 20 genes (by fold-change amplitude, average expression > 1 CPM) downregulated in proliferating (E) and differentiating (F) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. (G,H) Log_2_ fold-change in RNA levels of SOX genes (G) and homeodomain protein genes (H) in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. (I,J) Top 20 gene ontology terms (biological process) associated with genes downregulated in proliferating (I) and differentiating (J) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. (K,L) Barcode plots showing significant positive correlations between gene expression changes in proliferating (K; p = 0.0002) and differentiating (L; p = 0.0001) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ and *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ E12.5 NSPCs. The horizontal axis shows t statistics for all genes in the *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ dataset. The long vertical lines represent genes and the shorter vertical lines the t-statistics of genes in the *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ dataset. Worms show the relative enrichment of the genes up (red) and downregulated (blue) in the *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ dataset.

The analysis of proliferating and differentiating *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs did not return any differentially expressed individual genes that reached FDR < 0.05 significance (S3 and S4 Tables). However, gene set analysis showed that gene expression changes in *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs correlated positively and significantly with genes expression changes in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, both, for the proliferating and the differentiating condition (p = 0.0002 and 0.0001, respectively; Fig 2K and 2L), suggesting that a multitude of modest changes in gene expression might contribute to the dysfunctions observed in individuals with heterozygous pathogenic variants in the *KAT6A* gene and in *Kat6a*^*+/–*^ mice.

### MLL1 gene occupancy and H3K4 trimethylation are reduced in the absence of KAT6A

We performed automated CUT&Tag chromatin profiling [47] on NSPCs isolated from the dorsal telencephalon (the cerebral cortex precursor) of *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ E12.5 embryos, to detect multiple chromatin marks in the same biological cell sample. These included the acetylation targets proposed for KAT6A, namely H3K9ac, H3K14ac and H3K23ac, as well as H3K4me3, MLL1 and RNA polymerase II occupancy. 

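The deposited count tables hold 134 CUT&Tag libraries from 10 E12.5 embryos, of which 3 were Kat6a+/+, 4 Kat6a+/– and 3 Kat6a–/–. Cells of each embryo were profiled after 3 days in the proliferating and in the differentiating culture, with 6 antibodies and IgG. Each antibody has 10 libraries per culture, and IgG has 10 proliferating and 4 differentiating libraries. The embryos came from 6 litters, and the litter that gave embryos of all 3 genotypes gave 5 of them. Per library, the authors counted fragments over 20295 promoters (1 kb on either side of the transcription start site), the same number of gene bodies (without their first 1 kb), 29956 enhancers and 6968 active enhancers. Counts summed over these 4 tables ranged from 37537 to 23121786 per library, with a median of 4940303; a fragment is summed more than once where regions overlap. For each antibody, culture and region class, Kat6a–/– and Kat6a+/– libraries were compared with Kat6a+/+ libraries in one edgeR quasi-likelihood fit with cyclic loess offsets and sample weights, and regions were called changed at a false discovery rate under 0.05.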

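In proliferating NSPCs, H3K9ac libraries held 7618429 to 12175275 (median 9404312) counts in Kat6a+/+, 9479922 to 22534034 (median 9905780) in Kat6a+/– and 6227452 to 9632851 (median 9304276) in Kat6a–/–. H3K14ac libraries held 15647547 to 17993772 (median 17561105), 5492295 to 23121786 (median 15718037) and 11330509 to 16530991 (median 15381094) counts in these genotypes. For H3K23ac, the same ranges were 4951382 to 15534057 (median 12374730), 5381996 to 15973807 (median 8033354) and 6586184 to 17953367 (median 9275856) counts. MLL1 libraries held 351188 to 435479 (median 389816), 381864 to 446863 (median 420216) and 356854 to 801552 (median 457168) counts in these genotypes. For H3K4me3, the same ranges were 6411352 to 8634366 (median 7261854), 4918119 to 6484332 (median 5607261) and 4044778 to 5356676 (median 5095269) counts. POLR2A libraries held 2940923 to 3210844 (median 2975644), 2942278 to 3307854 (median 3214036) and 2577832 to 3027597 (median 2906207) counts in these genotypes. IgG libraries held 174945 to 242241 (median 195749), 139770 to 192282 (median 183100) and 37537 to 194096 (median 151852) counts, so that the lowest IgG library had 37537 counts.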

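In differentiating NSPCs, H3K9ac libraries held 3314492 to 8637611 (median 4568118) counts in Kat6a+/+, 2217862 to 5040231 (median 3896586) in Kat6a+/– and 2242405 to 4929224 (median 3049819) in Kat6a–/–. H3K14ac libraries held 12435519 to 15383145 (median 13878141), 14168852 to 18909614 (median 15788833) and 14299788 to 15230071 (median 14597515) counts in these genotypes. For H3K23ac, the same ranges were 9661988 to 15518732 (median 13267551), 9563854 to 12237414 (median 10306578) and 6564734 to 7760486 (median 7012891) counts. MLL1 libraries held 1837593 to 3117820 (median 2814382), 1722892 to 2299676 (median 2240830) and 675186 to 1978668 (median 1078200) counts in these genotypes. For H3K4me3, the same ranges were 2024035 to 8576632 (median 7726163), 1312566 to 7803783 (median 5095400) and 1349438 to 3269578 (median 2910919) counts. POLR2A libraries held 3179057 to 4029095 (median 3445185), 2918770 to 6762127 (median 4486452) and 3100373 to 6145755 (median 5444871) counts in these genotypes. The 4 differentiating IgG libraries, 1 each of Kat6a+/+ and Kat6a+/– and 2 of Kat6a–/–, were too few per genotype for a comparison.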

We had previously observed MLL1 occupation of HOX genes to be dependent on the presence of KAT6A in whole E10.5 embryos [25]. Thus, we included MLL1. Within its four to five subunit protein complex, MLL1 has H3K4me2/3 methyltransferase activity [48–51]. We therefore assessed H3K4me3, which is the target of MLL1 that is most closely associated with mRNA levels [52]. In addition, we included RNA polymerase II subunit A phosphorylated on Ser2 (POLR2A; also known as Phospho-Rpb1 CTD). Phosphorylation of POLR2A at Ser2 is required for elongation and allowed us to determine if the absence of KAT6A affected POLR2A progression through a gene locus.

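The level of a mark over a region class was taken per library as the median log2 RPKM of the regions that passed the count filter, with the counts of all 4 tables as the library size. Its trend with the number of Kat6a alleles lost was tested over all 4200 assignments of 10 libraries to the genotypes, where the smallest two-sided p is 0.000476, and adjusted over 48 levels. Over 17435 gene bodies of differentiating NSPCs, the H3K23ac level was −0.76 ± 0.038 in Kat6a+/+, −0.89 ± 0.054 in Kat6a+/– and −1.08 ± 0.044 in Kat6a–/– libraries (log2 RPKM, mean ± SD). It fell by 0.16 per allele lost (exact permutation p = 0.000476, FDR = 0.0038), and 3 of 3 Kat6a–/– libraries lay below every Kat6a+/+ library. H3K9ac fell by 0.060 per allele lost (exact permutation p = 0.052, FDR = 0.14), MLL1 fell by 0.073 (exact permutation p = 0.051, FDR = 0.14) and H3K4me3 fell by 0.033 (exact permutation p = 0.39, FDR = 0.50); these 3 trends did not pass FDR 0.05. The choice of library size moved the H3K23ac trend most: with the gene body table alone as the library size it fell by 0.045 per allele lost (FDR = 0.069), and without scaling to library size by 0.56 (FDR = 0.057); the FDR was 0.0038 to 0.069 over 6 alternatives.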

In differentiating NSPCs, the loss of one or two alleles of *Kat6a* caused a significant dose-depended reduction in the read count aggregated over all gene bodies for H3K9ac, H3K23ac, MLL1 and H3K4me3 (Fig 3A). Similar reductions were seen in promoters (Figs 3B to 3E and S3A), enhancers and, specifically, active enhancers in differentiating NSPCs (S3B and S3C Fig). 

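At promoters of differentiating NSPCs, the H3K23ac level was 2.52 ± 0.083 in Kat6a+/+, 2.69 ± 0.057 in Kat6a+/– and 2.95 ± 0.022 in Kat6a–/– libraries. Relative to the 4-table library size it rose by 0.22 per allele lost (exact permutation p = 0.000476, FDR = 0.0038), and 3 of 3 Kat6a–/– libraries lay above every Kat6a+/+ library. At active enhancers the H3K23ac level rose by 0.14 per allele lost (exact permutation p = 0.000476, FDR = 0.0038), and at enhancers it fell by 0.014 (exact permutation p = 0.11, FDR = 0.21). These directions depended on the library size: with the counts of the promoter table alone the change at promoters was 0.00080 per allele lost (FDR = 0.98), and without scaling it was −0.19 (FDR = 0.29), with an FDR of 0.0038 to 0.98 over 6 alternatives. At active enhancers the same settings gave −0.023 (FDR = 0.080) and −0.26 (FDR = 0.081), with an FDR of 0.0038 to 0.081 over 6 alternatives. The ratio of the signal at promoters to that in gene bodies, which needs no library size, rose by 0.26 per allele lost (exact permutation p = 0.000476, FDR = 0.0029) on the log2 scale. H3K9ac fell by 0.055 per allele lost (exact permutation p = 0.0090, FDR = 0.048) at active enhancers, the only level of H3K9ac, MLL1 and H3K4me3 past FDR 0.05 in this culture; 9 of 10 fits with 1 library left out did not pass, and the change then was −0.060 to −0.048. It rose by 0.024 (exact permutation p = 0.19, FDR = 0.31) at promoters and fell by 0.023 (exact permutation p = 0.35, FDR = 0.47) at enhancers. MLL1 rose by 0.23 (exact permutation p = 0.12, FDR = 0.23) at promoters, rose by 0.043 (exact permutation p = 0.29, FDR = 0.43) at enhancers and rose by 0.15 (exact permutation p = 0.15, FDR = 0.27) at active enhancers. H3K4me3 fell by 0.028 (exact permutation p = 0.087, FDR = 0.18) at promoters, fell by 0.057 (exact permutation p = 0.31, FDR = 0.44) at enhancers and fell by 0.13 (exact permutation p = 0.030, FDR = 0.10) at active enhancers.

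**Figure D1:**
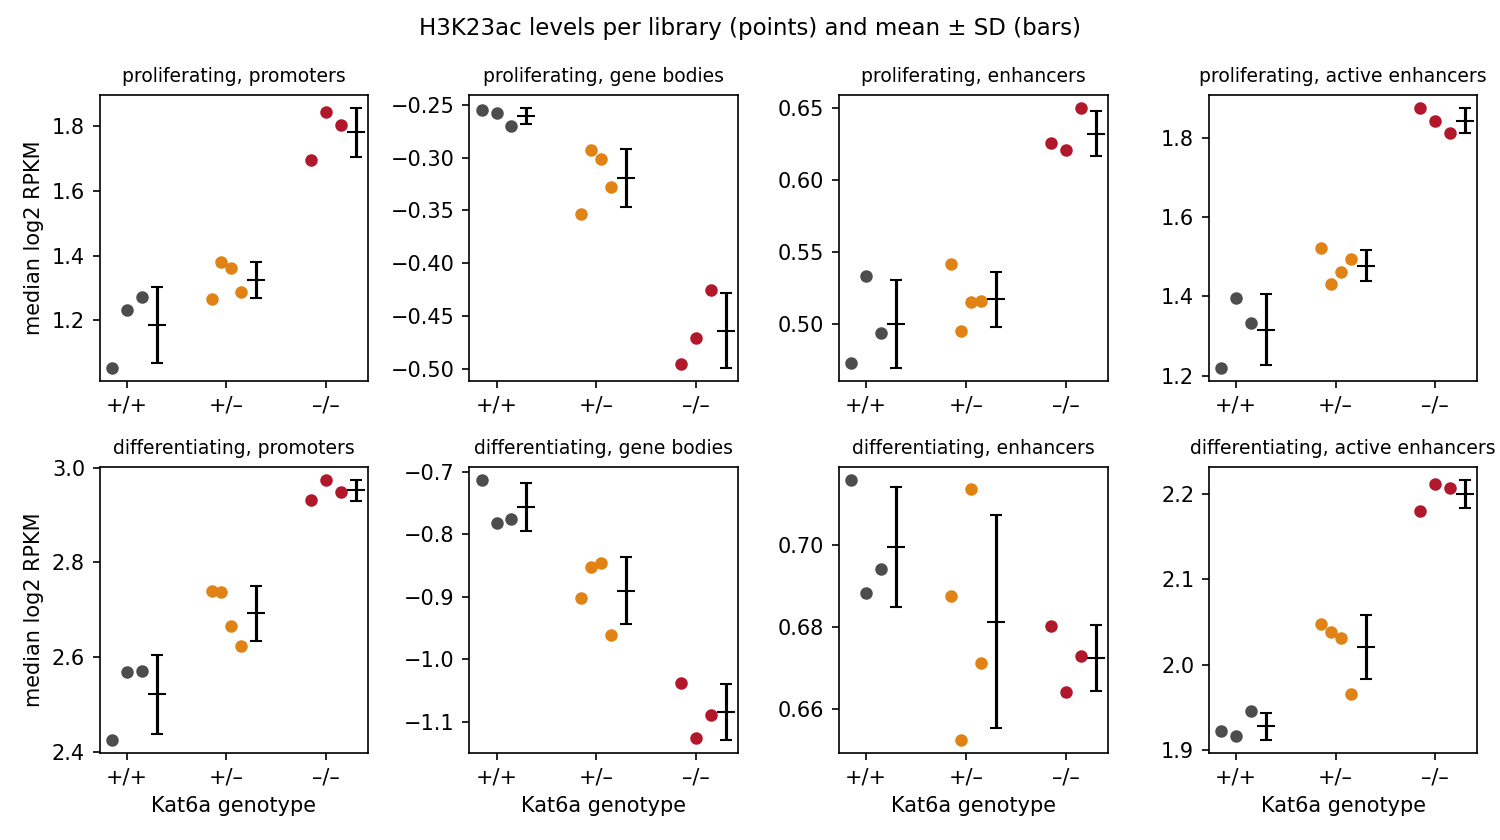
H3K23ac level (median log2 RPKM, library size over 4 tables) per library by Kat6a genotype, in proliferating (top) and differentiating (bottom) NSPCs; points are libraries and bars the mean ± SD. In differentiating NSPCs the mean at promoters goes from 2.52 in Kat6a+/+ to 2.95 in Kat6a–/– libraries, and in gene bodies from −0.76 to −1.08.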

H3K14ac was not noticeably reduced by loss of *Kat6a* alleles in differentiating NSPC (Figs 3A and S3A – S3D). 

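Over gene bodies of differentiating NSPCs, the H3K14ac level was −1.07 ± 0.021 in Kat6a+/+, −1.17 ± 0.049 in Kat6a+/– and −1.17 ± 0.084 in Kat6a–/– libraries (log2 RPKM). It fell by 0.052 (exact permutation p = 0.067, FDR = 0.16) per allele lost in gene bodies. At promoters it rose by 0.028 (exact permutation p = 0.20, FDR = 0.31), at enhancers it fell by 0.021 (exact permutation p = 0.018, FDR = 0.079), and at active enhancers it rose by 0.018 (exact permutation p = 0.32, FDR = 0.45). None of these 4 trends passed FDR 0.05 with the 4-table library size, whereas with the enhancer table alone as the library size H3K14ac at enhancers fell by 0.030 (FDR = 0.017, and 0.017 to 0.85 over 6 alternatives).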

Curiously, POLR2A appeared to be slightly increased with the loss of *Kat6a* alleles (Figs 3A, S3A – S3C, and S3E), which might suggest that POLR2A progressed more slowly through gene loci in differentiating *Kat6a*^*–/–*^ NSPCs compared to *Kat6a*^*+/+*^ cells. 

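The POLR2A level over gene bodies of differentiating NSPCs was −0.32 ± 0.018 in Kat6a+/+, −0.35 ± 0.024 in Kat6a+/– and −0.35 ± 0.025 in Kat6a–/– libraries. The level fell by 0.014 (exact permutation p = 0.15, FDR = 0.27) per allele lost in gene bodies. At promoters it rose by 0.015 (exact permutation p = 0.51, FDR = 0.63), at enhancers it rose by 0.017 (exact permutation p = 0.49, FDR = 0.62), and at active enhancers it fell by 0.0075 (exact permutation p = 0.76, FDR = 0.81). No POLR2A trend in this culture passed FDR 0.05.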

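The same 10 embryos were profiled in both cultures, so the difference of the genotype effect was taken within embryos, as the change in level per allele lost in differentiating minus that in proliferating NSPCs. For H3K23ac this difference was −0.062 (exact permutation p = 0.010, FDR = 0.083) in gene bodies, −0.082 (exact permutation p = 0.043, FDR = 0.21) at promoters, −0.080 (exact permutation p = 0.0019, FDR = 0.040) at enhancers and −0.13 (exact permutation p = 0.0033, FDR = 0.040) at active enhancers. At active enhancers the rise per allele lost was 0.14 in differentiating and 0.26 in proliferating NSPCs. Of the 24 combinations of mark and region class tested, the other 22 had FDR of 0.083 or more.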

Genotype effects were less pronounced in proliferating NSPCs (S3F – S3I Fig). H3K9ac was reduced at promoters, enhancers, active enhancers and gene bodies in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs and not in *Kat6a*^*+/–*^ NSPCs (S3F to S3I Fig). 

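In proliferating NSPCs, the H3K9ac level over gene bodies was −0.67 ± 0.034 in Kat6a+/+, −0.70 ± 0.074 in Kat6a+/– and −0.71 ± 0.045 in Kat6a–/– libraries. With 4-table library sizes it fell by 0.023 (exact permutation p = 0.33, FDR = 0.46) per allele lost in gene bodies. At promoters it rose by 0.010 (exact permutation p = 0.56, FDR = 0.65), at enhancers it rose by 0.0063 (exact permutation p = 0.92, FDR = 0.92), and at active enhancers it fell by 0.054 (exact permutation p = 0.087, FDR = 0.18). These 4 trends did not pass FDR 0.05. The Kat6a–/– mean differed from the Kat6a+/+ mean by 0.021 at promoters, −0.045 in gene bodies, 0.013 at enhancers and −0.11 at active enhancers, and the Kat6a+/– mean by 0.0071, −0.034, −0.048 and −0.043.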

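Over 18078 gene bodies of proliferating NSPCs, the H3K14ac level was −0.46 ± 0.034 in Kat6a+/+, −0.54 ± 0.022 in Kat6a+/– and −0.62 ± 0.041 in Kat6a–/– libraries, and it fell by 0.077 per allele lost (exact permutation p = 0.000476, FDR = 0.0038). The H3K23ac level over 18191 gene bodies was −0.26 ± 0.0078 in Kat6a+/+, −0.32 ± 0.027 in Kat6a+/– and −0.46 ± 0.035 in Kat6a–/– libraries, and it fell by 0.10 per allele lost (exact permutation p = 0.000476, FDR = 0.0038). For both marks, all 3 Kat6a–/– libraries lay below every Kat6a+/+ library. Without scaling to library size, the change of H3K14ac was −0.20 per allele lost (FDR = 0.60) and that of H3K23ac −0.069 (FDR = 0.88). At promoters H3K23ac rose by 0.30 per allele lost (exact permutation p = 9.5e-04, FDR = 0.0065), at active enhancers it rose by 0.26 (exact permutation p = 0.000476, FDR = 0.0038) and at enhancers it rose by 0.066 (exact permutation p = 0.0029, FDR = 0.017). With the same table as the library size the H3K23ac changes were 0.023 (FDR = 0.33), −0.00012 (FDR = 0.99) and −0.032 (FDR = 0.015) per allele lost.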

H3K14ac and H3K23ac were reduced in a gene dose dependent manner in gene bodies (Fig 3I). H3K4me3 was reduced in a *Kat6a* gene dose dependent manner at promoters, enhancers, active enhancers and gene bodies in proliferating NSPCs (S3F to S3I Fig). However, MLL1 occupancy was not reduced in the absence of KAT6A in proliferating NSPCs (S3F to S3I Fig), suggesting that another SET domain protein, that may be affected by loss of KAT6A, might contribute to H3K4me3 in proliferating NSPCs. 

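The H3K4me3 level at active enhancers of proliferating NSPCs was 2.37 ± 0.13 in Kat6a+/+, 2.17 ± 0.19 in Kat6a+/– and 1.98 ± 0.045 in Kat6a–/– libraries, and it fell by 0.20 per allele lost (exact permutation p = 0.010, FDR = 0.048). That trend did not pass FDR 0.05 in 5 of 10 fits with 1 library left out, of which the smallest fall was 0.18, without Kat6a+/+ replicate 1. It did not pass either with the same table's library size, where the fall was 0.089, without the count filter (0.13), with the mean over regions (0.18) or without scaling (0.48), with an FDR of 0.041 to 0.12 over 6 alternatives. H3K4me3 fell by 0.17 (exact permutation p = 0.036, FDR = 0.11) per allele lost at enhancers, fell by 0.058 (exact permutation p = 0.066, FDR = 0.16) in gene bodies and fell by 0.014 (exact permutation p = 0.17, FDR = 0.30) at promoters, which did not pass.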

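The MLL1 level at promoters of proliferating NSPCs was 4.12 ± 0.34 in Kat6a+/+, 4.22 ± 0.16 in Kat6a+/– and 4.06 ± 0.19 in Kat6a–/– libraries, over the 3267 promoters that passed the count filter. It fell by 0.013 (exact permutation p = 0.69, FDR = 0.77) per allele lost in gene bodies. At promoters it fell by 0.031 (exact permutation p = 0.75, FDR = 0.81), at enhancers it fell by 0.088 (exact permutation p = 0.53, FDR = 0.63), and at active enhancers it fell by 0.012 (exact permutation p = 0.90, FDR = 0.92). Only 18 of 29956 enhancers and 165 of 6968 active enhancers passed the count filter, so these levels do not describe their class. No MLL1 trend passed FDR 0.05 at this depth, where MLL1 libraries held 351188 counts or more.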

POLR2A occupancy was largely unaffected by the absence of KAT6A in proliferating NSPCs (S3F to S3I Fig). 

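POLR2A in proliferating NSPCs had a level of 0.28 ± 0.053 in Kat6a+/+, 0.26 ± 0.020 in Kat6a+/– and 0.22 ± 0.030 in Kat6a–/– libraries over gene bodies. The POLR2A level fell by 0.027 (exact permutation p = 0.081, FDR = 0.18) per allele lost in gene bodies. At promoters it fell by 0.0073 (exact permutation p = 0.83, FDR = 0.87), at enhancers it rose by 0.056 (exact permutation p = 0.051, FDR = 0.14), and at active enhancers it rose by 0.039 (exact permutation p = 0.20, FDR = 0.31). All 4 trends had FDR above 0.05.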

Examination of read depth plots from 1 kb upstream of the TSS to 1 kb downstream of the transcription end site (TES) showed that differences between genotypes were observed across the promoters and bodies of genes (S3J to S3M Fig).

**Fig 3:**
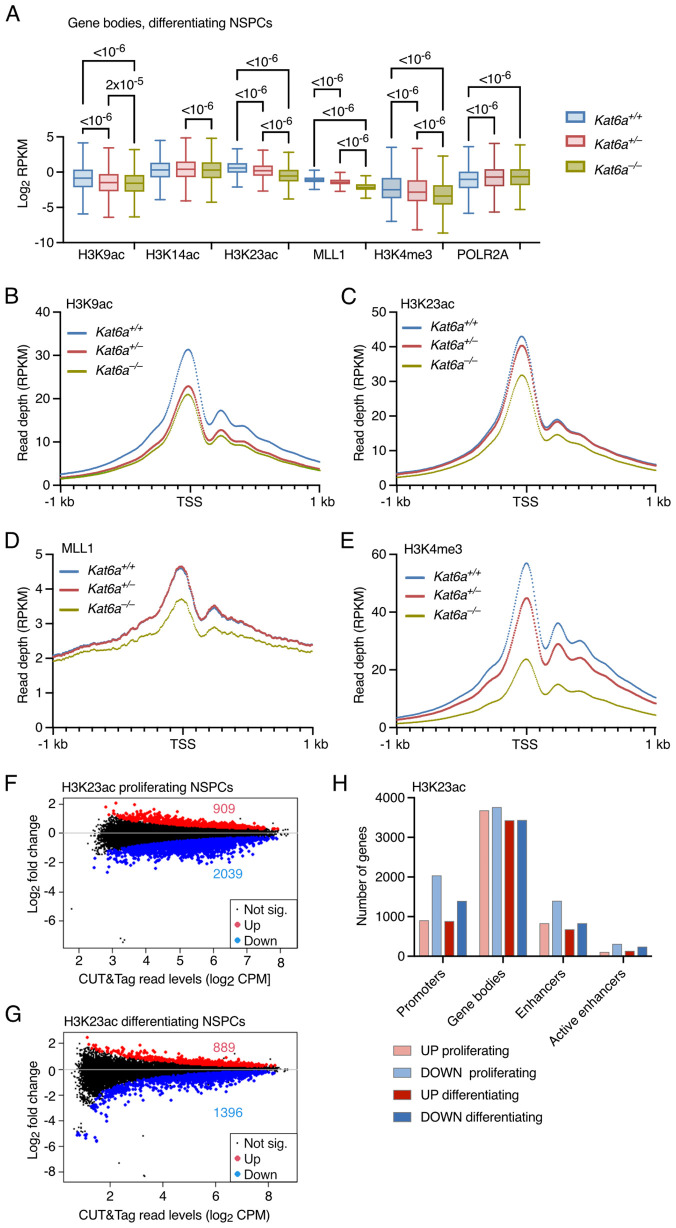
Loss of KAT6A causes reductions in H3K9ac, H3K23ac and H3K4me3 levels as well as a reduction in MLL1 occupancy. (A-H) CUT&Tag results of NSPCs isolated from N = 3 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 3 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under Automated CUT&Tag sequencing data analysis. Differences in occupancy with a false discovery rate (FDR) < 0.05 were considered significant. Data in (A) were analysed by Kruskal-Wallis test followed by Dunn’s correction for multiple testing. (A) Log_2_ of CUT&Tag read count per kilobase normalised to library size (RPKM) accrued over gene bodies for H3K9ac, H3K14ac, H3K23ac, MLL1, H3K4me3 and POLR2A in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. (B-E) Read depth aggregates over all protein coding genes for H3K9ac (B), H3K23ac (C), MLL1 (D) and H3K4me3 (E) over the interval from -1 kb to +1 kb of the transcription start site (TSS) in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. (F,G) MA plot of genes differentially decorated with H3K23ac in promoters of proliferating (F) and differentiating (G) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. (H) Number of genomic regions displaying differences in levels of H3K23ac in proliferating and differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.

In addition to examining the read count aggregated over all genes (Figs 3A–3E and S3A -S3M), we assessed the read count aggregates separately over genes that were upregulated and genes that were downregulated in proliferating and differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (S4 Fig). The results over upregulated and downregulated genes (S4A -S4P Fig) were similar to the read count aggregated over all genes (Figs 3A–3E, S3A, S3B, S3D – S3F, and S3I). Only a modestly stronger genotype effect of the reduction in histone acetylation, MLL1 occupancy, H3K4me3 and POLR2A occupancy was observed in the downregulated as compared to the upregulated genes (S4Q – S4T Fig).

While the read count aggregated over all genes provides an insight into major changes in the chromatin landscape, individual genes may be affected in a more specific manner.

### H3K23ac is reduced in the absence of KAT6A

The largest number of significant changes at the level of individual genes were observed in H3K23ac levels, changed in the body of the genes of 7448 individual genes in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (3683 increased and 3765 decreased) and at 6873 individual genes in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (3434 increased and 3439 decreased; S5, S6, and S7 Tables). However, a skewing towards a reduction in the acetylation mark is what one would expect for results including direct targets of KAT6A. 

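Of 18191 gene bodies tested in proliferating NSPCs, H3K23ac differed between Kat6a–/– and Kat6a+/+ libraries in 7820 (3896 increased and 3924 decreased), and of 17435 in differentiating NSPCs in 6576 (3322 increased and 3254 decreased). Leaving out 1 library at a time gave 6365 to 7961 changed gene bodies in proliferating NSPCs and 3060 to 6656 in differentiating NSPCs. DESeq2 called 5895 and 5809, and with the library name prefix in the fit, which Kat6a–/– replicates 2 and 3 of differentiating NSPCs do not share with the other libraries, 3720 gene bodies of that culture changed. The direction moved most when the libraries were scaled only by the counts of all 4 tables, with 2342 increased and 6633 decreased gene bodies in proliferating and 1362 increased and 6438 decreased in differentiating NSPCs. H3K14ac changed in 4627 gene bodies of proliferating NSPCs, the next largest count of a mark in this culture, which fell to 134 without Kat6a–/– replicate 2. In IgG libraries of proliferating NSPCs, edgeR called 0 of 4238 gene bodies and 0 of 52 promoters, with 357 and 7 at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Of simulated 2-fold changes in IgG gene bodies 26.9% were called, so these counts do not show the absence of antibody-independent differences. Of the 10 splits of the Kat6a+/+ and Kat6a–/– libraries into groups of 3, 6 changed at least 7820 H3K23ac gene bodies of proliferating NSPCs. These include the genotype split, and the largest had 12531, on weights that may not be final. Without sample weights the other splits changed 0, against 7035 by genotype.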

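H3K23ac changed at 534 of 5984 active enhancers (151 increased and 383 decreased, 71.7% decreased), 3807 of 19348 promoters (1349 increased and 2458 decreased, 64.6% decreased) and 3485 of 25737 enhancers (1452 increased and 2033 decreased, 58.3% decreased) of proliferating NSPCs. Leaving out 1 library lowered these counts to 137 without Kat6a+/+ replicate 2 at active enhancers, 1466 without Kat6a+/+ replicate 1 at promoters and 851 without Kat6a+/+ replicate 2 at enhancers. With libraries scaled only by the counts of all 4 tables the direction was the opposite, with 3486 increased and 80 decreased active enhancers, 11491 increased and 2882 decreased promoters and 4186 increased and 1303 decreased enhancers; the median of all promoters then moved to 0.51, so the counts are shifted as a whole. TMM factors left 52.8% of 10372 changed promoters decreased. DESeq2 called 727 enhancers (358 increased and 369 decreased). Among promoters at which the Kat6a–/– libraries all lay on one side of the Kat6a+/+ libraries, the smallest p in each direction belonged to Ikzf3 (log2 fold change 2.03, SE 0.29, adjusted p = 1.3e-06) and Gpr139 (−2.03, SE 0.14, adjusted p = 4.6e-14); by DESeq2, the change at Ikzf3 was 0.99 and did not pass (adjusted p = 0.10, and 1.4e-06 to 0.10 over 9 alternatives). At active enhancers it belonged to the region named chr7_77495341_mm9 in the table, with a log2 fold change of 1.14 (SE 0.19, adjusted p = 1.5e-04) and the region named chr5_128989021_mm9 in the table, with a log2 fold change of −1.40 (SE 0.16, adjusted p = 2.3e-07).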

A predominant decrease in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs was observed for H3K23ac levels at active enhancers (312 genes decreased in H3K23ac and 110 genes increased; S5 and S7 Tables), promoters (2039 down, 909 up; Fig 3F and S5 and S7 Tables) and all enhancers (1402 down, 835 up; S5 and S7 Tables). In addition, H3K9ac, H3K14ac and H3K4me3 were skewed towards a reduction particularly at active enhancers, albeit in a smaller number of genes (S5 and S7 Tables).

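At active enhancers of proliferating NSPCs, H3K9ac had 132 increased and 164 decreased of 5714 (55.4% decreased), H3K14ac 47 increased and 104 decreased of 6110 (68.9% decreased) and H3K4me3 35 increased and 69 decreased of 1949 (66.3% decreased). At promoters, by comparison, the share decreased was 39.8% of 244 for H3K9ac, 53% of 445 for H3K14ac and 63% of 837 for H3K4me3. Scaling by the counts of all 4 tables turned the direction for H3K14ac at active enhancers (971 increased and 132 decreased), gave 90 increased and 305 decreased for H3K9ac and 15 increased and 423 decreased for H3K4me3. With that library size the H3K14ac level over active enhancers was 1.55 in Kat6a+/+ and 1.70 in Kat6a–/– libraries. It was 1.98 and 1.88 for H3K9ac and 2.37 and 1.98 for H3K4me3, so these counts are shifted with the class as a whole. TMM factors gave 115 increased and 100 decreased active enhancers for H3K4me3, 65 increased and 132 decreased for H3K14ac and 152 increased and 192 decreased for H3K9ac. The counts fell to 18 without Kat6a–/– replicate 2 for H3K9ac, 24 without Kat6a–/– replicate 2 for H3K14ac and 29 without Kat6a–/– replicate 2 for H3K4me3.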

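In differentiating Kat6a–/– vs. Kat6a+/+ NSPCs, H3K23ac changed at 2518 of 16426 promoters (1059 increased and 1459 decreased, 57.9% decreased) and 635 of 5773 active enhancers (272 increased and 363 decreased, 57.2% decreased), and at 1700 of 23737 enhancers (848 increased and 852 decreased, 50.1% decreased). With the library name prefix in the fit, 719 promoters (211 increased and 508 decreased) and 32 active enhancers (10 increased and 22 decreased) changed. Scaled by the 4-table counts alone, 9268 promoters increased and 1093 decreased, and of 2061 changed active enhancers 6% decreased, while the median of all promoters moved to 0.35. The lowest counts with 1 library left out were 659 without Kat6a–/– replicate 2 at promoters, 41 without Kat6a–/– replicate 2 at active enhancers and 83 without Kat6a–/– replicate 2 at enhancers. Arid1b (log2 fold change 0.93, SE 0.10, adjusted p = 5.4e-08) and Tacr3 (−1.95, SE 0.17, adjusted p = 1.3e-10) had the smallest p in each direction at promoters, and at active enhancers the smallest p in each direction belonged to the region named chr7_77495341_mm9 in the table, with a log2 fold change of 1.40 (SE 0.15, adjusted p = 9.5e-07) and the region named chr15_52216295_mm9 in the table, with a log2 fold change of −2.27 (SE 0.22, adjusted p = 1.9e-07).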

Like proliferating NSPCs, differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs also showed the greatest skewing towards a reduction in H3K23ac in promoters (1396 down, 889 up; Fig 3G and S6 and S7 Tables) and active enhancers (241 down, 137 up; S6 and S7 Tables). While significant changes were observed for other chromatin marks in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, these were not obviously skewed with respect to the number of genes showing an increase vs. a decrease in individual chromatin marks (S6 and S7 Tables).

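In differentiating Kat6a–/– vs. Kat6a+/+ NSPCs, H3K9ac increased at 387 and decreased at 360 promoters, and these counts were 230 and 143 gene bodies and 41 and 50 active enhancers. H3K14ac increased at 268 and decreased at 222 promoters, with 883 and 881 gene bodies and 139 and 190 active enhancers. H3K4me3 increased at 77 and decreased at 31 promoters, with 34 and 16 gene bodies and 7 and 9 active enhancers. POLR2A increased at 266 and decreased at 185 promoters, with 888 and 902 gene bodies; the library name prefix in the fit left 2 increased and 1 decreased promoters and 61 increased and 19 decreased gene bodies. MLL1 increased at 14 and decreased at 6 promoters, whereas scaling by the 4-table counts alone gave 2489 increased and 4 decreased, with sample weights whose estimation stopped before its convergence tolerance. The share of changed regions that decreased was 48.2% for H3K9ac, 45.3% for H3K14ac, 28.7% for H3K4me3 and 41% for POLR2A at promoters. With the 4-table scaling these shares were 15.2%, 30.9%, 51.9% and 30.6%, and in gene bodies the share went from 38.3% to 77.1% for H3K9ac and from 49.9% to 70.4% for H3K14ac; with TMM factors that of H3K4me3 promoters was 43.4%. One library decided several of these counts: H3K9ac promoters fell to 81 without Kat6a–/– replicate 3, H3K14ac gene bodies to 222 without Kat6a+/+ replicate 3 and H3K4me3 promoters to 8 without Kat6a–/– replicate 1. For each of these marks, Kat6a–/– replicates 2 and 3 carry a library name prefix that no Kat6a+/+ library has. A difference between the prefixes can therefore enter all of these counts. With the prefix in the fit the genotype rests on Kat6a–/– replicate 1, so that fit says little about Kat6a–/– libraries as a group.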

Overall, we observed a skewing towards a decrease in H3K23ac in the absence of KAT6A. This was observed across a large number of individual genes in both proliferating and differentiating NPSCs, in particular at promoters and enhancers (Fig 3H). This, however, does not preclude that other, less numerous changes are functionally relevant.

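In Kat6a+/– vs. Kat6a+/+ NSPCs, H3K23ac changed at 7 of 19348 promoters of proliferating NSPCs (2 increased and 5 decreased), a count that reached 14 without Kat6a–/– replicate 1 and 0 without Kat6a+/+ replicate 2. In differentiating NSPCs, edgeR called 0 of 16426 promoters, with 1311 at an unadjusted p under 0.05, and DESeq2 called 0; without Kat6a+/– replicate 4, edgeR called 15, all decreased. With TMM factors edgeR called 13 promoters in proliferating and 35 in differentiating NSPCs, and with the 4-table scaling 1846 and 3997, of which 9% and 3.8% decreased. H3K23ac changed in 56 of 18191 gene bodies of proliferating Kat6a+/– NSPCs (37 increased and 19 decreased). In differentiating Kat6a+/– NSPCs it changed in 18 of 17435 gene bodies (14 increased and 4 decreased). At enhancers and active enhancers 0 regions changed in either culture. In Kat6a–/– libraries without sample weights, the share of changed regions that decreased was 67.4% at promoters and 76.6% at active enhancers of proliferating NSPCs, and 60% and 63.9% in differentiating NSPCs. The paper reasons that a skew towards less acetylation is what results that include direct targets of KAT6A would show, and describes such a skew for H3K23ac.

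**Figure D2:**
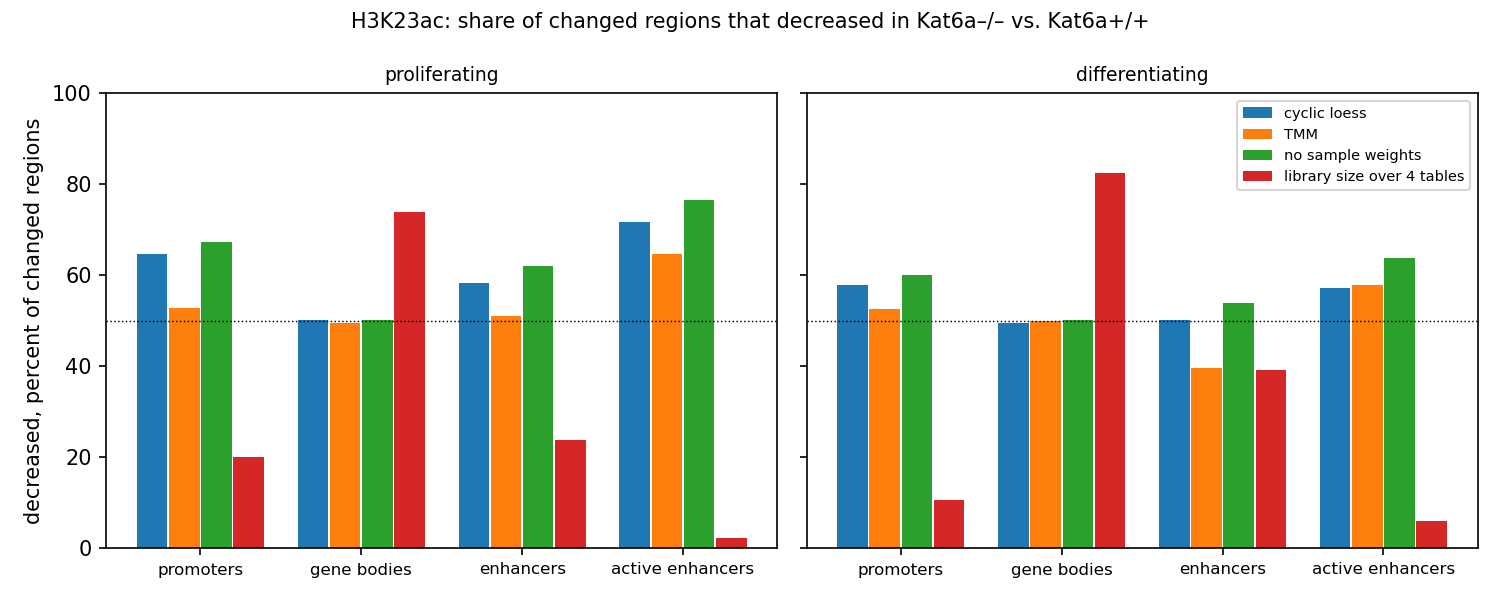
Percent of changed regions in which H3K23ac decreased in Kat6a–/– vs. Kat6a+/+ NSPCs, by region class, in proliferating (left) and differentiating (right) NSPCs; bars are the 4 ways to scale or weight the libraries and the dotted line marks 50%. With cyclic loess offsets 64.6% of changed promoters decreased in proliferating NSPCs, against 20.1% with libraries scaled by the counts of 4 tables.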

### Changes in MLL1 occupancy and H3K4 trimethylation correlates strongly with changes in gene expression in the absence of KAT6A

To determine relationships between the effects on gene transcription and chromatin marks, we assessed the correlation between changes in chromatin marks and RNA levels at individual genes in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.

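The log2 fold changes of CUT&Tag were set against the RNA log2 fold changes of the paper's tables for genes past FDR 0.05 in both, using the 1998 RNA rows with the smallest p in proliferating NSPCs; the other 10124 were not used here. For MLL1 at promoters the straight line gave R2 = 0.821 over 25 genes, of which 25 changed in the same direction and 8 decreased in both. Leaving out 1 library at a time gave R2 of 0.782 to 0.91. Without the CUT&Tag threshold, over all genes held, R2 was 0.28. The values describe genes, which are not independent replicates, and no p was computed for them. For H3K4me3 at promoters, R2 = 0.815 over 261 genes, and 0.45 over all genes held without the CUT&Tag threshold. With TMM factors R2 was 0.62 for H3K4me3 and 0.88 for MLL1, so the order of these marks depended on the genes and the scaling.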

We observed the tightest positive correlation between the change in MLL1 occupancy at promoters and change in RNA levels per gene in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs Fig 4A). MLL1 occupancy (R^2^ = 0.94) and H3K4me3 (R^2^ = 0.75) were decreased at the promoters of neural stem cell and early brain development genes (Fig 4A and 4B) and in the gene bodies (R^2^ = 0.62 and 0.81, respectively), including at the *Sox1*, *Otx1, Emx2* and *Dmrta2* genes in the absence of KAT6A (Fig 4C–4E). 

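MLL1 changed at 41 of 3267 promoters tested in proliferating Kat6a–/– vs. Kat6a+/+ NSPCs (26 increased and 15 decreased) and in 7 of 7633 gene bodies (2 increased and 5 decreased). The promoter count fell to 15 without Kat6a+/+ replicate 3, and with libraries scaled only by the 4-table counts 80 increased and 180 decreased promoters changed, while the median of all promoters moved to −0.11; the estimation of weights in that fit stopped before its convergence tolerance. At the Sox1 promoter MLL1 counts were 443 ± 72.2 in Kat6a+/+ and 114 ± 40.1 in Kat6a–/– libraries (normalized CPM, mean ± SD), a log2 fold change of −1.94 (SE 0.36, adjusted p = 5.9e-05). The log2 fold change was −1.34 (SE 0.26, adjusted p = 0.0025) at the Otx1 promoter, where it was −0.97 and did not pass without Kat6a+/+ replicate 3 (adjusted p = 0.088). At Emx2 it was −0.97 (SE 0.22, adjusted p = 0.0021), and without the count filter −0.94 (adjusted p = 0.063, and 4.2e-06 to 0.063 over 9 alternatives). At Dmrta2 it was −0.82 (SE 0.26, adjusted p = 0.12), past the threshold only with the 4-table scaling (−1.02, adjusted p = 0.0015, and 0.0015 to 0.50 over 9 alternatives). In gene bodies MLL1 fell at Otx1 (−4.22, SE 0.44, adjusted p = 6.0e-07), Dmrta2 (−2.46, SE 0.28, adjusted p = 1.3e-06), Sox1 (−2.43, SE 0.35, adjusted p = 1.4e-04) and Emx2 (−2.24, SE 0.33, adjusted p = 1.6e-04). With an abundance trend in the dispersion, Otx1 and Emx2 gene bodies did not pass (adjusted p = 0.097 and 0.055); the adjusted p was 5.7e-10 to 0.097 over 9 alternatives for Otx1 and 1.6e-06 to 0.055 for Emx2. At these 4 genes the Kat6a–/– libraries all lay below the Kat6a+/+ libraries, at promoters and in gene bodies; chance gives 10% of genes such a separation of 3 from 3 libraries in either direction. The genes lie at Sox1 on chromosome 8 (12445295 to 12450126), Otx1 on chromosome 11 (21944764 to 21952897), Emx2 on chromosome 19 (59446804 to 59453789) and Dmrta2 on chromosome 4 (109835202 to 109840884) of GRCm39.

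**Figure D3:**
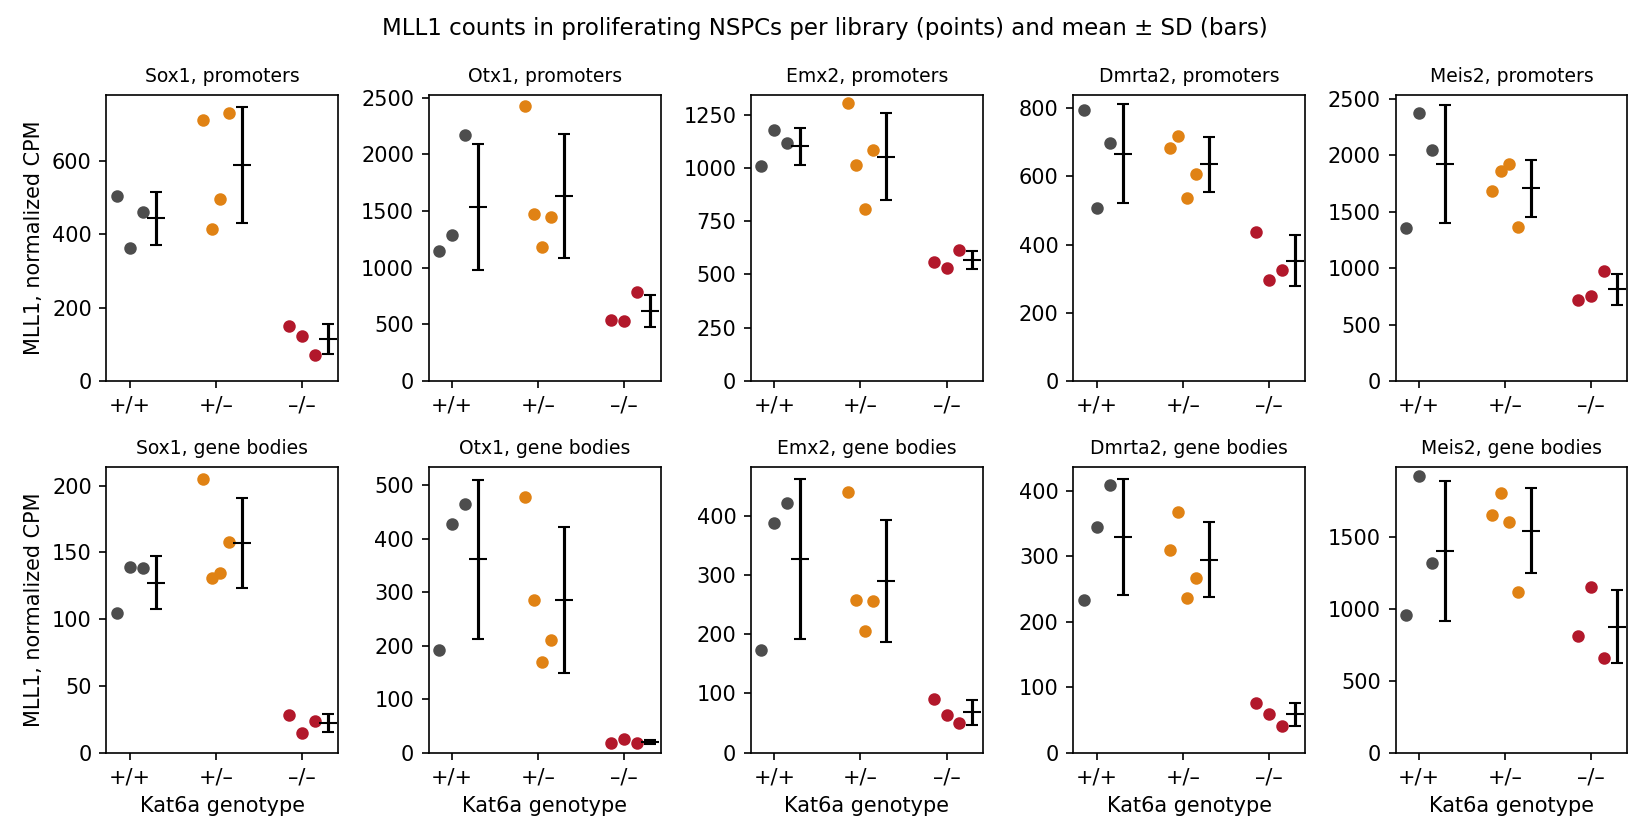
Normalized MLL1 CPM per library by Kat6a genotype at 5 genes, over promoters (top) and gene bodies (bottom) of proliferating NSPCs; points are libraries and bars the mean ± SD. At the Sox1 promoter the mean is 443 in Kat6a+/+ and 114 in Kat6a–/– libraries.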

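H3K4me3 changed at 837 of 12248 promoters of proliferating NSPCs (310 increased and 527 decreased) and in 288 of 11363 gene bodies (104 increased and 184 decreased). The promoter count fell without Kat6a–/– replicate 2 and without sample weights (358), and rose with TMM factors or the litter indicator. With TMM factors decreases made up a smaller share of the changed gene bodies. The H3K4me3 log2 fold change was −1.55 (SE 0.22, adjusted p = 0.0047) at the Sox1 promoter, −0.61 (SE 0.086, adjusted p = 0.0019) at Otx1, −0.26 (SE 0.050, adjusted p = 0.0059) at Emx2 and −0.65 (SE 0.16, adjusted p = 0.046) at Dmrta2. The Emx2 promoter did not pass by DESeq2 (−0.16, adjusted p = 0.21), with TMM factors (−0.13, adjusted p = 0.14) or with the 4-table scaling (−0.14, adjusted p = 0.12). Its adjusted p was 8.5e-04 to 0.21 over 9 alternatives. The Dmrta2 promoter did not pass in 8 of 10 fits with 1 library left out. In gene bodies H3K4me3 changed by −2.25 at Sox1, −3.65 at Otx1, −1.26 at Emx2 and −2.59 at Dmrta2. Gene body R2 against RNA was 0.765 over 5 genes for MLL1, with 0.001 when Kat6a+/+ replicate 2 was left out, and 0.77 over 118 genes for H3K4me3. The smallest p for MLL1 at promoters belonged to Epha5, where MLL1 increased (1.81, SE 0.23, adjusted p = 2.6e-10), and Igf2bp2, where it decreased (−1.85, SE 0.24, adjusted p = 1.1e-09). Next by p came Gria4 (2.19, SE 0.29, adjusted p = 1.1e-09), Meis2 and Trim71 (−2.28, SE 0.32, adjusted p = 1.6e-08). For H3K4me3 the smallest p in each direction at promoters belonged to Vax2 (3.46, SE 0.18, adjusted p = 2.2e-08) and Fzd10 (−1.26, SE 0.083, adjusted p = 3.6e-07).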

Congruently, mRNA output of these genes was downregulated significantly in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. In *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs, these genes only showed a tendency for downregulation (Fig 4F and S1 to S4 Tables). 

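In proliferating NSPCs, R2 against the RNA log2 fold changes was 0.734 over 80 genes (79 in the same direction) for H3K9ac at promoters and 0.654 over 174 genes (166 in the same direction) in gene bodies. For H3K14ac it was 0.779 over 88 genes (85 in the same direction) at promoters and 0.124 over 516 genes (303 in the same direction) in gene bodies. The H3K14ac gene body value rose to 0.46 without Kat6a–/– replicate 2. POLR2A gave 0.7 over 10 genes (8 in the same direction) at promoters, where it fell to 0.477 without Kat6a+/+ replicate 1, and 0.818 over 104 genes (104 in the same direction) in gene bodies. The promoters with the smallest p in each direction were Vax2 (1.98, SE 0.12, adjusted p = 3.5e-08) and Htr1b (−0.97, SE 0.080, adjusted p = 7.9e-07) for H3K9ac, Hoxa5 (2.73, SE 0.23, adjusted p = 5.6e-11) and Adamts19 (−1.41, SE 0.13, adjusted p = 3.0e-10) for H3K14ac, and Chl1 (2.42, SE 0.38, adjusted p = 8.9e-05) and Rce1 (−0.96, SE 0.19, adjusted p = 0.0041) for POLR2A. Rce1 did not pass by DESeq2 (adjusted p = 0.42, and 3.1e-04 to 0.42 over 9 alternatives) or in 4 of 10 fits with 1 library left out.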

The other chromatin marks that showed a positive correlation between changes in the chromatin mark and changes in RNA levels in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs at specific gene promoters and bodies were H3K9ac (R^2^ = 0.69 and 0.69, respectively), H3K14ac (R^2^ = 0.82 and 0.28) and POLR2A (R^2^ = 0.55 and 0.85; Fig 5A to 5F). Interestingly, changes in H3K23ac did not correlate with changes in RNA levels in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs (Fig 5G and 5H).

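For H3K23ac in proliferating NSPCs, R2 was 0.047 over 324 genes at promoters, of which 169 changed in the same direction as their RNA, and 0.001 over 949 genes in gene bodies, of which 515 did. With 1 library left out the promoter value was 0.031 to 0.082.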

**Fig 4:**
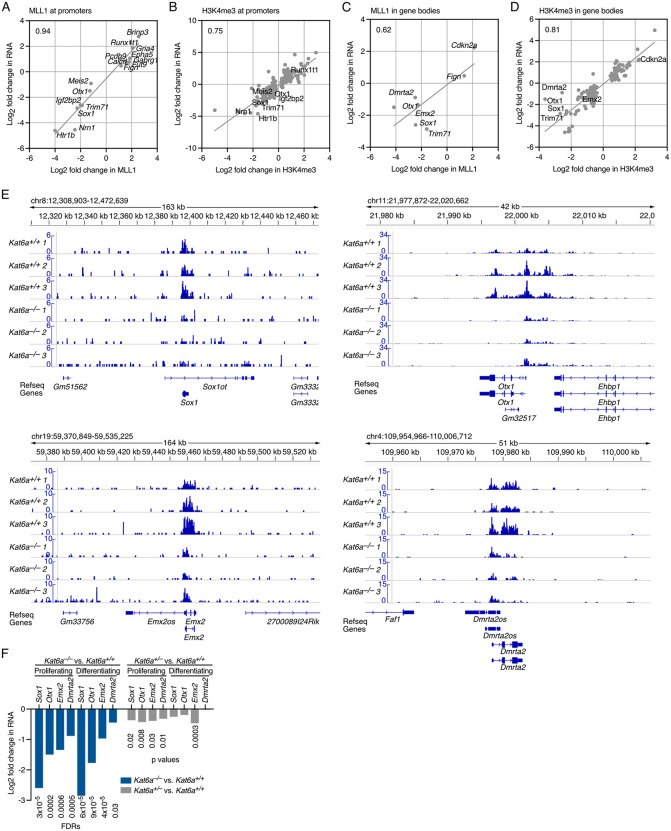
Loss of KAT6A results in a reduction in MLL1 and H3K4me3 associated with a reduction in mRNA levels. (A-D) Comparison of results from RNA sequencing and CUT&Tag results of NSPCs isolated from N = 3–4 *Kat6a*^*+/+*^ and 3–4 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under RNA sequencing data analysis and Automated CUT&Tag sequencing data analysis. Differences in gene expression or occupancy with a false discovery rate (FDR) < 0.05 were considered significant. (A-D) Correlation between log_2_ fold-change in RNA levels and log_2_ fold-change in MLL1 occupancy (A,C) or H3K4me3 levels (B,D) of proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs at promoters (A,B) and bodies (C,D) of protein coding genes differentially expressed at FDR < 0.05 and differentially occupied at FDR < 0.05. (E) Read depth plots of CUT&Tag results for MLL1 occupancy at the *Sox1*, *Otx1, Emx2* and *Dmrta2* locus. (F) Log_2_ fold-change in RNA levels of *Sox1, Otx1, Emx2* and *Dmrta2* in proliferating and differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ and *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs.

**Fig 5:**
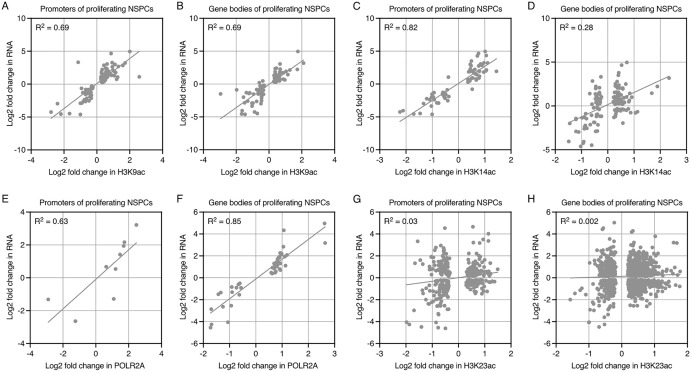
Comparison of changes in histone acetylation levels and POLR2A occupancy to changes in RNA levels between proliferating *Kat6a*^*+/+*^ and *Kat6a*^*–/–*^ NSPCs. (A-H) Comparison of results from RNA sequencing and CUT&Tag results of proliferating NSPCs isolated from N = 3–4 *Kat6a*^*+/+*^ and 3–4 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under RNA sequencing data analysis and Automated CUT&Tag sequencing data analysis. Differences in gene expression or occupancy with a false discovery rate (FDR) < 0.05 were considered significant. (A-H) Correlation between log_2_ fold-change in RNA levels and log_2_ fold-change in H3K9ac levels (A,B), H3K14ac levels (C,D), POLR2A occupancy (E,F) and H3K23ac levels (G,H) in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs at promoters (A,C,E,G) and bodies (B,D,F,H) of protein coding genes differentially expressed (FDR < 0.05) and differentially occupied (FDR < 0.05).

Similarly, in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, changes at promoters in H3K9ac (R^2^ = 0.61), H3K4me3 (R^2^ = 0.56), H3K14ac (R^2^ = 0.42) and POLR2A (R^2^ = 0.41) correlated positively with change in RNA levels of individual genes, while H3K23ac (R^2^ = 0.10) correlated only weakly (S5 Fig). 

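In differentiating NSPCs the 1997 RNA rows with the smallest p were used. At promoters, R2 was 0.601 over 175 genes (151 in the same direction) for H3K9ac, 0.627 over 39 genes (37 in the same direction) for H3K4me3 and 0.577 over 109 genes (84 in the same direction) for H3K14ac. It was 0.614 over 106 genes (90 in the same direction) for POLR2A and 0.243 over 354 genes (224 in the same direction) for H3K23ac. The promoters with the smallest p in each direction were Cxcl14 (1.62, SE 0.13, adjusted p = 1.1e-08) and Nwd2 (−1.17, SE 0.10, adjusted p = 5.5e-08) for H3K14ac, Vax2 (3.56, SE 0.28, adjusted p = 1.5e-05) and Fras1 (−1.22, SE 0.15, adjusted p = 0.0014) for H3K4me3, and Cobll1 (0.87, SE 0.11, adjusted p = 9.2e-07) and Nrn1 (−2.75, SE 0.34, adjusted p = 5.8e-07) for POLR2A. For H3K9ac, Ptchd4 had the smallest p among the decreased promoters (−1.35, SE 0.19, adjusted p = 5.4e-06). With the library name prefix in the fit, Ptchd4 (adjusted p = 0.061), Cobll1 (0.057) and Nrn1 (0.092) did not pass; over the alternatives the adjusted p reached no more than these values, and Fras1 did not pass without Kat6a–/– replicate 1 (adjusted p = 0.090).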

Few changes in MLL1 occupancy reached the FDR < 0.05 cutoff in differentiating NSPCs and so in the case of MLL1 the relationship between MLL occupancy and RNA levels is merely suggestive of a possible correlation in the promoter regions of genes (S5G Fig). 

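MLL1 passed FDR 0.05 at 20 of 10337 promoters (14 increased and 6 decreased) and in 1 of 15886 gene bodies of differentiating Kat6a–/– vs. Kat6a+/+ NSPCs; the promoter count fell to 1 without Kat6a–/– replicate 2. Over the 8 genes past the threshold in both, R2 at promoters was 0.614, 7 of them in the same direction. With 1 library left out it was 0.567 to 0.959, the highest without Kat6a+/+ replicate 2. Over all genes held, without the CUT&Tag threshold, R2 was 0.04. The log2 fold change was −1.80 (SE 0.32, adjusted p = 0.0028) at the Sox1 promoter, −0.80 (SE 0.19, adjusted p = 0.041) at Otx1, −1.12 (SE 0.22, adjusted p = 0.0045) at Dmrta2, −0.43 (SE 0.19, adjusted p = 0.78) at Emx2 and −0.58 (SE 0.22, adjusted p = 0.69) at Meis2. Scaled by the counts of all 4 tables, these changes were −0.91 at Sox1, 0.090 at Otx1, 0.010 at Dmrta2, 0.62 at Emx2 and 0.62 at Meis2, none past the threshold; the median of all promoters then moved to 0.76, and each of the 5 genes lay below it. With 1 library left out, Sox1 did not pass in 2, Otx1 in 5 and Dmrta2 in 3 of 10 fits, and with the library name prefix in the fit Sox1 was at −1.32 (adjusted p = 0.42, and 3.7e-07 to 0.42 over 10 alternatives). Otx1 did not pass with TMM factors, by DESeq2, without the count filter or with the prefix either, at −0.69, −0.64, −0.79 and −0.61 (adjusted p 0.0021 to 0.85 over 10 alternatives). Of 3 MEIS promoters tested, MLL1 increased at Meis1 (1.12, SE 0.24, adjusted p = 0.020), which did not pass without the count filter or with the prefix (adjusted p 1.5e-06 to 0.58 over 10 alternatives).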

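In gene bodies of differentiating NSPCs, R2 was 0.643 over 98 genes (95 in the same direction) for H3K9ac, 0.793 over 19 genes (19 in the same direction) for H3K4me3, 0.635 over 361 genes (342 in the same direction) for POLR2A and 0.365 over 297 genes (243 in the same direction) for H3K14ac. For H3K23ac it was 0.11 over 885 genes (564 in the same direction). No gene passed both thresholds for MLL1 in gene bodies, so no value was computed. The POLR2A value rose to 0.88 without Kat6a+/+ replicate 3.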

In the gene bodies of differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs, changes in H3K9ac (R^2^ = 0.62), H3K4me3 (R^2^ = 0.56), POLR2A (R^2^ = 0.56) and to a lesser extent H3K14ac (R^2^ = 0.29) correlated positively with RNA levels, while H3K23ac and MLL1 did not suggest a prominent correlation (S5 Fig).

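Total mapped reads are not in the count tables, and the counts summed over the 4 region tables were used in their place. For H3K23ac in differentiating NSPCs, the log2 total fell by 0.41 per allele lost (exact permutation p = 0.0033, FDR = 0.040), adjusted over 12 totals, and 3 of 3 Kat6a–/– libraries lay below every Kat6a+/+ library. In 7 of 10 fits with 1 library left out the FDR was above 0.05, with falls between 0.36 and 0.51. With the promoter table alone the total fell by 0.20 (FDR = 0.26). In proliferating NSPCs the H3K23ac total rose by 0.034 per allele lost (exact permutation p = 0.91, FDR = 0.91). The H3K4me3 total of proliferating NSPCs fell by 0.31 per allele lost (exact permutation p = 0.0076, FDR = 0.046), which did not pass in 8 of 10 fits with 1 library left out. For MLL1 in differentiating NSPCs the fall was 0.58 (exact permutation p = 0.015, FDR = 0.061), and the other totals had FDR of 0.39 or more. That fall cannot be told apart from the library name prefix. Kat6a–/– replicates 2 and 3, of the other prefix, had 675186 and 1078200 MLL1 counts. Replicate 1 had 1978668, within the 1837593 to 3117820 of Kat6a+/+. For H3K23ac, Kat6a–/– replicate 1 had 7760486 counts, below the lowest Kat6a+/+ library with 9661988.

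**Figure D4:**
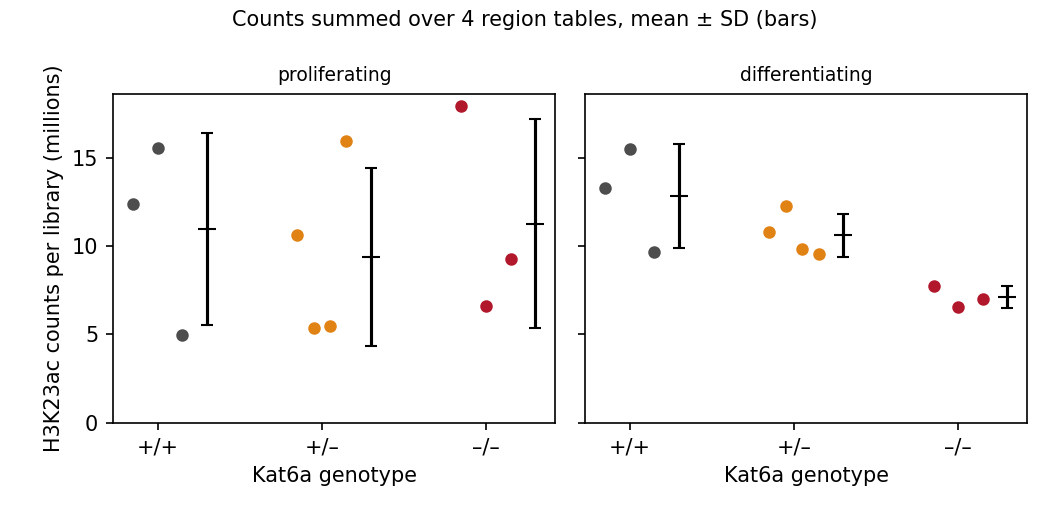
H3K23ac counts per library, summed over 4 region tables, by Kat6a genotype in proliferating (left) and differentiating (right) NSPCs; points are libraries and bars the mean ± SD. In differentiating NSPCs the medians are 13267551 counts in Kat6a+/+, 10306578 in Kat6a+/– and 7012891 in Kat6a–/– libraries. Kat6a–/– replicates 2 and 3 of that culture carry another library name prefix.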

Lastly, it is worth noting that a global gene dose effect of loss of one or two alleles of *Kat6a* was strongly and significantly observed on the total number of mapped H3K23ac reads in differentiating NSPCs, but not on any the other chromatin marks (Fig 6A and 6B).

**Fig 6:**
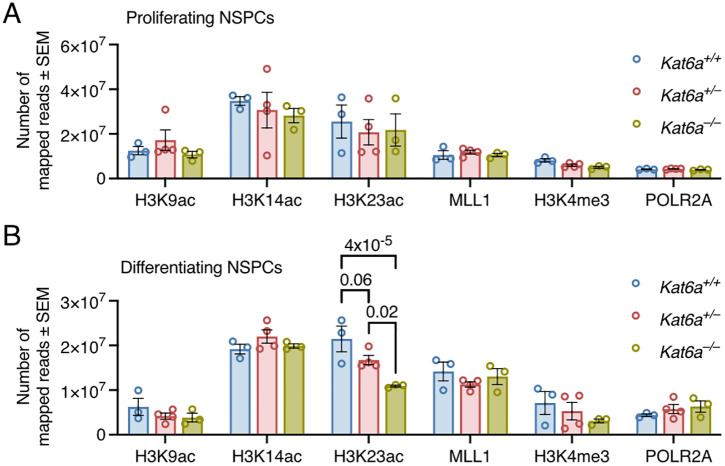
The total number of mapped H3K23ac reads is reduced in differentiating *Kat6a*^*–/–*^ NSPCs. (A,B) CUT&Tag results of NSPCs isolated from N = 3 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 3 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under Automated CUT&Tag sequencing data analysis. (A,B) Total number of CUT&Tag reads mapped for the histone marks and proteins indicated in proliferating (A) and differentiating (B) *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. Each circle in represents NSPCs isolated from an individual mouse embryo. Data are presented as mean ± SEM and were analysed by two-way ANOVA with Tukey’s multiple comparison test.

## Discussion

In this study, we have shown that the absence of KAT6A causes a reduction in NSPC proliferation and neuronal differentiation. A proliferation defect has also been observed in embryonic forebrain NSC isolated from mice with a point mutation in the KAT6A histone acetyltransferase domain in a previous report by Perez-Campo and co-workers [45]. Perez-Campo and colleagues did not assess differentiation potential of the NSCs or effects on histone acetylation or gene expression. We observed changes in the expression of thousands of genes, a global reduction in H3K23ac and gene-specific reductions in H3K9ac, H3K14ac, H3K4me3, as well as reductions in occupancy by MLL1 in the absence of KAT6A. Unexpectedly, not changes in H3K23ac, but changes in H3K4me3, H3K9ac, H3K14ac, MLL1 and POLR2A were positively correlated with changes in gene expression levels when KAT6A was lacking.

The loss MYST histone acetyltransferase family members causes profound reductions in specific histone acetylation marks; loss of KAT7 (HBO1) causes the absence of H3K14ac in neural stem cells [53]; H4K16ac is eliminated in the absence of KAT8 (MOF) in mouse preimplantation embryos [54,55], and H2AZ acetylation at lysine 7 is abolished in the absences of KAT5 (TIP60) in mouse embryonic fibroblasts and human 293T and U2OS cells [56]. Congruent with our data reported here, loss of KAT6A does not result in the abolition of any histone mark, but rather a global reduction of around 50% in H3K23ac [42–44], suggesting that other acetyltransferases also mediate H3K23ac. Loss of KAT6B causes a global reduction in H3K9ac in NSPCs, E12.5 dorsal telencephalon, E16.5 cortical neurons and adult cortex and affects H3K23ac to a lesser extent [57,58].

H3K23ac is the most abundant histone acetylation mark in the mammalian genome. It occurs at 20% to 50% of all nucleosomes [59,60] and is present in genic, as well as intergenic regions [44]. Its levels within genes are positively correlated with gene expression levels [44]. In our data presented here, H3K23ac is clearly the most profoundly and the only globally affected histone acetylation target in the absence of KAT6A. While it is not reduced to zero, the reduction is highly reproducible and detectable at a genome-wide level both by western blotting and CUT&Tag. However, the reduction in H3K23ac did not appear to correlate significantly with changes in gene expression. In contrast, the changes in MLL1 occupancy and changes in its target, H3K4me3, correlated highly and positively with changes in gene expression in the absence vs. presence of KAT6A. The absence of a correlation between changes in H3K23ac and RNA expression levels and the presence of a correlation between changes in MLL1, as well as H3K4me3, and RNA expression levels leads us to hypothesise that KAT6A has at least two functions: (1) a global function in acetylation H3K23, which we hypothesise may be required to maintain regions of the genome accessible for transcription factors and transcriptional co-regulators, and (2) facilitating the recruitment of MLL1 (and possibly other SET domain proteins) to developmental control genes such as HOX, DLX, TBX and SOX genes. 

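For MLL1 in proliferating NSPCs, none of the 39 HOX, 6 DLX and 13 TBX promoters had enough counts to be tested, so a change there was not detectable at this depth. Without the count filter, edgeR called 0 of 36 HOX, 0 of 6 DLX and 0 of 13 TBX promoters. Of 10 SOX promoters tested, Sox1 decreased, also under TMM factors, 4-table scaling and DESeq2. In differentiating NSPCs 12 SOX promoters were tested and Sox1 decreased, whereas the 4-table scaling gave 7 SOX promoters increased and 0 decreased, with a median 0.33 above that of all promoters. H3K4me3 increased at 4 of 4 HOX promoters tested in proliferating NSPCs, with 3 increased under TMM factors, 4-table scaling and DESeq2 (fry p = 1.4e-04, adjusted over 13 set tests 0.0018; camera with an estimated correlation adjusted p = 0.14). Its SOX promoters had a median log2 fold change of −0.098 and a mean of −0.28 (fry adjusted p = 0.0018, camera adjusted p = 0.14), and 1 of 15 decreased, Sox1. With TMM factors or the 4-table scaling, 3 SOX promoters decreased and 1 increased. With an indicator of the litter that gave all 3 genotypes, 4 SOX promoters decreased and 0 increased, and of TBX promoters 1 increased and 1 decreased. Among 5 DLX promoters Dlx4 increased (1.34, SE 0.32, adjusted p = 0.021), and by DESeq2 its change was 0.86 and did not pass (adjusted p = 0.35, and 0.020 to 0.35 over 9 alternatives); of 4 TBX promoters edgeR called 0 and DESeq2 0. With TMM factors or the 4-table scaling, 1 DLX and 1 TBX promoter decreased and none of either increased, and by DESeq2 1 DLX promoter decreased and 0 increased. In differentiating NSPCs, H3K4me3 changed at 0 of 13 SOX, 0 of 4 DLX and 0 of 3 TBX promoters. At the Sox1 promoter its log2 fold change was −1.78, which did not pass. That promoter passed by DESeq2 (−1.93, adjusted p = 2.6e-06), with the litter indicator (−1.78, adjusted p = 2.2e-04) and with the replicate block. TMM factors, the 4-table scaling and the fit without sample weights gave 0 changed SOX promoters. The SOX median log2 fold change was −0.18, with 11 promoters below 0 (fry adjusted p = 0.019, camera adjusted p = 0.20). The DLX median was −0.78, with 3 promoters below 0 (fry adjusted p = 0.29), and the TBX median was 0.028. The 1 HOX promoter tested there increased. The set tests that passed by fry did not pass by camera. From the correlation of MLL1 and H3K4me3 with RNA and the absence of one for H3K23ac, the paper hypothesises that KAT6A acetylates H3K23 globally and facilitates the recruitment of MLL1 to developmental control genes.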

Function (1) appears to be more essential in differentiating NSPCs, where we observed a *Kat6a* gene dose dependency, compared to proliferating NSPCs, possibly because another histone acetyltransferase contributes to this role in proliferating cells. Function (2), namely affecting MLL1 occupancy at specific genes, appears to be exceptionally tightly aligned with changes in RNA levels in proliferating NSPCs. Interestingly, histone H3 poly-acetylation has been shown to enhance MLL1-mediated methylation of nucleosomal H3K4 [61], contributing to a possible mechanism. MLL1 is essential for neurogenesis and positional information in postnatal neural stem cells [62,63]. Deletion of the *Mll1* gene in the developing forebrain results in cognitive deficits and decreased expression of the homeodomain transcription factor gene *Meis2* along with decreased levels in H3K4me3 at the *Meis2* gene [64]. 

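At the Meis2 promoter (chromosome 2, gene at 115693062 to 115896341 of GRCm39), MLL1 counts of proliferating NSPCs were 1926 ± 521 in Kat6a+/+ and 813 ± 138 in Kat6a–/– libraries, a log2 fold change of −1.32 (SE 0.19, adjusted p = 1.6e-08). With 1 library left out it stayed between −1.48 and −1.09, past FDR 0.05 in 10 of 10 fits. In Kat6a+/– vs. Kat6a+/+ libraries it was −0.23 (SE 0.16, adjusted p = 0.90). Over the Meis2 gene body the log2 fold change of MLL1 was −0.60 (SE 0.22, adjusted p = 0.73). H3K4me3 at the Meis2 promoter changed by −0.51 (SE 0.060, adjusted p = 1.2e-04).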

Congruently, we observed reduced MLL1 occupancy of the *Meis2* locus and reduced *Meis2* mRNA levels in proliferating *Kat6a*^*–/–*^ NSPCs. Suggesting a close interaction of KAT6A and MLL1, endogenous KAT6A and the endogenous C-terminal fragment of MLL1 have been reciprocally co-immunoprecipitated in HEK293T and K562 cells [65] and MLL1 occupancy of HOX genes is reduced in *Kat6a*^*–/–*^ mouse embryos [25].

Alternative to a specific effect of KAT6A on histone acetylation levels and MLL1 activity, all chromatin changes observed to correlate strongly and positively with gene expression changes could be a consequence of a yet to be discovered effect of KAT6A. However, since KAT6A has been shown to acetylate histone substrate [43,44] and MLL1 has been shown to be an order of magnitude more effective in methylating H3K4 when histone H3 is poly-acetylated [61], a mechanistic connection between KAT6A and MLL1 is likely. Remarkably, it has recently been established that the KAT6A target H3K23ac (along with H3K18ac) most robustly promotes H3K4me3 by MLL1 [66]. In this context, it is worth noting that the developmental anomalies of observed in *Kat6a*^*–/–*^ mice, namely anterior homeotic transformation, cleft palate, interrupted aortic arch and cardiac septal defects [25,39], would be curiously specific for a co-activator that acetylates H3K23 at 20% to 50% of all nucleosomes, obviously not restricted to the genes involved in these anomalies, HOX, DLX and TBX genes. In contrast, a requirement for KAT6A in recruiting MLL1 would explain this level of specificity. The role of MLL1 in regulating HOX genes is well established [67]. A role for MLL1 in DLX gene regulation has also been reported [63]. Moreover, combined mutation of *Kat6a* and the polycomb repressor complex protein encoding gene *Bmi1* rescue the homeotic transformation and HOX gene expression pattern defects observed in the individual gene mutations [23], just as combined mutation of *Mll1* and *Bmi1* do [68]. Taken together, a direct or indirect requirement for KAT6A for MLL1 recruitment and function would be congruent with data resulting from a number of studies.

KAT6A is a large multi-domain protein. Besides the centrally located MYST family-type histone lysine acetyltransferase (HAT) domain, which contains an acetyl-co-enzyme A binding pocket and a histone binding region [69], it has two amino-terminal winged helix domains, one of which has been shown to bind DNA [WHD; [70,71]], followed by two plant-homeodomain (PHD) fingers, which to bind to unmodified H3R2 and acetylated or crotonylated H3K14 [44,72,73]. Carboxyterminal of the HAT domain, KAT6A has an acidic region, a serine- and a methionine rich region. The serine- and a methionine rich region has been shown to interact with the RUNX family transcription factor, RUNX2 [74]. Given the number of protein domains, it is possible that KAT6A may directly interact with MLL proteins, which has been shown for another MYST family histone acetyltransferase, KAT8 [MOF; [75]]. Indeed, endogenous KAT6A and the endogenous C-terminal fragment of MLL1 have been reciprocally co-immunoprecipitated in HEK293T and K562 cells [65]. Alternatively, or in addition, KAT6A may interact with MLL indirectly. A physical interaction between KAT6A and the chromosomal translocation fusion partner of MLL1, ENL, has previously been suggested in the context of leukaemia [76,77]. A strong functional cooperation between the native KAT6A and MLL1 proteins has been shown in leukaemia [78].

Loss of one allele of *Kat6a* caused no changes in gene expression that reached transcriptome-wide significance after correction for multiple testing in our NSPC datasets and in adult hippocampus [8]. Expression changes were observed after loss of one allele of *Kat6a* using single nucleus RNA sequencing of the CA3 regions of the hippocampus [8]. We observed the differential expression of 3718 and 5691 genes caused by the loss of two alleles of *Kat6a* in proliferating and differentiating NSPCs, respectively. Our observation that the *Kat6a* heterozygous expression profiles were intermediate between wild-type and homozygous profiles suggests that a multitude of subtle changes may exist in the *Kat6a* heterozygous state, which could be relevant to individuals with pathogenic variants in one allele of *KAT6A*. The effects of the complete loss of KAT6A on gene expression indicates that KAT6A is essential for the normal expression of a large number of genes, as one would expect since KAT6A is one of only 9 nuclear histone acetyltransferases [1,2], representing the capacity of the human genome to regulate approximately 20,000 protein coding genes, and non-coding genes in addition, at the level of histone acetylation. Accordingly, the defects in brain development and function that accompany Arboleda-Tham syndrome are likely to be caused by modest deregulation of many of genes, with possible contribution of multiple genes to one functional defect. For example, even just among the top 20 genes downregulated in NSPCs lacking KAT6A, four are required for neuron survival (*Esco2, Eomes, Insm1, Elavl4*), three for neuronal precursor proliferation (*Esco2, Eomes, Mycn*) and three for a normal brain size (*Eomes, Kif14, Mycn*) [79–84].

While severe brain anomalies are generally reported in mice that have lost both alleles of a specific gene and the experimental examination of the compound molecular effects of the subtle reduction in expression of thousands of genes may not be feasible, multiple subtle changes in gene expression likely underly the anomalies observed in brain function in individuals with heterozygous pathogenic variants in the *KAT6A* gene.

### Limitations of the study

The limitations of this study need to be considered and form potential topics of further investigation. First and foremost, the two-function model for KAT6A (histone acetylation and promoting directly or indirectly MLL1 function) requires further validation. The nature of the functional cooperation of KAT6A and MLL1 has not been established. This might include a direct physical interaction between KAT6A and MLL1, as reported in HEK293T and K562 cells [65], or alternatively between other members of the KAT6A and the MLL1 protein complex, which, for example, could be investigated by co-immunoprecipitation and proximity labelling experiments. Examination of the effects of loss of function of MLL1 on KAT6A recruitment and reciprocal examinations of the effects of loss of KAT6A or MLL1 on the enzymatic function of each may illuminate the relative role of recruitment and enzymatic activity and may establish causation. Another question remaining is the nature of the acetyltransferase responsible for the residual H3K23ac that is not lost in the absence of KAT6A. KAT6B contributes the H3K23ac [42,44,57,58]. However, even KAT6A and KAT6B together do not account for all H3K23ac. Triple deletion of *Kat6a*, *Kat6b* and other histone lysine acetyltransferase may arrive at a solution. A further caveat is that the RNA sequencing experiments were conducted using proliferating and differentiating NSPCs. While close to 100% of the proliferating cells expressed the stem cell marker SOX2 and no genotype effect on marker gene expression was observed, after 3 days of differentiation, significantly fewer *Kat6a*^*–/–*^ cells expressed the neuronal marker ßIII tubulin, showing that the cell type composition was not similar between genotypes. Therefore, the RNA sequencing results of the differentiating NSPCs need to be interpreted as a combination of differences in cell type composition and direct effects of the absence of KAT6A on gene expression. This problem might be resolved using single-cell RNA sequencing in the future. Furthermore, key differentially expressed genes should be confirmed by an additional method, for example, by single-cell RNA sequencing or RT-qPCR.

The reciprocal causal relationship between histone acetylation and gene transcription has long been debated [85] but appears to be in the process of being resolved. Peak histone acetylation at some histone lysine residues temporally precedes peak mRNA production in yeast [86] and histone acetylation facilitates de novo initiation of gene expression in mouse NSPCs [53]. Importantly, three ways of chemical inhibition of transcription has no effects on histone acetylation levels in mammalian cells [87], whereas small molecule inhibition of histone lysine acetyltransferase activity affects gene expression profoundly [44,87,88].

In conclusion, we propose a two-function model for KAT6A that includes [1] H3K23ac in large parts of the genome, which may enable access of transcription factors to a large number of genes, and [2] more specific effects on developmental control genes by facilitating or supporting the function of MLL1 directly or indirectly.

## Materials and methods

### Ethics approval

Experiments were approved by the Walter and Eliza Hall Animal Ethics Committee and were conducted in accordance with the Australian National Health and Medical Research Council Australian code for the care and use of animals for scientific purposes.

### Mice

Mice with a *Kat6a* null allele (*Kat6a*^*–*^), namely with the deletion of 5 exons (exons 4–8 of 17 exons in NM_001364449.1 and exons 5–9 of 18 exons in NM_001081149.2) resulting in a premature stop codon in the catalytic domain, were generated previously [25]. *Kat6a* heterozygous mice (*Kat6a*^*+/–*^) were maintained on a C57BL/6 genetic background. Mice were held in a 14-h light and 10-h dark cycle. Embryos were recovered after timed matings with noon of the day on which the vaginal plug was observed designated embryonic day 0.5 (E0.5). *Kat6a*^*+/–*^ mice were intercrossed to obtain *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ E12.5 embryos. Genotyping was performed by three-way PCR detecting a 358 bp wild type allele and 172 bp mutant allele using forward primer 5’TTC TTG ACC TCT GTG TCG TGT GC 3’, wild type reverse primer 5’AGA AGT ACA GTG CTT TGG TTT CC 3’, and *Kat6a* null allele reverse primer 5’ATA GGA ACT TCA TCA GTC AGG TAC 3’.

### Neural stem and progenitor cell isolation and culture

The dorsal telencephalon of E12.5 mouse embryos was dissected and placed in Eppendorf tubes on ice in 1 ml of neural stem cell (NSC) proliferation medium [Neurocult medium with the addition of proliferation supplement mouse or rat (STEMCELL Technologies, 05702), 4 µg/ml heparin solution (STEMCELL Technologies, 07980), 10 ng/ml human recombinant basic fibroblast growth factor (FGF2; STEMCELL Technologies, 78003), 20 ng/ml human recombinant epidermal growth factor (EGF; STEMCELL Technologies, 78006)]. The tissue was mechanically dissociated with a P200 pipette and filtered tip and centrifuged at 200 *g* for 5 min. The pellet was resuspended in fresh NSC proliferation medium. Cells were passed through a 70 µm cell strainer and plated onto 6 cm tissue culture Petri dishes and grown at 37^o^C in 5% CO_2_ in air. Proliferating neural stem and progenitor cell (NSPC) colonies were cultured as non-adherent neurospheres, 3x10^5^ cells were passaged every 5–6 days into 10 cm dishes. For passaging, cells were collected in 15 ml Falcon tubes and chemically dissociated with Accutase (STEMCELL Technologies, 07920), centrifuged at 200 *g* for 5 min, washed and resuspended in 2 ml of NSC proliferation medium. Live cells were quantified using trypan blue (Bio-Rad, 1450021) exclusion in an automated cell counter (Luna II, Logos Biosystems). Cells were frozen in NSC freezing medium [Neurocult medium and proliferation supplement mouse or rat, 4 µg/ml heparin solution, 10 ng/ml FGF2, 20 ng/ml EGF, 10% DMSO] at either passage 3 or passage 4 after approximately 72 h of growth without prior dissociation.

### Neural stem and progenitor cell differentiation

To induce differentiation, NSPCs were passaged after 72 h of growth, 6x10^5^ cells were washed and resuspended in 3 ml of NSC differentiation medium [Neurocult medium and proliferation supplement mouse or rat, 1% heat inactivated embryonic stem cell qualified foetal bovine serum (HI ES-FBS, Gibco, 30044333)] and plated onto 6 well plates precoated with 15 µg/mL poly-L-ornithine (Sigma-Aldrich, P4957) and 4.5 µg/mL laminin (Sigma-Aldrich, L2020). Differentiated cells were grown for 3 days at 37^o^C and 5% CO_2_.

### Acid histone protein extraction

Histones were extracted from cultured NSPCs by acid protein extraction. Cells were collected, washed in PBS (14190144; Gibco) containing 0.5 mM sodium butyrate (B5887; Sigma-Aldrich) and cOmplete EDTA-free protease inhibitor cocktail (11873580001; Roche) and collected by centrifugation (200 *g*, 5 min). Samples were lysed in histone acid lysis buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, and 0.5 mM DTT, supplemented with 0.5 mM sodium butyrate and cOmplete EDTA-free protease inhibitor cocktail) for 30 min at 4°C on a roller, collected by centrifugation (10,000 *g*, 10 min). The pellets were resuspended in 0.2 M H_2_SO_4_, incubated on ice for 1–2 h, centrifuged (10,000 *g*, 10 min) and the supernatant was dialyzed in dialysis tubing (Spectrum Spectra/Por Dialysis Membrane Tubing, molecular weight cut-off 20 kD; 08-607-067; Thermo Fisher Scientific) against 0.1 M acetic acid (A6283; Sigma-Aldrich) for 1 h at 4°C and MQ-H_2_O overnight at 4°C. Protein concentrations were determined using a bicinchoninic acid assay (23225; Thermo Fisher Scientific).

### Western immunoblotting

Acid extracted proteins were run on a 4–12% Bis–Tris gel (NP0322; Thermo Fisher Scientific) and transferred onto nitrocellulose membranes (926–31090; LI-COR Biosciences) for fluorescent detection. Membranes were blocked for 1 h at RT on a roller in blocking buffer for fluorescent detection (Intercept [PBS], 927–70001; LI-COR) and probed with antibodies against histones, namely Anti-H3K9ac (13001; Epicypher), Anti-H3K14ac (Ab53946; Abcam), Anti-H3K23ac (07–355; Millipore) and Pan-H3 (10799; Abcam) O/N at 4°C on a roller. Membranes were washed in PBS + 0.1% Tween-20 (P1379; Sigma-Aldrich) and incubated with secondary antibodies (Anti-mouse IRDye 800, 926–32210; Anti-Rabbit IRDye 680, 926–68071; both LI-COR Biosciences) for 1 h at RT on a roller. Membranes were imaged and analysed using an automated detection system (Odyssey, LI-COR Biosciences). Acetylated histone H3 marks were normalized to pan H3.

### Fluorescence activated flowcytometry

To assess the percentage of cells expressing neural stem cell, neuron, astrocyte and oligodendrocyte markers, NSPCs were grown under proliferation or differentiating conditions for 3 days. Flow cytometry was performed as described [53]. In brief, for each biological replicate, proliferating and differentiating NSPCs were performed in parallel. The proliferating NSPCs were collected in the supernatant, centrifuged at 200 *g* for 5 min, and manually dissociated in 3 ml of culture media, then collected by centrifugation (200 *g*, 5 min) and resuspended in MT-PBS (Gibco, 10,010,023). Differentiating NSPCs underwent Accutase treatment (STEMCELL Technologies, 07920) for 3 min at 37˚C. Differentiating NSPCs were quenched with differentiation medium, then collected by centrifugation (200 *g*, 5 min) and resuspended in MT-PBS. Cells were incubated at room temperature for 30 min with a LIVE/DEAD Fixable Violet Dead Cell Stain (Thermo Fisher, L34955). Cells were washed in MT-PBS and collected by centrifugation and washed in 3 ml 2% FACS buffer (2% (vol/vol) FCS, 150 mM NaCl, 3.7 mM KCl, 2.5 mM CaCl_2_•2H_2_O, 1.2 mM MgSO_4_•7H_2_O, 0.8 mM K_2_HPO_4_, 1.2 mM KH_2_PO_4_, 11.5 mM HEPES, in H_2_O) before being collected by centrifugation. Cells were stained with conjugated antibody O4-A594 (R&D, FAB1326T) in 2% FACS buffer for 1 h on ice. Cells were washed in 3 ml FACS buffer and centrifuged (200 *g*, 5 min). Cells were fixed and permeabilised using eBioscience Intracellular fixation and permeabilization buffer set (Thermo Fisher, 88-8824-00) for 1 h on ice. Cells were washed in 3 ml 2% FACS buffer for 10 min on ice. Cells were collected by centrifugation (200 *g*, 5 min) and incubated overnight at 4°C with the following conjugated antibodies: anti-ßIII-tubulin-PerCPCy5.5 (R&D, IC1195C), anti-GFAP-A488 (Clone GA5, Invitrogen, 53-9892-82), anti-SOX2-APC (R&D, IC2018A). The following morning, cells were washed twice for 10 min in 2% FACS buffer, collected and resuspended in 2% FACS buffer prior to analysis on a FACS analyser (LSR Fortessa X-20 Flow Cytometer; BD Biosciences) at a flow rate of less than 7,500 events/sec. Collected data were analysed using FlowJo 10.1r5 (Tree Star Inc.).

### Immunofluorescence

Differentiating NSPCs were cultured for five days in 4-well chamber slides. The culture medium was removed, cells were washed with PBS, and fixed in 4% PFA for 20 min. Cells were washed twice in PBS for 5 min each, then blocked in 10% FBS at 37^o^C for 1 hour. Surface marker O4 was probed against with primary antibody (Millipore, MAB345) diluted in 10% normal goat serum (NGS) for 1 hour at 37^o^C, followed by two washes and secondary antibody (Vector Laboratories, FI2020) under the same conditions. After two 5 min washes in PBS, primary antibodies against beta III-tubulin (Promega, G7121) and GFAP (Dako, Z0334) were co-probed in 10% NGS and 0.25% triton-X 100 for 1 hour at 37^o^C, washed, and re-probed with secondary antibodies (Molecular Probes, A21124 and Jackson, 111156003) diluted in 10% NGS for another hour at 37^o^C. The cells were washed for 5 min in PBS, after which the chamber walls were removed, and slides were mounted in Dako fluorescent mounting medium (Dako, S3023). Slides were imaged using an epifluorescence microscope (Axioplan2, Zeiss) and digital camera (AxioCam, Zeiss).

### RNA extraction and sequencing

Total RNA was extracted from NSPCs grown under proliferation or differentiating conditions for 3 days using the RNeasy mini kit (Qiagen, 74106) for proliferating cells or RNeasy micro kit (Qiagen, 74004) for differentiating cells according to the manufacturer’s instructions, with the inclusion of the DNase I step. RNA concentration and quality were analysed on the Agilent 4200 Tapestation using RNA tape (Agilent, 5067–5579).

200 ng of RNA per sample was used to generate stranded sequencing libraries using the TruSeq Stranded mRNA (100 ng plus kit, Illumina) according to the manufacturer’s instructions. The Samples were barcoded, pooled and sequenced on a NextSeq2000 instrument (Illumina).

### RNA sequencing analysis

After quality assessment, sequencing reads were aligned to the mm39 build of the mouse genome using Rsubread align [89]. The proportion mapped reads exceeded 99% in all samples. Gene-level counts were obtained using featureCounts with strict RefSeq mm39 annotation dated 11 April 2023 downloaded from https://bioinf.wehi.edu.au/Rsubread/annot/.

Downstream analysis was restricted to protein-coding genes only. Differentiated NSPCs and proliferating NSPCs were analysed separately. Genes with very low expression were filtered out using edgeR’s filterByExpr function with default settings [90]. Sex specific genes (*Xist* and those unique to the Y chromosome) were removed to reduce sex biases, leaving 13,155 expressed genes for differentiated NSPCs and 12,122 expressed genes for proliferating NSPCs. Library sizes were normalised by the TMM method [91].

For the differentiated NSPCs dataset, differential expression (DE) analysis was performed using the limma-trend pipeline [92,93]. Sample-specific relative quality weights were estimated using arrayWeights [94], For the proliferating NSPCs, DE analysis was performed using the limma-voom pipeline [92,93], with correlations between samples from the same litter estimated using the duplicateCorrelation method.

Differential expression between the genotype groups was assessed using robust empirical Bayes moderated t-statistics [95]. The false discovery rate was set at 5%.

Correlations between expression profiles were displayed with limma’s barcodeplot function and assessed with roast gene tests [96].

### Automated CUT&Tag sequencing

To assess multiple histone marks and genome protein occupancies in each NSPCs preparation from an individual embryo, we followed an automated CUT&Tag protocol developed by Henikoff and colleagues [47], which allows parallel processing of many samples detecting many targets in a 96-well plate format. We used a liquid handling robot (Bluewasher) for removing liquids and adding wash buffers to plates.

For these CUT&Tag experiment, 1x10^6^ NSPCs were cultured in a 20 cm dish for 3 days under proliferating conditions or 2x10^6^ NSPCs were plated onto 10 cm dishes and cultured for 3 days under differentiation conditions. Both proliferating and differentiating NSPCs underwent chemical dissociation with Accutase (STEMCELL Technologies, 07920). NSPCs were collected, counted and washed. Cells were bound to concanavalin-A beads and permeabilised using 0.05% digitonin and 0.01% NP-40A. Permeabilised cells were counted, and 50,000 cells were aliquoted for each CUT&Tag reaction in a 96 well plate well. Cells were stained with primary antibody at 1:50 dilution overnight. Cells were stained with nanobody-Tn5 at 1:50 and tagmentation reactions were performed for 1 hour at 37˚C. Tagmented fragments were isolated using SPRI beads. Optimal indexing PCR cycle number was determined by qPCR and all reactions for the same primary antibody were indexed using dual indexing primer [97] for 9–20 PCR cycles. Sequencing libraries concentration ranged between 0.5-15 ng/µl as determined by QuantiFluor dsDNA. Indexed sequencing libraries were pooled and sequenced on NextSeq2000 using one P3 (1.2B reads) and three P2 (400M reads) kits producing 50 bp paired end reads and 8 bp dual indexing reads and standard Illumina sequencing primer. Some samples were re-amplified using the same number of indexing PCR cycles to acquire more material for sequencing.

The antibodies to the following antigens were used: H3K9ac (Cell Signaling Technology, 9649), H3K14ac (Abcam, ab52946), H3K23ac (Millipore, 07355), MLL1 (Cell Signaling Technology, 14689), H3K4me3 (Active Motif, 36090), RNA polymerase II subunit A phosphorylated on Ser2 (POLR2A; also known as Phospho-Rpb1 CTD; Cell Signaling Technology, 13499), IgG (Epicypher, 13–0042).

### Automated CUT&Tag sequencing analysis

After sequencing-read quality assessment, reads were aligned to the mouse genome (mm39) using Rsubread 2.12.3 [89]. The proportion of uniquely mapped fragments ranged between 78% and 99% with an average of 95% in all samples. Fragment (read-pair) counts were obtained using the Rsubread’s featureCounts function. Genes were defined by strict RefSeq mm39 annotation dated 08 Feb 2024 downloaded from https://bioinf.wehi.edu.au/Rsubread/annot/, and gene information was downloaded from the NCBI on 20 June 2024. Counts were obtained for gene promoters, defined as 1 kb upstream of the start of transcription (TSS) to 1 kb downstream of the TSS using Rsubread’s promotorRegion function, and for gene bodies, defined as TSS to transcription end site (TES), excluding the first 1 kb downstream of the TSS to avoid an overlap with the promotor annotation. The analysis was restricted to protein-coding genes. Overlapping promoters were treated independently in the downstream analysis and hence reads mapped to overlapping promoters are assigned to each of the overlapping promoters individually.

Fragment counts were also obtained for unique H3K4me1 enrichment regions, unique H3K27ac enrichment regions, and overlapping H3K4me1 and H3K27ac enrichment regions, enriching for active enhancers, based on BED files provided as part of the GEO datasets GSM2406793 and GSM2406791. Enhancer regions overlapping with a gene or promoter region were removed and unique enhancer enrichment regions and overlapping H3K4me1 and H3K27ac enrichment regions were identified using BEDTools [98].

Genomic region counts were analysed using edgeR (v4.8.1) [90]. For each analysis, regions with low counts were filtered using filterByExpr function with default settings. Library size normalisation was performed by the cyclic loess method using edgeR’s normalizeBetweenArrays.DGEList function, which implements the normalization via an offset matrix. Differential occupancy (DO) was assessed using edgeR’s glmQLFit quasi-likelihood pipeline with `dispersion = NULL`, `robust = TRUE` and `abundance.trend = FALSE`. Sample quality weights were estimated using edgeR’s sampleWeights function and entered as weights to glmQLFit.

### Statistical analysis

RNA sequencing data analysis methods are described in the methods section under *RNA sequencing data analysis*. CUT&Tag sequencing data analysis methods are described in the methods section under *Automated CUT&Tag sequencing data analysis*. Other data were analysed using the GraphPad Prism version 7 (GraphPad Software, La Jolla, USA). The number of observations and statistical tests used are stated in the figure legends.

## Supporting information

S1 Fig Related to Fig 1. Loss of KAT6A does not affect global H3K9ac or H3K14ac levels in proliferating neural stem and progenitor cells (NSPCs). (A,B) H3K9 acetylation levels and pan histone H3 levels assessed by Western blotting (A) and densitometry (B) in *Kat6a*^*+/+*^ and *Kat6a*^*–/–*^ NSPCs. Each lane was loaded with 0.5 µg of acid extracted protein from NSPCs isolated from an individual mouse embryo. H3K9ac levels were normalised to pan-H3 levels. (C,D) H3K14 acetylation levels and pan histone H3 levels assessed by Western blotting (C) and densitometry (D) in *Kat6a*^*+/+*^ and *Kat6a*^*–/–*^ NSPCs. Each lane was loaded with 2 µg of acid extracted protein from NSPCs isolated from an individual mouse embryo. H3K14ac levels were normalised to pan-H3 levels. NSPC isolates from N = 3 E12.5 embryos per genotype. Each circle in (B,D) represents NSPCs isolated from an individual mouse embryo. Data are presented as mean ± SEM and were analysed by unpaired, two-tailed Student’s t-test (B,D).
(TIFF)

S2 Fig Related to Fig 2. Loss of KAT6A affects gene expression in proliferating and differentiating neural stem and progenitor cells (NSPCs). (A-O) RNA sequencing data of NSPCs isolated from N = 4 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 4 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under RNA sequencing data analysis. Differences in gene expression with a false discovery rate (FDR) < 0.05 were considered significant. (A,B) Multidimensional scaling plot of the leading gene expression differences between samples in pair-wise comparisons of proliferating (A) and differentiating (B) *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPC samples. (C) Log_2_ fold-change in RNA levels of SOX genes in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. Genes that are downregulated or upregulated with transcriptome-wide significance are indicated with blue and red bars, respectively. Gene not changed are indicated in grey bars. (D,E) Log_2_ fold-change in RNA levels of DLX genes (D) and MEIS genes (E) in differentiating *Kat6a*^*–/–*^ and *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. (F) Log_2_ fold-change in RNA levels of protocadherin genes in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown above the bars. (G,H) Log_2_ fold-change in RNA levels of the top 20 genes (by fold-change amplitude, average expression > 1 CPM) upregulated in proliferating (G) and differentiating (H) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown above the bars. (I,K) Log_2_ fold-change in RNA levels of genes encoding components of the KAT6A protein complex in proliferating (I) and differentiating (K) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. (L,M) Log_2_ fold-change in RNA levels of histone acetyltransferase genes in proliferating (L) and differentiating (M) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. FDRs shown below the bars. (N,O) Top 20 gene ontology terms (biological process) associated with genes upregulated in proliferating (N) and differentiating (O) *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.
(TIFF)

S3 Fig Related to Fig 3. Loss of KAT6A causes broad changes in H3K9ac, H3K23ac and H3K4me3 levels as well as MLL1 occupancy that are more pronounced in differentiating than in proliferating NSPCs. (A-I) CUT&Tag results of NSPCs isolated from N = 3 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 3 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under Automated CUT&Tag sequencing data analysis. Differences in occupancy with a false discovery rate (FDR) < 0.05 were considered significant. Data in (A-C,F-I) were analysed by Kruskal-Wallis test followed by Dunn’s correction for multiple testing. (A-C) Log_2_ of CUT&Tag read count per kilobase normalised to library size (RPKM) and genomic feature length, accrued over promoters (A), enhancers (B) and active enhancers (C) in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs detecting H3K9ac, H3K14ac, H3K23ac, MLL1, H3K4me3 and POLR2A. (D,E) Read depth aggregates over all protein coding genes for H3K14ac (D) and POLR2A (E) over the interval from -1 kb to +1 kb of the transcription start site (TSS) in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. (F-I) Log_2_ of CUT&Tag read count per kilobase normalised to library size (RPKM) and genomic feature length, accrued over promoters (F), enhancers (G), active enhancers (H) and gene bodies (I) in proliferating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs detecting H3K9ac, H3K14ac, H3K23ac, MLL1, H3K4me3 and POLR2A. (J-M) Read depth aggregates over all protein coding genes for H3K9ac (J), H3K23ac (K), MLL1 (L) and H3K4me3 (M) over the interval from -1 kb upstream of the transcription start site (TSS) to +1 kb downstream of the transcription end site (TES) in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. Enhancers were defined as H3K4me1 enriched regions (GSM2406793) outside of promoters; active enhancers as H3K27ac (GSM2406793; [99]) and H3K4me1 (GSM2406791; [99]) enriched regions outside of promoters.
(TIFF)

S4 Fig Related to Fig 3. The changes in H3K9ac, H3K23ac, H3K4me3 levels and MLL1 occupancy caused by loss of KAT6A are only modestly more pronounced in genes that are downregulated than in genes that are upregulated in differentiating and proliferating NSPCs. (A-T) CUT&Tag results of NSPCs isolated from N = 3 *Kat6a*^*+/+*^, 4 *Kat6a*^*+/–*^ and 3 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under Automated CUT&Tag sequencing data analysis. Differences in occupancy with a false discovery rate (FDR) < 0.05 were considered significant. Data in (A-D,M-P) were analysed by Kruskal-Wallis test followed by Dunn’s correction for multiple testing. Data in (Q-T) are shown as Tukey box and whisker plots and were analysed by one sample Wilcoxon test compared to a theoretical value of 1. (A-D) Log_2_ of CUT&Tag read count per kilobase normalised to library size (RPKM) and genomic feature length, accrued over gene bodies (A,B) and promoters (C,D) of genes that are downregulated (A,C) and upregulated (D,E) based on RNA-seq results in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^NSPCs. (E-L) Read depth aggregates over protein coding genes that are downregulated (E,G,I,K) and upregulated (F,H,J,L) in differentiating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs for H3K9ac (E,F), H3K23ac (G,H), MLL1 (I,J) and H3K4me3 (K,L) over the interval from -1 kb to +1 kb of the transcription start site (TSS) in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. (M-P) Log_2_ of CUT&Tag read count per kilobase normalised to library size (RPKM) and genomic feature length, accrued over gene bodies (M,N) and promoters (O,P) of genes that are downregulated (M,O) and upregulated (N,P) in proliferating *Kat6a*^*+/+*^, *Kat6a*^*+/–*^ and *Kat6a*^*–/–*^ NSPCs. (Q-T) CUT&Tag read counts ratios in genes downregulated to upregulated in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ differentiating (Q,R) and proliferating (S,T) NSPCs (normalised to upregulated genes) in the gene bodies (Q,S) and promoters (R,T) of genes.
(TIFF)

S5 Fig Related to Fig 4. Histone acetylation levels and POLR2A occupancy changes compared to changes in RNA levels between differentiating Kat6a^+/+^ and Kat6a^*–/–*^ NSPCs. (A-L) RNA sequencing and CUT&Tag sequencing results of differentiating NSPCs isolated from N = 3–4 *Kat6a*^*+/+*^ and 3–4 *Kat6a*^*–/–*^ E12.5 embryos. Data were analysed as described in the methods section under RNA sequencing data analysis and Automated CUT&Tag sequencing data analysis. Differences in gene expression or occupancy with a false discovery rate (FDR) < 0.05 were considered significant. (A-L) Correlation between log_2_ fold-change in RNA levels and log_2_ fold-change in H3K9ac (A,B), H3K14ac (C,D), H3K4me3 levels (E,F), MLL1 (G,H), POLR2A occupancy (I,J) and H3K23ac (K,L) in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs at promoters (A,C,E,G,I,K) and bodies (B,D,F,H,J,L) of protein coding genes differentially expressed (FDR < 0.05) and differentially occupied (FDR < 0.05), except for MLL1, which displayed too few differences at FDR < 0.05 to allow a simple linear regression, thus p < 0.001 for promoters and p < 0.01 for gene bodies were used to give an indication of the relationship of MLL1 with RNA levels in differentiating NSPCs).
(TIFF)

S1 Raw Gels Uncropped western blots. This file contains the uncropped images of western blots displayed in Figs 1A, S1A and S1B.
(JPG)

S1 Table RNA sequencing results of proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab A. Differentially expressed genes in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab B. Gene ontology term annotation of genes differentially expressed in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.
(XLSX)

S2 Table RNA sequencing results of differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab A. Differentially expressed genes in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab B. Gene ontology term annotation of genes differentially expressed in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.
(XLSX)

S3 Table RNA sequencing results of proliferating *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs.

S4 Table RNA sequencing results of differentiating *Kat6a*^*+/–*^ vs. *Kat6a*^*+/+*^ NSPCs.

S5 Table Auto-CUT&Tag sequencing results of proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs Tab A. H3K9ac – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab B. H3K14ac – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab C. H3K23ac – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab D. MLL1 – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab E. H3K4me3 – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab F. POLR2A – Differentially occupied genomic regions in proliferating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.
(XLSX)

S6 Table Auto-CUT&Tag sequencing results of differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab A. H3K9ac – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab B. H3K14ac – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab C. H3K23ac – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab D. MLL1 – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab E. H3K4me3 – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs. Tab F. POLR2A – Differentially occupied genomic regions in differentiating *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ NSPCs.
(XLSX)

S7 Table Number of genes and enhancers differentially occupied in proliferating and differentiating neural stem and progenitor cells at FDR < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

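The data are CUT&Tag counts of neural stem and progenitor cells (NSPCs) cultured for 3 days from 10 embryos at E12.5, of which 3 were Kat6a+/+, 4 Kat6a+/– and 3 Kat6a–/–. There are 134 libraries, with 6 antibodies (H3K9ac, H3K14ac, H3K23ac, MLL1, H3K4me3 and POLR2A) and IgG, in a proliferating and a differentiating culture of the same embryos. The embryos came from 6 litters; 1 litter gave 5 embryos of all 3 genotypes and each other litter gave 1. The deposited tables hold fragment counts that the authors made with featureCounts on the mouse genome build mm39, for protein-coding genes of strict RefSeq annotation. The authors counted over promoters (TSS with 1 kb on either side), gene bodies (TSS to TES without the first 1 kb), enhancers (regions of H3K4me1 alone), active enhancers (H3K4me1 and H3K27ac) and regions of H3K27ac alone. These tables have 20295, 20295, 29956, 6968 and 4263 regions; 1394 gene bodies hold no value in any library and were left out. All values per library are whole numbers of 0 or more, without normalization; the region length in bp is the only other column used. Enhancer regions carry names of the mm9 build, and how the authors took them to mm39 is not stated, so no coordinate of an enhancer was used; regions are named as in the tables. Chromosomes and GC content of genes come from GENCODE M39 on GRCm39, the same build as mm39, found by gene symbol for 18510 promoters and 18001 gene bodies.

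For each antibody, culture and region class, regions were filtered with filterByExpr of edgeR 4.0.16 (min.count 10, min.total.count 15, otherwise defaults) on the 3 genotypes. Offsets came from cyclic loess (limma 3.58.1, normalizeCyclicLoess, method affy, on log2 CPM with a prior count of 2), and sample weights from arrayWeights of limma. The fit was glmQLFit of edgeR with robust = TRUE, abundance.trend = FALSE and legacy = FALSE, on the 10 libraries of the antibody and culture, with the genotype as the only factor. Kat6a–/– and Kat6a+/– were each compared with Kat6a+/+, and p-values were adjusted by Benjamini-Hochberg over the regions of a fit; a region is called changed at an FDR under 0.05. The estimation of weights stopped before its convergence tolerance in no main fit, but did so with 4-table library sizes at MLL1 promoters in both cultures, with the litter indicator in H3K14ac gene bodies of proliferating NSPCs, and in 4 other splits of H3K23ac gene bodies of proliferating NSPCs; its last weights were used there. The paper names functions of a later edgeR for the loess offsets and the sample weights, which this version lacks, so the limma functions named above stand in for them. The SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F, and adjusted p-values of regions and genes in the text are those of edgeR unless DESeq2 is named. Normalized CPM of a gene are its counts divided by the exponential of the offset. All steps ran in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9).

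The level of a mark over a region class is the median log2 RPKM of a library over the regions that passed the filter (prior count 2), with the counts of the 4 tables of promoters, gene bodies, enhancers and active enhancers as the library size. The sum counts a fragment more than once where regions overlap. Promoter enrichment is the median over genes of the log2 ratio of promoter to gene body counts per kb, with 0.5 added to the counts. Levels, promoter enrichment and total counts were tested for a trend with the number of Kat6a alleles lost by a two-sided exact permutation test over 4200 assignments of the libraries to genotypes, whose smallest p is 0.000476. Benjamini-Hochberg adjustment covered 48 levels, 12 enrichments and 12 totals. Libraries, not genes, are the replicates of these tests, whereas the paper compared genes with Kruskal-Wallis and Dunn tests. The difference of a genotype effect between cultures was tested the same way on the difference within each embryo, differentiating minus proliferating. Total mapped reads are not among the deposited values used here, and counts in the tables stand in for them.

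CUT&Tag log2 fold changes were compared with the RNA log2 fold changes that the authors report for Kat6a–/– vs. Kat6a+/+ NSPCs with limma, in log2 units with their p-values, by R2 of a straight line. Of the RNA tables, the 1998 rows (proliferating) and 1997 rows (differentiating) with the smallest p were used, up to an FDR of 0.0128 and 0.00172; the other 10124 and 11157 were not used here. R2 is given without a p because the rows are a part of the table chosen by p and genes are not independent replicates. HOX, DLX, TBX, SOX and MEIS families are the genes whose symbol is the family name followed by a digit, or for HOX by a letter from a to d and a digit; their promoters were tested as sets with fry and with camera, with an estimated correlation.

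The genes and regions named in the text were chosen by a rule fixed in advance. They are Kat6a and Kmt2a, the gene of MLL1, and the genes that the paper names beside its CUT&Tag results (Sox1, Otx1, Emx2, Dmrta2 and Meis2). For MLL1 in proliferating NSPCs they are the genes past the FDR threshold at promoters or gene bodies, up to 25 by p. For each other mark at promoters, and for H3K23ac at active enhancers, they are the 1 gene or region per direction and culture with the smallest p whose Kat6a–/– libraries lie on one side of all Kat6a+/+ libraries. Family members past the threshold for MLL1 or H3K4me3 at promoters are among them as well. Not all genes that the rule selects are reported here. A gene named outside this rule is marked as chosen after its values were seen.

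Counts summed over the 4 tables ranged from 37537 to 23121786 per library. The procedure was tested on simulated data with the dispersions and depths of the libraries, with a fold change of 2 given to 200 regions. Of those that passed the filter, it called 85.8% at H3K23ac promoters and 91.5% at H3K23ac gene bodies of proliferating NSPCs, 88.5% at H3K4me3 promoters, 56.9% at POLR2A promoters, and 44.7% at promoters and 48.4% at gene bodies for MLL1. In differentiating NSPCs it called 87.8% at H3K23ac promoters, 32.1% at MLL1 promoters and 18.4% at MLL1 gene bodies. False calls made up 16.3%, 10.7% and 13.5% of the calls at H3K23ac promoters, gene bodies and active enhancers of proliferating NSPCs, and 5.6% and 10.8% at MLL1 promoters and gene bodies. They made up 8.2% at POLR2A promoters and 15.3% in IgG gene bodies, each of these 7 shares more than the nominal 5%, and 0.6% to 4.8% in the other 5 simulated fits.

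The alternatives were TMM factors, scaling by the library size over 4 tables alone, no sample weights, an abundance trend in the dispersion, DESeq2 1.42.0 with its own size factors, no filterByExpr, a fit of only the 2 genotypes compared, the replicate number as a block, an indicator of the litter with 3 genotypes, the library name prefix (differentiating libraries), and each library left out in turn. For levels they were the same table's counts as the library size, no scaling to library size, a prior count of 0.5, no filter, the mean over regions, the replicate number as a block and each library left out. The library name prefix was not among the alternatives for levels, promoter enrichment and totals. A difference between prefixes can therefore enter these values in differentiating NSPCs. An alternative without chromosomes X and Y was added after the counts on these chromosomes had been seen. It adjusted the p-values of the main fit again without these regions, with offsets, weights and dispersions unchanged. It shows only whether regions on X and Y make up the counts, and does not test an effect of sex elsewhere. The differentiating IgG libraries, 4 in number, were not tested because there is 1 library of Kat6a+/+ and 1 of Kat6a+/–. RNA counts, western blots, flow cytometry and signal along gene positions were not analysed here.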

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

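No test in this part was chosen after its result was seen.

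With 4 Kat6a+/– libraries per antibody and culture, a library was compared with the other 3 by its gap to the nearest over the range of the 4, in 74 groups of values. In 8 of them 1 library lay farther off than the 95% value for 4 samples, which chance passes in about 1 of 20 groups, so several of these are within what chance gives.

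The H3K9ac library of Kat6a+/– replicate 4 in proliferating NSPCs lay apart in 5 values. Its log2 total counts were 24.43 against 23.18 to 23.24 in the other Kat6a+/– libraries, its log2 promoter enrichment 3.63 against 3.49 to 3.50, and its log2 RPKM level 3.86 against 3.74 to 3.75 at promoters, −0.090 against 0.20 to 0.25 at enhancers and 1.78 against 1.98 to 2.01 at active enhancers. Greater depth alone as the cause is argued against, since with all H3K9ac libraries of that culture thinned to the shallowest the gap over the range was 0.882 for enrichment, 0.935 at promoters, 0.851 at enhancers and 0.922 at active enhancers, each above that 95% value. An effect of the embryo or its litter in both cultures is argued against too, since the differentiating H3K9ac library of the same embryo lay past the value in 0 of the 4 measures. A difference in the making of this 1 library, or a change of the embryo's cells in the proliferating culture alone, stays open, and no biological explanation was tested. Leaving this library out raised the H3K9ac promoters changed in Kat6a–/– vs. Kat6a+/+ from 244 to 486.

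For H3K14ac in differentiating NSPCs, Kat6a+/– replicate 3 had a log2 promoter enrichment of 3.39 against 3.49 to 3.51 in the other Kat6a+/– libraries. Thinned to the same depth, the gap over the range was 0.869, which argues against depth as the cause. What else sets this library apart was not tested.

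For POLR2A in proliferating NSPCs, Kat6a+/– replicate 3 had a log2 promoter enrichment of 0.81 against 0.85 to 0.86. Depth cannot be told apart from another difference of this library, because the values point both ways: thinning brought the gap over the range from 0.854 to 0.701, below the 95% value, whereas its 3276955 counts lie within the 2942278 to 3307854 of the other Kat6a+/– libraries.

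For MLL1 in differentiating NSPCs, Kat6a+/– replicate 3 had log2 total counts of 20.72 against 21.07 to 21.13. Fewer cells or less DNA from this embryo in every library is argued against, since its library had the fewest counts of the 4 in 0 of 5 other antibodies. A difference in the MLL1 library alone stays open.

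Between the cultures, the change in H3K23ac level per allele lost differed by −0.080 at enhancers and −0.127 at active enhancers, differentiating minus proliferating, by a permutation test within embryos (exact p = 0.0019 and 0.0033, FDR = 0.040 for each). At enhancers the level rose by 0.066 in proliferating and fell by 0.014 in differentiating NSPCs. The other name prefix of the differentiating libraries of Kat6a–/– replicates 2 and 3 is argued against as the whole cause, since without these 2 embryos the difference was −0.062 at enhancers (permutation p = 0.0143) and −0.13 at active enhancers (permutation p = 0.0286), over 8 embryos. Only 1 of these is Kat6a–/–, so the test takes the spread from the other genotypes and says little about Kat6a–/– embryos alone. The choice of library size stays open: with the same table's counts the change per allele lost was −0.032 in proliferating and −0.044 in differentiating NSPCs at enhancers, and −0.00012 and −0.023 at active enhancers, and the difference was not tested with these sizes. An effect of the culture on how H3K23ac responds to the loss of Kat6a may be part of it, which remains a hypothesis because it was found in these data.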

How the results depend on the processing

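The alternative without chromosomes X and Y was the only one chosen after results were seen. The main tests and the other alternatives were set before the data were examined. Below, each alternative's values stand beside those of the chosen analysis in parentheses, a count is called moved past 1.5 times, and the cause of each move was not tested unless stated. An R2 is called moved where it differs by more than the SD of its values over the fits with 1 library left out. That SD differs between comparisons, so a small move can count in one and a larger move not in another. Values at MLL1 promoters with 4-table library sizes, and in H3K14ac gene bodies of proliferating NSPCs with the litter indicator, come from fits whose weight estimation stopped before its convergence tolerance. All 38 counts stayed within that ratio when main-fit p-values were adjusted without chromosomes X and Y, which leaves out those regions and refits nothing.

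Under TMM factors, 8 of 40 counts of changed regions moved. In proliferating NSPCs, 1147 H3K14ac promoters (445), 10372 H3K23ac promoters (3807), 13 H3K23ac promoters in Kat6a+/– (7) and 309 H3K23ac H3K27ac-only regions (205) changed. In proliferating NSPCs, 2099 H3K4me3 promoters (837) and 215 H3K4me3 active enhancers (104) changed. In differentiating NSPCs, 4835 H3K23ac promoters (2518) and 35 H3K23ac promoters in Kat6a+/– (0) changed. Decreases made up 52.8% of H3K23ac promoters (64.6%), 52.8% of H3K23ac H3K27ac-only regions (63.9%), 51.8% of H3K4me3 gene bodies (63.9%) and 46.5% of H3K4me3 active enhancers (66.3%) that changed in proliferating NSPCs. Decreases made up 39.7% of H3K23ac enhancers (50.1%) and 43.4% of H3K4me3 promoters (28.7%) that changed in differentiating NSPCs.

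4 of 23 counts of family members moved under TMM factors. In proliferating NSPCs, 9 H3K23ac HOX (19), 1 H3K4me3 TBX (0) and 4 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 0 H3K4me3 MEIS (1) family members changed. Of 159 named gene values, 3 changed sign, 7 were no longer past the threshold and 5 came past it under TMM factors. Those that changed sign follow. In proliferating NSPCs, 0.01 for H3K9ac at the Kmt2a promoter (−0.01) and 0.11 for H3K4me3 at the Kmt2a promoter (−0.04) were obtained. In differentiating NSPCs, 0.03 for H3K4me3 in the Kat6a gene body (0) was obtained. R2 moved in 7 of 23 comparisons under TMM factors. In proliferating NSPCs, 0.57 for H3K14ac promoters (0.78), 0.01 for H3K23ac promoters (0.05), 0.88 for MLL1 promoters (0.82) and 0.62 for H3K4me3 promoters (0.82) were obtained. In differentiating NSPCs, 0.53 for H3K14ac promoters (0.58), 0.12 for H3K23ac promoters (0.24) and 0.13 for H3K23ac gene bodies (0.11) were obtained.

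Under 4-table library sizes, 19 of 40 counts of changed regions moved. In proliferating NSPCs, 441 H3K9ac promoters (244), 1099 H3K14ac promoters (445), 1103 H3K14ac active enhancers (151) and 14373 H3K23ac promoters (3807) changed. In proliferating NSPCs, 1846 H3K23ac promoters in Kat6a+/– (7), 5489 H3K23ac enhancers (3485), 3566 H3K23ac active enhancers (534) and 704 H3K23ac H3K27ac-only regions (205) changed. In proliferating NSPCs, 260 MLL1 promoters (41), 2096 H3K4me3 promoters (837), 434 H3K4me3 gene bodies (288) and 438 H3K4me3 active enhancers (104) changed. In differentiating NSPCs, 1482 H3K9ac promoters (747), 10361 H3K23ac promoters (2518), 3997 H3K23ac promoters in Kat6a+/– (0) and 2061 H3K23ac active enhancers (635) changed. In differentiating NSPCs, 429 H3K23ac H3K27ac-only regions (104), 2493 MLL1 promoters (20) and 1105 POLR2A promoters (451) changed. Decreases made up 56.2% of H3K9ac gene bodies (43.1%), 77.2% of H3K9ac active enhancers (55.4%), 80.5% of H3K14ac gene bodies (53.7%) and 12% of H3K14ac active enhancers (68.9%) that changed in proliferating NSPCs. Decreases made up 20.1% of H3K23ac promoters (64.6%), 9% of H3K23ac promoters in Kat6a+/– (71.4%), 73.9% of H3K23ac gene bodies (50.2%) and 23.7% of H3K23ac enhancers (58.3%) that changed in proliferating NSPCs. Decreases made up 2.2% of H3K23ac active enhancers (71.7%), 6% of H3K23ac H3K27ac-only regions (63.9%), 69.2% of MLL1 promoters (36.6%) and 76.5% of H3K4me3 gene bodies (63.9%) that changed in proliferating NSPCs. Decreases made up 96.6% of H3K4me3 active enhancers (66.3%) and 8.3% of POLR2A promoters (28.6%) that changed in proliferating NSPCs. Decreases made up 15.2% of H3K9ac promoters (48.2%), 77.1% of H3K9ac gene bodies (38.3%), 78.7% of H3K9ac active enhancers (54.9%) and 30.9% of H3K14ac promoters (45.3%) that changed in differentiating NSPCs. Decreases made up 70.4% of H3K14ac gene bodies (49.9%), 46.7% of H3K14ac active enhancers (57.8%), 10.5% of H3K23ac promoters (57.9%) and 82.5% of H3K23ac gene bodies (49.5%) that changed in differentiating NSPCs. Decreases made up 39.2% of H3K23ac enhancers (50.1%), 6% of H3K23ac active enhancers (57.2%), 7.2% of H3K23ac H3K27ac-only regions (57.7%) and 0.2% of MLL1 promoters (30%) that changed in differentiating NSPCs. Decreases made up 51.9% of H3K4me3 promoters (28.7%), 77.8% of H3K4me3 active enhancers (56.2%) and 30.6% of POLR2A promoters (41%) that changed in differentiating NSPCs.

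5 of 23 counts of family members moved under 4-table library sizes. In proliferating NSPCs, 1 H3K4me3 TBX (0) and 4 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 7 MLL1 SOX (1), 0 H3K4me3 MEIS (1) and 2 POLR2A HOX (1) family members changed. Of 159 named gene values, 9 changed sign, 10 were no longer past the threshold and 10 came past it under 4-table library sizes. Those that changed sign follow. In proliferating NSPCs, 0.04 for H3K9ac at the Kmt2a promoter (−0.01), 0.11 for H3K4me3 at the Kmt2a promoter (−0.04), −0.01 for POLR2A in the Kmt2a gene body (0.01) and 0.01 for MLL1 in the Gabrg1 gene body (−0.02) were obtained. In differentiating NSPCs, 0.05 for POLR2A at the Kat6a promoter (−0.04), 0.09 for MLL1 at the Otx1 promoter (−0.8), 0.62 for MLL1 at the Emx2 promoter (−0.43) and 0.01 for MLL1 at the Dmrta2 promoter (−1.12) were obtained. In differentiating NSPCs, 0.62 for MLL1 at the Meis2 promoter (−0.58) was obtained.

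With no sample weights, 20 of 40 counts of changed regions moved. In proliferating NSPCs, 96 H3K9ac promoters (244), 89 H3K9ac gene bodies (610), 31 H3K9ac active enhancers (296) and 278 H3K14ac promoters (445) changed. In proliferating NSPCs, 943 H3K14ac gene bodies (4627), 69 H3K14ac active enhancers (151), 4 H3K23ac promoters in Kat6a+/– (7) and 2188 H3K23ac enhancers (3485) changed. In proliferating NSPCs, 358 H3K4me3 promoters (837), 133 H3K4me3 gene bodies (288), 63 H3K4me3 active enhancers (104) and 11 POLR2A promoters (21) changed. In proliferating NSPCs, 15 POLR2A gene bodies (216) changed. In differentiating NSPCs, 320 H3K9ac promoters (747), 1090 H3K14ac gene bodies (1764), 218 H3K14ac active enhancers (329) and 280 H3K23ac active enhancers (635) changed. In differentiating NSPCs, 0 MLL1 gene bodies (1), 192 H3K4me3 promoters (108) and 625 POLR2A gene bodies (1790) changed.

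1 of 23 counts of family members moved under no sample weights. In differentiating NSPCs, 2 POLR2A HOX (1) family members changed. Under no sample weights, 153 of 159 named gene values kept their sign and side of the threshold, 5 were no longer past it and 1 came past it, with no change of sign. R2 moved in 8 of 23 comparisons under no sample weights. In proliferating NSPCs, 0.87 for H3K9ac promoters (0.73), 0.81 for H3K9ac gene bodies (0.65), 0.83 for H3K14ac promoters (0.78) and 0.31 for H3K14ac gene bodies (0.12) were obtained. In proliferating NSPCs, 0 for H3K23ac gene bodies (0.0), 0.86 for H3K4me3 promoters (0.82), 0.83 for POLR2A promoters (0.7) and 0.91 for POLR2A gene bodies (0.82) were obtained.

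Under an abundance trend, 2 of 40 counts of changed regions moved. In proliferating NSPCs, 2 MLL1 gene bodies (7) and 2 IgG gene bodies (0) changed.

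2 of 23 counts of family members moved under an abundance trend. In proliferating NSPCs, 2 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 2 POLR2A HOX (1) family members changed. Under an abundance trend, 152 of 159 named gene values kept their sign and side of the threshold, 7 were no longer past it and 0 came past it, with no change of sign.

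Under DESeq2, 24 of 40 counts of changed regions moved. In proliferating NSPCs, 154 H3K9ac promoters (244), 129 H3K9ac gene bodies (610), 45 H3K9ac active enhancers (296) and 125 H3K14ac promoters (445) changed. In proliferating NSPCs, 1706 H3K14ac gene bodies (4627), 42 H3K14ac active enhancers (151), 0 H3K23ac promoters in Kat6a+/– (7) and 727 H3K23ac enhancers (3485) changed. In proliferating NSPCs, 153 H3K23ac active enhancers (534), 65 H3K23ac H3K27ac-only regions (205), 18 MLL1 promoters (41) and 158 H3K4me3 gene bodies (288) changed. In proliferating NSPCs, 2 POLR2A promoters (21) and 113 POLR2A gene bodies (216) changed. In differentiating NSPCs, 53 H3K9ac promoters (747), 155 H3K9ac gene bodies (373), 17 H3K9ac active enhancers (91) and 1170 H3K14ac gene bodies (1764) changed. In differentiating NSPCs, 785 H3K23ac enhancers (1700), 162 H3K23ac active enhancers (635), 69 H3K23ac H3K27ac-only regions (104) and 2 MLL1 gene bodies (1) changed. In differentiating NSPCs, 62 POLR2A promoters (451) and 620 POLR2A gene bodies (1790) changed. Decreases made up 71.1% of H3K9ac active enhancers (55.4%), 39.6% of H3K14ac gene bodies (53.7%), 85.7% of H3K14ac active enhancers (68.9%) and 55.6% of MLL1 promoters (36.6%) that changed in proliferating NSPCs. Decreases made up 83.3% of MLL1 gene bodies (71.4%), 43.2% of H3K4me3 active enhancers (66.3%) and 0% of POLR2A promoters (28.6%) that changed in proliferating NSPCs. Decreases made up 23.9% of H3K9ac gene bodies (38.3%), 36% of H3K14ac gene bodies (49.9%), 36.2% of H3K23ac enhancers (50.1%) and 46.4% of H3K23ac H3K27ac-only regions (57.7%) that changed in differentiating NSPCs. Decreases made up 39.9% of H3K4me3 promoters (28.7%) that changed in differentiating NSPCs.

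5 of 23 counts of family members moved under DESeq2. In proliferating NSPCs, 4 H3K14ac HOX (10), 2 H3K23ac HOX (19) and 2 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 1 H3K4me3 SOX (0) and 0 H3K4me3 MEIS (1) family members changed. Of 157 named gene values, 3 changed sign, 17 were no longer past the threshold and 6 came past it under DESeq2. Those that changed sign follow. In proliferating NSPCs, 0.02 for H3K9ac at the Kmt2a promoter (−0.01) and 0.1 for H3K4me3 at the Kmt2a promoter (−0.04) were obtained. In differentiating NSPCs, 0 for H3K4me3 in the Kat6a gene body (0) was obtained.

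With no filter, 9 of 40 counts of changed regions moved. In proliferating NSPCs, 22 MLL1 promoters (41), 62 H3K4me3 active enhancers (104), 101 POLR2A gene bodies (216) and 4 IgG gene bodies (0) changed. In differentiating NSPCs, 495 H3K9ac promoters (747), 7 MLL1 promoters (20), 31 H3K4me3 gene bodies (50) and 10 H3K4me3 active enhancers (16) changed. In differentiating NSPCs, 1115 POLR2A gene bodies (1790) changed.

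5 of 23 counts of family members moved under no filter. In proliferating NSPCs, 0 H3K4me3 DLX (1) and 2 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 5 H3K9ac HOX (3), 0 MLL1 MEIS (1) and 3 H3K4me3 HOX (1) family members changed. Under no filter, 146 of 159 named gene values kept their sign and side of the threshold, 13 were no longer past it and 0 came past it, with no change of sign.

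With only the 2 genotypes compared, 8 of 39 counts of changed regions moved. It could not be fitted for IgG promoters and gave no value there. In proliferating NSPCs, 575 H3K9ac promoters (244), 1316 H3K9ac gene bodies (610), 617 H3K9ac active enhancers (296) and 14 H3K23ac promoters in Kat6a+/– (7) changed. In proliferating NSPCs, 32 POLR2A promoters (21) and 362 POLR2A gene bodies (216) changed. In differentiating NSPCs, 607 H3K14ac active enhancers (329) and 2 MLL1 gene bodies (1) changed.

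2 of 23 counts of family members moved under only the 2 genotypes compared. In proliferating NSPCs, 1 H3K4me3 TBX (0) family members changed. In differentiating NSPCs, 1 H3K4me3 DLX (0) family members changed. Of 157 named gene values, 1 changed sign, 4 were no longer past the threshold and 2 came past it under only the 2 genotypes compared. Those that changed sign follow. In proliferating NSPCs, 0 for H3K4me3 in the Kmt2a gene body (0) was obtained.

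With the litter indicator, 12 of 40 counts of changed regions moved. In proliferating NSPCs, 129 H3K9ac promoters (244), 2941 H3K14ac gene bodies (4627), 4 H3K23ac promoters in Kat6a+/– (7) and 1451 H3K4me3 promoters (837) changed. In proliferating NSPCs, 694 H3K4me3 gene bodies (288), 193 H3K4me3 active enhancers (104) and 11 POLR2A promoters (21) changed. In differentiating NSPCs, 589 H3K9ac gene bodies (373), 317 H3K4me3 promoters (108), 157 H3K4me3 gene bodies (50) and 29 H3K4me3 active enhancers (16) changed. In differentiating NSPCs, 693 POLR2A gene bodies (1790) changed.

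4 of 23 counts of family members moved under the litter indicator. In proliferating NSPCs, 2 H3K4me3 TBX (0) and 4 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 1 H3K4me3 SOX (0) and 2 POLR2A HOX (1) family members changed. Of 159 named gene values, 4 changed sign, 3 were no longer past the threshold and 7 came past it under the litter indicator. Those that changed sign follow. In proliferating NSPCs, −0.01 for H3K9ac in the Kat6a gene body (0.04), −0.02 for H3K4me3 in the Kmt2a gene body (0), −0.01 for POLR2A at the Kmt2a promoter (0.01) and 0.24 for MLL1 in the Gabrg1 gene body (−0.02) were obtained.

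With the library name prefix in the fit of differentiating NSPCs, 18 of 19 counts moved, where for each of the 6 antibodies 2 of the 3 Kat6a–/– libraries carry a prefix that no Kat6a+/+ library has, so that the genotype rests on fewer libraries. In differentiating NSPCs, 22 H3K9ac promoters (747), 16 H3K9ac gene bodies (373), 7 H3K9ac active enhancers (91) and 114 H3K14ac promoters (490) changed. In differentiating NSPCs, 432 H3K14ac gene bodies (1764), 24 H3K14ac active enhancers (329), 719 H3K23ac promoters (2518) and 3720 H3K23ac gene bodies (6576) changed. In differentiating NSPCs, 111 H3K23ac enhancers (1700), 32 H3K23ac active enhancers (635), 11 H3K23ac H3K27ac-only regions (104) and 4 MLL1 promoters (20) changed. In differentiating NSPCs, 0 MLL1 gene bodies (1), 22 H3K4me3 promoters (108), 14 H3K4me3 gene bodies (50) and 5 H3K4me3 active enhancers (16) changed. In differentiating NSPCs, 3 POLR2A promoters (451) and 80 POLR2A gene bodies (1790) changed.

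5 of 13 counts of family members moved under the library name prefix in the fit. In differentiating NSPCs, 3 H3K14ac HOX (5), 3 H3K23ac HOX (6), 0 MLL1 SOX (1) and 0 MLL1 MEIS (1) family members changed. In differentiating NSPCs, 0 H3K4me3 MEIS (1) family members changed. Of 58 named gene values, 5 changed sign, 10 were no longer past the threshold and 0 came past it under the library name prefix in the fit. Those that changed sign follow. In differentiating NSPCs, −0.08 for H3K9ac at the Kmt2a promoter (0.07), −0.01 for H3K14ac at the Kmt2a promoter (0.06), −0.6 for MLL1 at the Kmt2a promoter (0.07) and 0.02 for POLR2A in the Kmt2a gene body (−0.01) were obtained. In differentiating NSPCs, −0.16 for MLL1 in the Meis2 gene body (0.29) was obtained.

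With all RNA genes used, without a CUT&Tag threshold, R2 moved in 21 of 23 comparisons. MLL1 gene bodies of differentiating NSPCs had no gene past both thresholds and so no R2. In proliferating NSPCs, 0.36 for H3K9ac promoters (0.73), 0.3 for H3K9ac gene bodies (0.65), 0.26 for H3K14ac promoters (0.78) and 0.01 for H3K23ac promoters (0.05) were obtained. In proliferating NSPCs, 0.28 for MLL1 promoters (0.82), 0.04 for MLL1 gene bodies (0.77), 0.45 for H3K4me3 promoters (0.82) and 0.32 for H3K4me3 gene bodies (0.77) were obtained. In proliferating NSPCs, 0.13 for POLR2A promoters (0.7) and 0.32 for POLR2A gene bodies (0.82) were obtained. In differentiating NSPCs, 0.26 for H3K9ac promoters (0.6), 0.24 for H3K9ac gene bodies (0.64), 0.28 for H3K14ac promoters (0.58) and 0.16 for H3K14ac gene bodies (0.37) were obtained. In differentiating NSPCs, 0.08 for H3K23ac promoters (0.24), 0.07 for H3K23ac gene bodies (0.11), 0.04 for MLL1 promoters (0.61) and 0.34 for H3K4me3 promoters (0.63) were obtained. In differentiating NSPCs, 0.28 for H3K4me3 gene bodies (0.79), 0.2 for POLR2A promoters (0.61) and 0.26 for POLR2A gene bodies (0.64) were obtained.

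For the 48 levels, the same table's library size left 35 on the same side of the threshold, 9 of them with a change of direction where neither value passed it. In 5 others the change per allele lost changed direction, with 1 or both values past the threshold. In proliferating NSPCs, −0.0174 for H3K14ac at enhancers (0.0327), −0.0323 for H3K23ac at enhancers (0.0661) and −0.000115 for H3K23ac at active enhancers (0.263) were obtained. In differentiating NSPCs, −0.014 for H3K9ac at promoters (0.0243) and −0.023 for H3K23ac at active enhancers (0.136) were obtained. In 6 others the change per allele lost no longer passed the threshold. In proliferating NSPCs, 0.0232 for H3K23ac at promoters (0.297), −0.0295 for H3K23ac at gene bodies (−0.102) and −0.089 for H3K4me3 at active enhancers (−0.198) were obtained. In differentiating NSPCs, −0.0209 for H3K9ac at active enhancers (−0.0553), 0.000796 for H3K23ac at promoters (0.215) and −0.0455 for H3K23ac at gene bodies (−0.164) were obtained. In 2 others the change per allele lost came past the threshold. In differentiating NSPCs, −0.0302 for H3K14ac at enhancers (−0.021) and −0.0438 for H3K23ac at enhancers (−0.0136) were obtained.

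For the 48 levels, no scaling to library size left 38 on the same side of the threshold, 17 of them with a change of direction where neither value passed it. In 2 others the change per allele lost changed direction, with 1 or both values past the threshold. In differentiating NSPCs, −0.191 for H3K23ac at promoters (0.215) and −0.264 for H3K23ac at active enhancers (0.136) were obtained. In 8 others the change per allele lost no longer passed the threshold. In proliferating NSPCs, −0.205 for H3K14ac at gene bodies (−0.0774), 0.328 for H3K23ac at promoters (0.297), −0.0685 for H3K23ac at gene bodies (−0.102) and 0.0948 for H3K23ac at enhancers (0.0661) were obtained. In proliferating NSPCs, 0.293 for H3K23ac at active enhancers (0.263) and −0.485 for H3K4me3 at active enhancers (−0.198) were obtained. In differentiating NSPCs, −0.36 for H3K9ac at active enhancers (−0.0553) and −0.563 for H3K23ac at gene bodies (−0.164) were obtained.

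For the 48 levels, a prior count of 0.5 left 47 on the same side of the threshold, 1 of them with a change of direction where neither value passed it. In 1 other the change per allele lost no longer passed the threshold. In differentiating NSPCs, −0.0569 for H3K9ac at active enhancers (−0.0553) was obtained.

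For the 48 levels, the mean over regions left 46 on the same side of the threshold, 3 of them with a change of direction where neither value passed it. In 2 others the change per allele lost no longer passed the threshold. In proliferating NSPCs, −0.182 for H3K4me3 at active enhancers (−0.198) was obtained. In differentiating NSPCs, −0.053 for H3K9ac at active enhancers (−0.0553) was obtained.

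For the 48 levels, no filter left 45 on the same side of the threshold, 4 of them with a change of direction where neither value passed it. In 1 other the change per allele lost no longer passed the threshold. In proliferating NSPCs, −0.128 for H3K4me3 at active enhancers (−0.198) was obtained. In 2 others the change per allele lost came past the threshold. In differentiating NSPCs, −0.0251 for H3K14ac at enhancers (−0.021) and −0.0253 for H3K23ac at enhancers (−0.0136) were obtained.

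Total counts kept their side of the threshold with the gene body table alone, although H3K23ac in proliferating NSPCs went from 0.0341 to −0.0395, neither past it; with the promoter table alone 2 of 13 no longer passed it. In proliferating NSPCs, −0.299 for H3K4me3 (−0.311) was obtained. In differentiating NSPCs, −0.195 for H3K23ac (−0.413) was obtained. Promoter enrichment kept its side of the threshold in each of 13 comparisons with genes that pass the filter in both tables and with the ratio of summed counts, although MLL1 in proliferating NSPCs changed direction, from 0.0265 to −0.0202 and −0.0134, none past it.

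Replicate 2 of each genotype comes from the 1 litter with 3 genotypes, which also gave Kat6a+/– replicate 3 and Kat6a–/– replicate 1, and the other numbers share no litter across genotypes; libraries with the same number did not deviate together, with correlations of −0.31 to 0.52 and 0 of 38 fits with every one above 0.1. With the replicate number as a replicate block, 14 of 40 counts of regions and 4 of 23 of family members moved. In proliferating NSPCs, 414 H3K9ac promoters (244), 558 H3K4me3 gene bodies (288), 170 H3K4me3 active enhancers (104) and 33 POLR2A promoters (21) changed. In proliferating NSPCs, 415 POLR2A gene bodies (216) and 1 IgG gene bodies (0) changed. In differentiating NSPCs, 345 H3K9ac promoters (747), 46 H3K9ac active enhancers (91), 58 H3K23ac promoters in Kat6a+/– (0) and 410 H3K23ac active enhancers (635) changed. In differentiating NSPCs, 5 MLL1 gene bodies (1), 370 H3K4me3 promoters (108), 108 H3K4me3 gene bodies (50) and 1149 POLR2A gene bodies (1790) changed. In proliferating NSPCs, 1 H3K4me3 TBX (0) and 2 H3K4me3 SOX (1) family members changed. In differentiating NSPCs, 2 H3K4me3 SOX (0) and 2 POLR2A HOX (1) family members changed. Of 48 levels, 10 passed FDR 0.05, and none of these 10 did under the replicate block, where permutations within the numbers give no p under 0.00926 and the smallest FDR was 0.0556, so this says nothing about their stability; the changes per allele lost follow. In proliferating NSPCs, −0.0774 for H3K14ac at gene bodies (−0.0774), 0.297 for H3K23ac at promoters (0.297), −0.102 for H3K23ac at gene bodies (−0.102) and 0.0661 for H3K23ac at enhancers (0.0661) were obtained. In proliferating NSPCs, 0.263 for H3K23ac at active enhancers (0.263) and −0.198 for H3K4me3 at active enhancers (−0.198) were obtained. In differentiating NSPCs, −0.0553 for H3K9ac at active enhancers (−0.0553), 0.215 for H3K23ac at promoters (0.215), −0.164 for H3K23ac at gene bodies (−0.164) and 0.136 for H3K23ac at active enhancers (0.136) were obtained. Of named gene values under the replicate block, 5 calls were lost, 5 were gained and 1 changed sign. In proliferating NSPCs, 0 for POLR2A in the Kmt2a gene body (0.01) was obtained. It changed no other call.

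Leaving out 1 library moved the count of changed regions in 175 of 400 fits over 40 counts, and the lowest and highest counts follow. In proliferating NSPCs, H3K9ac promoters ranged from 42 without Kat6a–/– replicate 2 to 486 without Kat6a+/– replicate 4 (244) and H3K9ac gene bodies ranged from 46 without Kat6a–/– replicate 2 to 990 without Kat6a+/– replicate 4 (610). H3K9ac active enhancers ranged from 18 without Kat6a–/– replicate 2 to 503 without Kat6a+/– replicate 4 (296) and H3K14ac promoters ranged from 77 without Kat6a–/– replicate 2 to 533 without Kat6a+/– replicate 3 (445) in proliferating NSPCs. In proliferating NSPCs, H3K14ac gene bodies ranged from 134 without Kat6a–/– replicate 2 to 4901 without Kat6a+/– replicate 2 (4627) and H3K14ac active enhancers ranged from 24 without Kat6a–/– replicate 2 to 174 without Kat6a+/– replicate 3 (151). H3K23ac promoters ranged from 1466 without Kat6a+/+ replicate 1 to 4048 without Kat6a+/– replicate 4 (3807) and H3K23ac promoters in Kat6a+/– ranged from 0 without Kat6a+/+ replicate 2 to 14 without Kat6a–/– replicate 1 (7) in proliferating NSPCs. In proliferating NSPCs, H3K23ac enhancers ranged from 851 without Kat6a+/+ replicate 2 to 3901 without Kat6a+/– replicate 4 (3485) and H3K23ac active enhancers ranged from 137 without Kat6a+/+ replicate 2 to 682 without Kat6a–/– replicate 1 (534). H3K23ac H3K27ac-only regions ranged from 51 without Kat6a+/+ replicate 2 to 211 without Kat6a+/– replicate 4 (205) and MLL1 promoters ranged from 15 without Kat6a+/+ replicate 3 to 45 without Kat6a+/– replicate 3 (41) in proliferating NSPCs. In proliferating NSPCs, MLL1 gene bodies ranged from 2 without Kat6a–/– replicate 3 to 7 without Kat6a+/– replicate 1 (7) and H3K4me3 promoters ranged from 168 without Kat6a–/– replicate 2 to 910 without Kat6a+/– replicate 2 (837). H3K4me3 gene bodies ranged from 48 without Kat6a–/– replicate 2 to 362 without Kat6a+/+ replicate 1 (288) and H3K4me3 active enhancers ranged from 29 without Kat6a–/– replicate 2 to 118 without Kat6a+/– replicate 2 (104) in proliferating NSPCs. In proliferating NSPCs, POLR2A promoters ranged from 1 without Kat6a–/– replicate 2 to 31 without Kat6a+/– replicate 4 (21) and POLR2A gene bodies ranged from 0 without Kat6a+/+ replicate 3 to 290 without Kat6a+/– replicate 4 (216). IgG promoters ranged from 0 without Kat6a+/– replicate 1 to 2 without Kat6a+/+ replicate 2 (0) and IgG gene bodies ranged from 0 without Kat6a+/+ replicate 1 to 3 without Kat6a+/– replicate 4 (0) in proliferating NSPCs. In differentiating NSPCs, H3K9ac promoters ranged from 81 without Kat6a–/– replicate 3 to 801 without Kat6a+/– replicate 2 (747) and H3K9ac gene bodies ranged from 57 without Kat6a–/– replicate 2 to 673 without Kat6a+/+ replicate 1 (373). H3K9ac active enhancers ranged from 14 without Kat6a–/– replicate 2 to 188 without Kat6a+/+ replicate 1 (91) and H3K14ac promoters ranged from 145 without Kat6a+/+ replicate 3 to 582 without Kat6a+/– replicate 2 (490) in differentiating NSPCs. In differentiating NSPCs, H3K14ac gene bodies ranged from 222 without Kat6a+/+ replicate 3 to 2046 without Kat6a+/– replicate 2 (1764) and H3K14ac active enhancers ranged from 18 without Kat6a+/+ replicate 3 to 473 without Kat6a+/+ replicate 1 (329). H3K23ac promoters ranged from 659 without Kat6a–/– replicate 2 to 2651 without Kat6a+/– replicate 2 (2518) and H3K23ac promoters in Kat6a+/– ranged from 0 without Kat6a+/+ replicate 3 to 15 without Kat6a+/– replicate 4 (0) in differentiating NSPCs. In differentiating NSPCs, H3K23ac gene bodies ranged from 3060 without Kat6a–/– replicate 2 to 6656 without Kat6a+/– replicate 1 (6576) and H3K23ac enhancers ranged from 83 without Kat6a–/– replicate 2 to 2516 without Kat6a+/+ replicate 1 (1700). H3K23ac active enhancers ranged from 41 without Kat6a–/– replicate 2 to 865 without Kat6a+/+ replicate 1 (635) and H3K23ac H3K27ac-only regions ranged from 35 without Kat6a–/– replicate 2 to 119 without Kat6a+/– replicate 4 (104) in differentiating NSPCs. In differentiating NSPCs, MLL1 promoters ranged from 1 without Kat6a–/– replicate 2 to 22 without Kat6a+/– replicate 1 (20) and MLL1 gene bodies ranged from 0 without Kat6a+/+ replicate 2 to 3 without Kat6a+/+ replicate 1 (1). H3K4me3 promoters ranged from 8 without Kat6a–/– replicate 1 to 265 without Kat6a+/+ replicate 1 (108) and H3K4me3 gene bodies ranged from 5 without Kat6a–/– replicate 1 to 214 without Kat6a+/+ replicate 1 (50) in differentiating NSPCs. In differentiating NSPCs, H3K4me3 active enhancers ranged from 1 without Kat6a–/– replicate 1 to 37 without Kat6a+/+ replicate 1 (16) and POLR2A promoters ranged from 48 without Kat6a–/– replicate 2 to 591 without Kat6a+/– replicate 3 (451). POLR2A gene bodies ranged from 175 without Kat6a–/– replicate 2 to 1965 without Kat6a+/– replicate 3 (1790) in differentiating NSPCs.

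With 1 library left out, counts of family members moved in 35 of 230 fits, and these are the lowest and highest. In proliferating NSPCs, H3K9ac HOX ranged from 5 without Kat6a+/+ replicate 3 to 15 without Kat6a+/– replicate 4 (13) and H3K14ac HOX ranged from 6 without Kat6a–/– replicate 2 to 14 without Kat6a–/– replicate 1 (10). H3K23ac HOX ranged from 6 without Kat6a+/+ replicate 1 to 21 without Kat6a+/– replicate 4 (19) and H3K4me3 DLX ranged from 0 without Kat6a–/– replicate 1 to 2 without Kat6a+/+ replicate 1 (1) in proliferating NSPCs. In proliferating NSPCs, H3K4me3 TBX ranged from 0 without Kat6a+/+ replicate 2 to 1 without Kat6a+/+ replicate 1 (0) and H3K4me3 SOX ranged from 1 without Kat6a+/+ replicate 1 to 2 without Kat6a+/+ replicate 3 (1). In differentiating NSPCs, MLL1 SOX ranged from 0 without Kat6a–/– replicate 2 to 1 without Kat6a+/+ replicate 1 (1) and MLL1 MEIS ranged from 0 without Kat6a+/+ replicate 2 to 1 without Kat6a+/+ replicate 1 (1). H3K4me3 HOX ranged from 1 without Kat6a+/– replicate 1 to 2 without Kat6a+/+ replicate 1 (1) and H3K4me3 TBX ranged from 0 without Kat6a+/+ replicate 2 to 1 without Kat6a+/+ replicate 1 (0) in differentiating NSPCs. In differentiating NSPCs, H3K4me3 SOX ranged from 0 without Kat6a+/+ replicate 2 to 1 without Kat6a+/+ replicate 1 (0) and H3K4me3 MEIS ranged from 0 without Kat6a+/+ replicate 3 to 1 without Kat6a+/+ replicate 1 (1). POLR2A HOX ranged from 1 without Kat6a+/+ replicate 1 to 2 without Kat6a+/– replicate 4 (1) in differentiating NSPCs.

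R2 moved in 73 and changed sign of its slope in 4 of 223 fits with 1 library left out. In proliferating NSPCs, H3K9ac promoters ranged from 0.67 without Kat6a+/– replicate 2 to 0.89 without Kat6a+/+ replicate 3 (0.73) and H3K9ac gene bodies ranged from 0.62 without Kat6a+/– replicate 4 to 0.84 without Kat6a–/– replicate 2 (0.65). H3K14ac promoters ranged from 0.73 without Kat6a+/+ replicate 1 to 0.88 without Kat6a–/– replicate 2 (0.78) and H3K14ac gene bodies ranged from 0.11 without Kat6a+/– replicate 3 to 0.46 without Kat6a–/– replicate 2 (0.12) in proliferating NSPCs. In proliferating NSPCs, H3K23ac promoters ranged from 0.03 without Kat6a–/– replicate 1 to 0.08 without Kat6a+/+ replicate 2 (0.05) and H3K23ac gene bodies ranged from 0 without Kat6a+/+ replicate 1 to 0.01 without Kat6a–/– replicate 1 (0). MLL1 promoters ranged from 0.78 without Kat6a–/– replicate 1 to 0.91 without Kat6a–/– replicate 2 (0.82) and MLL1 gene bodies ranged from 0 without Kat6a+/+ replicate 2 to 0.8 without Kat6a–/– replicate 1 (0.77) in proliferating NSPCs. In proliferating NSPCs, H3K4me3 promoters ranged from 0.75 without Kat6a+/– replicate 3 to 0.88 without Kat6a–/– replicate 3 (0.82) and H3K4me3 gene bodies ranged from 0.74 without Kat6a+/+ replicate 1 to 0.83 without Kat6a–/– replicate 2 (0.77). POLR2A promoters ranged from 0.48 without Kat6a+/+ replicate 1 to 0.84 without Kat6a–/– replicate 3 (0.7) and POLR2A gene bodies ranged from 0.78 without Kat6a+/– replicate 4 to 0.88 without Kat6a–/– replicate 3 (0.82) in proliferating NSPCs. In differentiating NSPCs, H3K9ac promoters ranged from 0.6 without Kat6a+/– replicate 1 to 0.82 without Kat6a–/– replicate 3 (0.6) and H3K9ac gene bodies ranged from 0.57 without Kat6a–/– replicate 1 to 0.71 without Kat6a–/– replicate 3 (0.64). H3K14ac promoters ranged from 0.58 without Kat6a+/– replicate 1 to 0.65 without Kat6a+/+ replicate 1 (0.58) and H3K14ac gene bodies ranged from 0.35 without Kat6a+/– replicate 3 to 0.42 without Kat6a+/+ replicate 1 (0.37) in differentiating NSPCs. In differentiating NSPCs, H3K23ac promoters ranged from 0.22 without Kat6a+/+ replicate 1 to 0.3 without Kat6a+/+ replicate 2 (0.24) and H3K23ac gene bodies ranged from 0.1 without Kat6a+/+ replicate 3 to 0.16 without Kat6a–/– replicate 2 (0.11). MLL1 promoters ranged from 0.57 without Kat6a–/– replicate 3 to 0.96 without Kat6a+/+ replicate 2 (0.61) and H3K4me3 promoters ranged from 0.6 without Kat6a+/– replicate 1 to 0.92 without Kat6a–/– replicate 1 (0.63) in differentiating NSPCs. In differentiating NSPCs, H3K4me3 gene bodies ranged from 0.69 without Kat6a+/– replicate 3 to 0.88 without Kat6a–/– replicate 2 (0.79) and POLR2A promoters ranged from 0.58 without Kat6a+/– replicate 3 to 0.74 without Kat6a+/+ replicate 2 (0.61). POLR2A gene bodies ranged from 0.63 without Kat6a+/– replicate 3 to 0.88 without Kat6a+/+ replicate 3 (0.64) in differentiating NSPCs.

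The levels came past or lost the threshold in 20 of 480 fits with 1 library left out, with these lowest and highest changes per allele lost. In proliferating NSPCs, H3K4me3 at gene bodies ranged from −0.085 without Kat6a+/+ replicate 3 to −0.0408 without Kat6a+/+ replicate 1 (−0.0584) and H3K4me3 at enhancers ranged from −0.218 without Kat6a+/+ replicate 3 to −0.131 without Kat6a+/+ replicate 1 (−0.172). H3K4me3 at active enhancers ranged from −0.229 without Kat6a+/+ replicate 3 to −0.18 without Kat6a+/+ replicate 1 (−0.198) in proliferating NSPCs. In differentiating NSPCs, H3K9ac at active enhancers ranged from −0.0597 without Kat6a+/+ replicate 3 to −0.0482 without Kat6a–/– replicate 3 (−0.0553) and MLL1 at promoters ranged from 0.156 without Kat6a–/– replicate 3 to 0.356 without Kat6a–/– replicate 1 (0.225). MLL1 at gene bodies ranged from −0.101 without Kat6a–/– replicate 1 to −0.0499 without Kat6a–/– replicate 2 (−0.0732) and MLL1 at enhancers ranged from 0.0128 without Kat6a–/– replicate 3 to 0.068 without Kat6a–/– replicate 1 (0.043) in differentiating NSPCs. In differentiating NSPCs, H3K4me3 at active enhancers ranged from −0.16 without Kat6a–/– replicate 1 to −0.0834 without Kat6a–/– replicate 2 (−0.131).

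Promoter enrichment came past the threshold in 1 of 130 fits with 1 library left out. In differentiating NSPCs, MLL1 ranged from 0.189 without Kat6a–/– replicate 2 to 0.369 without Kat6a–/– replicate 1 (0.258).

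Total counts came past or lost the threshold in 18 of 130 fits with 1 library left out, and these are the lowest and highest changes per allele lost. In proliferating NSPCs, H3K4me3 ranged from −0.355 without Kat6a–/– replicate 1 to −0.252 without Kat6a+/+ replicate 2 (−0.311) and IgG ranged from −0.667 without Kat6a–/– replicate 1 to −0.129 without Kat6a–/– replicate 3 (−0.484). In differentiating NSPCs, H3K23ac ranged from −0.514 without Kat6a+/+ replicate 3 to −0.358 without Kat6a+/+ replicate 2 (−0.413) and MLL1 ranged from −0.735 without Kat6a–/– replicate 1 to −0.383 without Kat6a–/– replicate 2 (−0.581).

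Named gene values changed sign in 28 fits with 1 library left out, 124 were no longer past the threshold and 11 came past it; the log2 fold changes of those that changed sign follow. In proliferating NSPCs, H3K9ac in the Kat6a gene body ranged from −0.02 without Kat6a–/– replicate 3 to 0.09 without Kat6a–/– replicate 1 (0.04) and H3K14ac in the Kat6a gene body ranged from 0 without Kat6a+/+ replicate 3 to 0.32 without Kat6a–/– replicate 1 (0.13). MLL1 in the Kat6a gene body ranged from −0.19 without Kat6a–/– replicate 3 to 0.1 without Kat6a–/– replicate 2 (−0.08) and H3K9ac at the Kmt2a promoter ranged from −0.02 without Kat6a–/– replicate 2 to 0.01 without Kat6a–/– replicate 1 (−0.01) in proliferating NSPCs. In proliferating NSPCs, MLL1 at the Kmt2a promoter ranged from −0.35 without Kat6a–/– replicate 3 to 0.06 without Kat6a+/+ replicate 2 (−0.13) and H3K4me3 in the Kmt2a gene body ranged from −0.05 without Kat6a+/+ replicate 1 to 0.07 without Kat6a+/+ replicate 2 (0). POLR2A at the Kmt2a promoter ranged from −0.03 without Kat6a+/+ replicate 1 to 0.08 without Kat6a+/+ replicate 3 (0.01) and POLR2A in the Kmt2a gene body ranged from −0.04 without Kat6a–/– replicate 2 to 0.08 without Kat6a+/+ replicate 3 (0.01) in proliferating NSPCs. In proliferating NSPCs, MLL1 in the Gabrg1 gene body ranged from −0.51 without Kat6a+/+ replicate 3 to 0.56 without Kat6a+/+ replicate 1 (−0.02). In differentiating NSPCs, H3K14ac in the Kat6a gene body ranged from −0.02 without Kat6a–/– replicate 2 to 0.11 without Kat6a+/+ replicate 2 (0.06) and MLL1 at the Kat6a promoter ranged from −0.03 without Kat6a+/+ replicate 1 to 0.18 without Kat6a+/+ replicate 2 (0.07). MLL1 in the Kat6a gene body ranged from −0.44 without Kat6a–/– replicate 3 to 0.09 without Kat6a–/– replicate 1 (−0.19) and H3K4me3 in the Kat6a gene body ranged from −0.17 without Kat6a–/– replicate 3 to 0.07 without Kat6a–/– replicate 1 (0) in differentiating NSPCs. In differentiating NSPCs, POLR2A at the Kat6a promoter ranged from −0.14 without Kat6a–/– replicate 2 to 0.07 without Kat6a+/+ replicate 3 (−0.04) and MLL1 at the Kmt2a promoter ranged from −0.16 without Kat6a+/+ replicate 2 to 0.32 without Kat6a–/– replicate 1 (0.07). POLR2A in the Kmt2a gene body ranged from −0.07 without Kat6a–/– replicate 1 to 0.04 without Kat6a+/+ replicate 2 (−0.01) in differentiating NSPCs.

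Among the fits simulated, those of gene bodies for MLL1 in differentiating NSPCs and for IgG recovered the smallest shares, for a reason that was not tested: of 200 regions changed 2-fold, 18.4% of those tested were called in MLL1 gene bodies of differentiating NSPCs and 26.9% in IgG gene bodies, so a low count there does not show the absence of changes.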

Differences from the paper's values

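No test in this part was chosen after its result was seen, and the alternatives named below were set before the data were examined. Counts and R2 are on the scale of the paper's, and 44 of 91 values compared differ from the paper's by the rule used. By that rule a count differs past 1.5 times. An R2 differs where the gap exceeds the SD of its values over the fits with 1 library left out. Settings not named at a value did not come within the paper's. For R2 the RNA table was used in part, with the rows of smallest p, which limits each R2 here.

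H3K9ac gene bodies of proliferating NSPCs numbered 347 increased and 263 decreased, where the paper has 143 and 103. By the rule, fits without each of Kat6a+/+ replicates 1 and 2 came within for both values. H3K9ac gene bodies came within for the increases alone with 4-table library sizes and the fit without Kat6a–/– replicate 3. H3K9ac gene bodies came within for the decreases alone with the fit without Kat6a–/– replicate 1. H3K9ac active enhancers of proliferating NSPCs numbered 132 increased and 164 decreased, where the paper has 51 and 92. Coming within by the rule were the litter indicator and the fit without Kat6a+/+ replicate 1 for both values. H3K9ac active enhancers came within for the increases alone with the fit without Kat6a–/– replicate 1. H3K9ac active enhancers came within for the decreases alone with no filter. H3K9ac promoters of differentiating NSPCs numbered 387 increased and 360 decreased, where the paper has 163 and 139. Settings that came within are no sample weights, replicate block and the fit without Kat6a–/– replicate 1 for both values. H3K9ac promoters came within for the increases alone with the fit without Kat6a+/+ replicate 3.

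H3K14ac promoters of proliferating NSPCs numbered 209 increased and 236 decreased, where the paper has 132 and 143. Those within by the rule are no sample weights, replicate block, the litter indicator and fits without each of Kat6a+/+ replicates 2 and 3, Kat6a+/– replicate 4 and Kat6a–/– replicates 1 and 3 for both values. H3K14ac promoters came within for the decreases alone with only the 2 genotypes compared. H3K14ac gene bodies of proliferating NSPCs numbered 2144 increased and 2483 decreased, where the paper has 391 and 672. The alternatives within are no sample weights and fits without each of Kat6a–/– replicates 1 and 3 for both values. H3K14ac gene bodies came within for the decreases alone with DESeq2. H3K14ac active enhancers of proliferating NSPCs numbered 47 increased and 104 decreased, where the paper has 15 and 60. By the rule, no sample weights and fits without each of Kat6a+/+ replicate 3 and Kat6a–/– replicates 1 and 3 came within for both values. H3K14ac active enhancers came within for the decreases alone with no filter, replicate block, the litter indicator and the fit without Kat6a+/+ replicate 2. H3K14ac gene bodies of differentiating NSPCs numbered 883 increased, where the paper has 588. Coming within by the rule were 4-table library sizes, no sample weights, DESeq2, no filter, replicate block, the litter indicator and fits without each of Kat6a+/+ replicate 1 and Kat6a–/– replicate 3.

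H3K23ac promoters of proliferating NSPCs for Kat6a+/– vs. Kat6a+/+ numbered 2 increased and 5 decreased, where the paper has 0 and 2. None of 9 alternatives and 10 fits with 1 library left out came within for both values. H3K23ac promoters came within for the increases alone with DESeq2, replicate block and fits without each of Kat6a+/+ replicates 2 and 3 and Kat6a+/– replicates 1 and 4. H3K23ac promoters came within for the decreases alone with no sample weights and the litter indicator. H3K23ac enhancers of proliferating NSPCs numbered 1452 increased, where the paper has 835. Those within by the rule are no sample weights and fits without each of Kat6a+/+ replicate 3, Kat6a+/– replicate 2 and Kat6a–/– replicates 1, 2 and 3. H3K23ac active enhancers of differentiating NSPCs numbered 272 increased and 363 decreased, where the paper has 137 and 241. The alternatives within are no sample weights, no filter and replicate block for both values. H3K23ac active enhancers came within for the decreases alone with the fit without Kat6a+/– replicate 4.

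MLL1 promoters of proliferating NSPCs numbered 26 increased and 15 decreased, where the paper has 12 and 7. By the rule, DESeq2, no filter and fits without each of Kat6a+/+ replicates 2 and 3 and Kat6a–/– replicate 3 came within for both values. MLL1 promoters came within for the decreases alone with the fit without Kat6a–/– replicate 2.

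H3K4me3 gene bodies of proliferating NSPCs numbered 104 increased, where the paper has 57. Coming within by the rule were no sample weights, DESeq2, no filter and fits without each of Kat6a+/+ replicates 2 and 3 and Kat6a–/– replicates 1 and 3. H3K4me3 active enhancers of proliferating NSPCs numbered 35 increased, where the paper has 22. Settings that came within are 4-table library sizes, no sample weights, no filter, only the 2 genotypes compared and fits without each of Kat6a+/+ replicates 2 and 3, Kat6a+/– replicate 3 and Kat6a–/– replicates 1 and 3. H3K4me3 promoters of differentiating NSPCs numbered 77 increased and 31 decreased, where the paper has 141 and 66. Those within by the rule are no sample weights and fits without each of Kat6a+/– replicates 1 and 3 for both values. H3K4me3 promoters came within for the increases alone with the litter indicator and the fit without Kat6a+/+ replicate 1. H3K4me3 promoters came within for the decreases alone with 4-table library sizes and DESeq2. H3K4me3 gene bodies of differentiating NSPCs numbered 34 increased and 16 decreased, where the paper has 66 and 34. The alternatives within are no sample weights, DESeq2, replicate block and fits without each of Kat6a+/– replicates 1 and 3 for both values. H3K4me3 gene bodies came within for the increases alone with TMM factors, abundance trend and the litter indicator. H3K4me3 active enhancers of differentiating NSPCs numbered 7 increased and 9 decreased, where the paper has 11 and 14. By the rule, no sample weights, only the 2 genotypes compared, replicate block, the litter indicator and fits without each of Kat6a+/– replicates 1 and 3 came within for both values. H3K4me3 active enhancers came within for the increases alone with TMM factors. H3K4me3 active enhancers came within for the decreases alone with 4-table library sizes, abundance trend, DESeq2 and the fit without Kat6a+/+ replicate 1.

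POLR2A gene bodies of proliferating NSPCs numbered 115 increased and 101 decreased, where the paper has 35 and 21. None of 9 alternatives and 10 fits with 1 library left out came within for both values. POLR2A promoters of differentiating NSPCs numbered 185 decreased, where the paper has 119. Settings that came within are no sample weights, no filter and fits without each of Kat6a+/+ replicate 1, Kat6a+/– replicate 2 and Kat6a–/– replicate 1. POLR2A gene bodies of differentiating NSPCs numbered 888 increased and 902 decreased, where the paper has 386 and 317. Those within by the rule are no sample weights, DESeq2, the litter indicator and the fit without Kat6a–/– replicate 1 for both values. POLR2A gene bodies came within for the increases alone with no filter.

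H3K14ac gene bodies of proliferating NSPCs had an R2 against RNA of 0.12, and the paper's is 0.28. The alternatives within are no sample weights and fits without each of Kat6a+/+ replicate 3 and Kat6a–/– replicates 1 and 3. H3K14ac promoters of differentiating NSPCs had an R2 against RNA of 0.58, and the paper's is 0.42. None of 3 alternatives and 10 fits with 1 library left out came within. H3K14ac gene bodies of differentiating NSPCs had an R2 against RNA of 0.37, and the paper's is 0.29. None of 3 alternatives and 10 fits with 1 library left out came within.

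H3K23ac promoters of differentiating NSPCs had an R2 against RNA of 0.24, and the paper's is 0.10. Settings that came within are TMM factors and all RNA genes without a CUT&Tag threshold.

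MLL1 promoters of proliferating NSPCs had an R2 against RNA of 0.82, and the paper's is 0.94. Those within by the rule are fits without each of Kat6a+/+ replicate 1 and Kat6a–/– replicates 2 and 3.

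H3K4me3 promoters of proliferating NSPCs had an R2 against RNA of 0.82, and the paper's is 0.75. The alternatives within are fits without each of Kat6a+/– replicates 2 and 3. H3K4me3 gene bodies of proliferating NSPCs had an R2 against RNA of 0.77, and the paper's is 0.81. By the rule, no sample weights and fits without each of Kat6a+/+ replicates 2 and 3 and Kat6a–/– replicates 1, 2 and 3 came within. H3K4me3 gene bodies of differentiating NSPCs had an R2 against RNA of 0.79, and the paper's is 0.56. None of 3 alternatives and 9 fits with 1 library left out came within.

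POLR2A promoters of proliferating NSPCs had an R2 against RNA of 0.7, and the paper's is 0.55. Settings that came within are the fit without Kat6a+/+ replicate 1. POLR2A gene bodies of proliferating NSPCs had an R2 against RNA of 0.82, and the paper's is 0.85. Those within by the rule are the fit without Kat6a–/– replicate 3. POLR2A promoters of differentiating NSPCs had an R2 against RNA of 0.61, and the paper's is 0.41. None of 3 alternatives and 10 fits with 1 library left out came within.

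The paper states that H3K23ac signal over all promoters, enhancers and active enhancers falls with Kat6a alleles lost in differentiating NSPCs, by tests across genes. Here, with libraries as replicates, the log2 RPKM level changed per allele lost by 0.22 (exact permutation p = 0.000476, FDR = 0.0038, 0.0038 to 0.98 over 6 alternatives) at promoters, −0.014 (exact permutation p = 0.11, FDR = 0.21, 0.011 to 0.20 over 6 alternatives) at enhancers and 0.14 (exact permutation p = 0.000476, FDR = 0.0038, 0.0038 to 0.081 over 6 alternatives) at active enhancers; the last figures are the adjusted p over the alternatives. With the same table's counts as library size the changes were 0.00080 at promoters, −0.044 at enhancers and −0.023 at active enhancers. A fall of the H3K23ac level past the threshold came with same-table library size (−0.044 at enhancers), and with no filter (−0.025 at enhancers).

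The paper states a fall of H3K9ac over promoters, gene bodies and enhancers in differentiating NSPCs. Here the change per allele lost was 0.024 at promoters (FDR = 0.31 by the exact permutation test, 0.030 to 0.97 over 6 alternatives), −0.060 at gene bodies (FDR = 0.14 by the exact permutation test, 0.13 to 0.42 over 6 alternatives) and −0.023 at enhancers (FDR = 0.47 by the exact permutation test, 0.26 to 0.52 over 6 alternatives), none past the threshold. A fall of the H3K9ac level past the threshold came with same-table library size (−0.014 at promoters).

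The paper states a fall of MLL1 over these classes and active enhancers in differentiating NSPCs. Here the change per allele lost was 0.23 at promoters (FDR = 0.23 by the exact permutation test, 0.066 to 0.99 over 6 alternatives), −0.073 at gene bodies (FDR = 0.14 by the exact permutation test, 0.081 to 0.43 over 6 alternatives), 0.043 at enhancers (FDR = 0.43 by the exact permutation test, 0.066 to 0.79 over 6 alternatives) and 0.15 at active enhancers (FDR = 0.27 by the exact permutation test, 0.057 to 0.69 over 6 alternatives), none past the threshold. None of the alternatives brought a fall of the MLL1 level past the threshold there.

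The paper states the same for H3K4me3 in differentiating NSPCs. Here the change per allele lost was −0.028 at promoters (FDR = 0.18 by the exact permutation test, 0.16 to 0.44 over 6 alternatives), −0.033 at gene bodies (FDR = 0.50 by the exact permutation test, 0.43 to 0.60 over 6 alternatives), −0.057 at enhancers (FDR = 0.44 by the exact permutation test, 0.32 to 0.93 over 6 alternatives) and −0.13 at active enhancers (FDR = 0.10 by the exact permutation test, 0.097 to 0.43 over 6 alternatives), none past the threshold. None of the alternatives brought a fall of the H3K4me3 level past the threshold there.

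The paper states a fall of H3K9ac over the 4 classes in proliferating Kat6a–/– NSPCs, and not in Kat6a+/– NSPCs. A trend over alleles lost is another test, and Kat6a+/– libraries enter its p, among them replicate 4, which lay apart. The Kat6a–/– mean differed from the Kat6a+/+ mean by 0.021 at promoters, −0.045 in gene bodies, 0.013 at enhancers and −0.11 at active enhancers. With 3 against 3 libraries no permutation p is under 0.1, so that difference was not tested alone. Here the change per allele lost was 0.010 at promoters (FDR = 0.65 by the exact permutation test, 0.28 to 0.85 over 6 alternatives), −0.023 at gene bodies (FDR = 0.46 by the exact permutation test, 0.28 to 0.70 over 6 alternatives), 0.0063 at enhancers (FDR = 0.92 by the exact permutation test, 0.60 to 0.97 over 6 alternatives) and −0.054 at active enhancers (FDR = 0.18 by the exact permutation test, 0.13 to 0.67 over 6 alternatives), none past the threshold. None of the alternatives brought a fall of the H3K9ac level past the threshold there.

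The paper states a fall of H3K4me3 with the dose of Kat6a in proliferating NSPCs. Here the change per allele lost was −0.014 at promoters (FDR = 0.30 by the exact permutation test, 0.061 to 0.30 over 6 alternatives), −0.058 at gene bodies (FDR = 0.16 by the exact permutation test, 0.061 to 0.22 over 6 alternatives) and −0.17 at enhancers (FDR = 0.11 by the exact permutation test, 0.065 to 0.48 over 6 alternatives), none past the threshold. None of the alternatives brought a fall of the H3K4me3 level past the threshold there.

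In the paper POLR2A appeared slightly higher as alleles were lost in differentiating NSPCs. Here the change was 0.015 at promoters, −0.014 at gene bodies, 0.017 at enhancers and −0.0075 at active enhancers per allele lost, none past the threshold in this or any alternative (smallest FDR 0.27 by the exact permutation test).

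The paper states a dose effect on total mapped reads for H3K23ac in differentiating NSPCs and for no other mark. By counts in the tables, H3K4me3 in proliferating NSPCs fell by 0.31 log2 per allele lost (exact permutation p = 0.0076, FDR = 0.046, 0.046 to 0.077 over 2 alternatives).

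The paper names Dmrta2 among the genes with less MLL1 at promoters in proliferating Kat6a–/– NSPCs. Here its log2 fold change was −0.82 (SE 0.26, adjusted p = 0.12, 0.0015 to 0.50 over 9 alternatives), and with 4-table library sizes it was −1.02 (adjusted p = 0.0015), in a fit whose weight estimation stopped before its convergence tolerance.

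The paper states that the lean towards decreases in differentiating NSPCs is greatest for H3K23ac at promoters and active enhancers. Here decreases made up 57.9% of 2518 H3K23ac promoters and 57.2% of 635 active enhancers that changed, and 57.8% of 329 active enhancers for H3K14ac.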

Other observations

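The tests of other splits, of sample weights, of IgG promoter enrichment, of IgG and chromosome Y for the X counts, and of HOX promoters were chosen after the results were seen.

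Regions were counted for each of the 10 splits of the 3 and 3 libraries into groups of 3, with sample weights estimated for each split; counts below are those of the genotype split against the largest other split. The genotype split gave more changed regions than any other split, so that 1 of 10 splits was as large, for H3K9ac in proliferating (244 against 0 promoters, 610 against 15 gene bodies and 296 against 2 active enhancers) and differentiating NSPCs (747 against 468 promoters, 373 against 142 gene bodies and 91 against 48 active enhancers). The same held for H3K14ac in proliferating (445 against 5 promoters, 4627 against 2772 gene bodies and 151 against 7 active enhancers) and differentiating NSPCs (490 against 21 promoters, 1764 against 49 gene bodies and 329 against 1 active enhancers), and for H3K4me3 in proliferating NSPCs (837 against 6 promoters, 288 against 3 gene bodies and 104 against 0 active enhancers). It held for MLL1 in proliferating NSPCs with 41 against 0 promoters and 7 against 2 gene bodies and in differentiating NSPCs with 20 against 2 promoters, and for POLR2A in proliferating with 21 against 1 promoters and 216 against 6 gene bodies and differentiating NSPCs with 451 against 18 promoters and 1790 against 199 gene bodies. H3K23ac had 1 of 10 splits as large in proliferating NSPCs, with 3485 against 2029 enhancers, 534 against 168 active enhancers and 205 against 101 H3K27ac-only regions, and in differentiating NSPCs, with 2518 against 858 promoters, 1700 against 748 enhancers, 635 against 392 active enhancers and 104 against 14 H3K27ac-only regions. With 3 against 3 libraries the share of splits is never under 0.1, whatever the counts, so this share alone neither excludes nor favours a chance split.

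Other splits gave as many changed regions as the genotypes in several comparisons. For H3K23ac in proliferating NSPCs 3 of 10 splits did at promoters (3807 by genotype, 5879 in the largest other split) and 6 of 10 in gene bodies (7820 and 12531), and in differentiating NSPCs 3 of 10 in gene bodies (6576 and 7207). The split with 7207 gene bodies sets Kat6a+/+ replicate 2 and Kat6a–/– replicates 1 and 2 against the rest, which are the libraries of 1 litter; with an indicator of that litter in the fit, 6911 gene bodies changed by genotype. For H3K4me3 in differentiating NSPCs, 2 of 10 splits were as large at promoters (108 and 163), 3 of 10 in gene bodies (50 and 169) and 1 of 10 at active enhancers (16 and 15). For MLL1 in differentiating gene bodies 3 of 10 splits were as large (1 and 67); the 1 gene body changed by genotype is that of Nr2f2, chosen after its value was seen. Sample weights estimated anew for each split are a candidate explanation of the large counts of other splits: without weights, the largest other split of H3K23ac gene bodies in proliferating NSPCs had 0 changed and the genotype split 7035. In 4 of the 5 other splits of these gene bodies that exceeded the genotype split, the largest among them, the estimation of weights stopped before its convergence tolerance, so these counts rest on weights that may not be final. Without weights 1 of 10 splits was as large in each of these comparisons except MLL1 gene bodies of differentiating NSPCs, with 10 of 10 because the genotype split had 0.

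For Kat6a+/– vs. Kat6a+/+, 6 of 35 splits changed as many H3K23ac promoters in proliferating NSPCs as the genotypes (7), and 35 of 35 splits in differentiating NSPCs, where the genotype split had 0 by edgeR (1311 at an unadjusted p under 0.05, and 0 by DESeq2). The first is within what chance splits give; no split can have fewer than 0, so the second tests nothing. For IgG in proliferating NSPCs, 10 of 10 splits at promoters and 10 of 10 in gene bodies were as large as the genotype split, which had 0 by edgeR and by DESeq2 (7 and 357 at an unadjusted p under 0.05), so these test nothing either.

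In proliferating NSPCs, the H3K23ac and H3K14ac log2 fold changes of gene bodies rank together (Spearman rho = 0.615 over 17937 gene bodies). GC content and length as the whole cause are argued against, since the residuals after a straight-line fit on both had rho = 0.572, against 0.613 over the same gene bodies. An antibody-independent difference between embryos cannot be told apart from a difference of both marks, because IgG had few counts: H3K23ac and IgG fold changes had rho = −0.046 over 4238 gene bodies, where H3K23ac and H3K14ac had 0.79. Differences between embryos that do not follow the genotype cannot be told apart either, because 6 embryos make only 10 splits: rho of mean differences was 0.633 for the genotype split and −0.036 to 0.471 for the others. The text of the paper gives no such correlation.

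H3K23ac promoter enrichment rose with Kat6a alleles lost by 0.32 in proliferating and 0.26 in differentiating NSPCs on the log2 scale (exact permutation p = 0.000476 in both, the smallest the permutations can give; FDR = 0.0029; in each culture the 3 Kat6a–/– libraries lay above the 3 Kat6a+/+ libraries). Depth is argued against as the cause, since with libraries thinned to the shallowest the rise was 0.326 and 0.267. GC bias of the libraries cannot be told apart from a change of the mark, because the gene bodies with the highest GC content neither rose clearly nor fell: over the 1752 with at least 52.8% GC the change per allele lost was 0.046 (exact permutation p = 0.292), against −0.10 over the others in proliferating NSPCs, and 0.002 (exact permutation p = 0.958) against −0.18 in differentiating NSPCs. Antibody-independent background cannot be told apart either, because IgG had few counts and its enrichment moved with the genes used: it rose by 0.301 per allele lost (exact permutation p = 0.219), by 0.0241 with genes that pass the filter in both tables (exact permutation p = 0.85) and by 0.186 as a ratio of summed counts (exact permutation p = 0.337), where H3K23ac rose by 0.329 and 0.366. A redistribution of H3K23ac from gene bodies to promoters may underlie the rise, as a hypothesis.

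At part of the HOX promoters, acetylation marks increased in Kat6a–/– vs. Kat6a+/+ NSPCs. In proliferating NSPCs, H3K9ac increased at 13 and decreased at 0 of 16 HOX promoters tested (median log2 fold change 1.89), H3K14ac increased at 10 of 12 and H3K23ac at 19 of 39. In differentiating NSPCs these counts were 3 of 4, 5 of 16 and 6 of 35, and POLR2A increased at 1 of 3; no HOX promoter decreased for these marks in these fits. For H3K9ac in proliferating NSPCs, scaling of the libraries is argued against, since at least 12 promoters increased under TMM factors, 4-table library sizes and DESeq2. A dependence on 1 library stays open: 5 increased without Kat6a+/+ replicate 3, the fewest of 10 fits, although the median log2 fold change stayed between 1.73 and 2.03. For H3K23ac in proliferating NSPCs the count depended on the scaling and on 1 library, with 6 increased and 3 decreased under TMM factors and, with 4-table library sizes, 16 increased while their median lay −0.059 from that of all promoters; 2 increased by DESeq2 and 6 without Kat6a+/+ replicate 1. In differentiating NSPCs these scalings gave H3K23ac 3 increased and 3 decreased, and 5 and 1, and DESeq2 gave 3 and 1. H3K14ac in proliferating NSPCs increased at 4 by DESeq2. A loss of silencing at HOX genes may explain it, as a hypothesis; a sample with cells of another origin was not tested, and no HOX gene is among the RNA rows used here.

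The share of gene body counts on chromosome X differed between MLL1 libraries of proliferating NSPCs, with 3.56, 2.05, 2.1% in Kat6a+/+ replicates 1 to 3, then 3.42, 2.02, 3.23, 3.5% in Kat6a+/– replicates 1 to 4, then 3.41, 3.33, 2.21% in Kat6a–/– replicates 1 to 3. In IgG libraries of the same cells it was 3.15, 1.88, 2.38% in Kat6a+/+ replicates 1 to 3, then 3.02, 1.93, 3.18, 3.11% in Kat6a+/– replicates 1 to 4, then 3.73, 3.27, 1.96% in Kat6a–/– replicates 1 to 3. In Kat6a–/– replicate 3 the MLL1 share was lower than in Kat6a–/– replicates 1 and 2. A signal of few genes is argued against, since 90.0% of X gene bodies (190 of 211) had a lower share of counts there. The number of X chromosomes in the cells is a candidate explanation, since the IgG library of that embryo had 1.96% on X, against 3.27% in Kat6a–/– replicate 2. An exchange with the library of another embryo of the study is argued against, since this library had 23.8 CPM on chromosome Y, whereas Kat6a+/+ replicates 2 and 3 and Kat6a+/– replicate 2, the other MLL1 libraries with a share on X near its own, had at least 202.1. In differentiating NSPCs that embryo had 3.88% in its MLL1 and 3.51% in its IgG library, against 5.08% and 4.43% for MLL1 in Kat6a–/– replicates 1 and 2 and 3.78% for IgG in Kat6a–/– replicate 1. A loss of an X chromosome in the proliferating culture stays open. The sex of the embryos is not given, but counts on Y differed between them. In proliferating POLR2A libraries they were 504 and 573 in Kat6a+/+ replicates 2 and 3, and 633 in Kat6a+/– replicate 2. They were 6 in Kat6a+/+ replicate 1 and 3 to 5 in Kat6a–/– libraries. A difference between embryos with and without a Y chromosome can therefore enter the comparisons of Kat6a–/– with Kat6a+/+. With main-fit p-values adjusted without genes on X and Y, the count of changed regions stayed within 1.5 times in each comparison run. That alternative was added after the counts on X and Y were seen. No model was fitted anew, so it does not test an effect of sex on other chromosomes.

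Regions of H3K27ac alone, which the authors counted, held H3K23ac changes at 205 of 1520 regions in proliferating (74 increased and 131 decreased) and 104 of 1217 in differentiating NSPCs (44 increased and 60 decreased). With 4-table library sizes 6% of 704 and 7.2% of 429 changed regions decreased, and with TMM factors 52.8% of 309 and 49% of 145, so the direction depends on the scaling. The spread of 1 library cannot be told apart from a difference by genotype, because the count fell to 51 without Kat6a+/+ replicate 2 in proliferating and 35 without Kat6a–/– replicate 2 in differentiating NSPCs, where the largest other split of the same libraries had 101 and 14 changed. The H3K23ac signal per kb in these regions was below that of IgG in proliferating NSPCs, at 2.31 ± 0.14 in Kat6a+/+, 2.59 ± 0.038 in Kat6a+/– and 3.25 ± 0.087 CPM per kb in Kat6a–/– libraries, against 3.31 ± 0.45, 3.31 ± 0.14 and 3.41 ± 0.70 (mean ± SD). No biological explanation was tested.

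In differentiating NSPCs, H3K23ac log2 fold changes of gene bodies fell with gene length (Spearman rho = −0.28), and in proliferating NSPCs rho was −0.19. For H3K14ac rho was −0.24 and −0.21 in proliferating and differentiating NSPCs, and for the other marks between −0.10 and 0.18. Promoter signal that reaches into short gene bodies cannot be told apart, because the promoter fold changes are centred and lack the rise that promoters share: taking out that of the same gene's promoter left rho at −0.34, against −0.33 before, over 15446 genes with both.

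At Kat6a itself, the log2 fold change of POLR2A in its gene body was −0.44 (SE 0.098, adjusted p = 0.039) in proliferating and −0.30 (SE 0.095, adjusted p = 0.044) in differentiating Kat6a–/– vs. Kat6a+/+ NSPCs, and that of H3K23ac at its promoter 0.59 (SE 0.14, adjusted p = 0.0030) and 0.48 (SE 0.087, adjusted p = 1.8e-04). The POLR2A change did not pass under some alternatives, with adjusted p of 0.013 to 0.17 over 9 alternatives in proliferating and 0.034 to 0.28 over 10 alternatives in differentiating NSPCs. The paper describes the null allele as a deletion of exons. Missing DNA in the gene body can therefore lower these counts without a change of POLR2A occupancy. At the promoter of Kmt2a, the gene of MLL1, MLL1 changed by −0.13 (SE 0.27, adjusted p = 0.92) in proliferating and 0.074 (SE 0.25, adjusted p = 0.99) in differentiating NSPCs, and H3K4me3 by −0.036 (SE 0.043, adjusted p = 0.66) and 0.079 (SE 0.060, adjusted p = 0.62).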
